# Modeling cardiac fibroblast heterogeneity from human pluripotent stem cell-derived epicardial cells

**DOI:** 10.1038/s41467-023-43312-0

**Published:** 2023-12-11

**Authors:** Ian Fernandes, Shunsuke Funakoshi, Homaira Hamidzada, Slava Epelman, Gordon Keller

**Keywords:** Embryonic stem cells, Heart failure, Heart stem cells

## Abstract

Cardiac fibroblasts play an essential role in the development of the heart and are implicated in disease progression in the context of fibrosis and regeneration. Here, we establish a simple organoid culture platform using human pluripotent stem cell-derived epicardial cells and ventricular cardiomyocytes to study the development, maturation, and heterogeneity of cardiac fibroblasts under normal conditions and following treatment with pathological stimuli. We demonstrate that this system models the early interactions between epicardial cells and cardiomyocytes to generate a population of fibroblasts that recapitulates many aspects of fibroblast behavior in vivo, including changes associated with maturation and in response to pathological stimuli associated with cardiac injury. Using single cell transcriptomics, we show that the hPSC-derived organoid fibroblast population displays a high degree of heterogeneity that approximates the heterogeneity of populations in both the normal and diseased human heart. Additionally, we identify a unique subpopulation of fibroblasts possessing reparative features previously characterized in the hearts of model organisms. Taken together, our system recapitulates many aspects of human cardiac fibroblast specification, development, and maturation, providing a platform to investigate the role of these cells in human cardiovascular development and disease.

## Abstract (web summary)

Cardiac fibroblasts play an essential role in heart development. Here Fernandes et al. describe a human pluripotent stem cell-derived epicardial organoid system to investigate the role of fibroblasts in cardiovascular development and disease.

## Introduction

Cardiac fibroblasts make up approximately 15–30% of the total cells in the heart and have been shown to play important roles in the development of the fetal heart and in maintaining homeostasis in the adult organ^1^. The majority of the cardiac fibroblast population derives from the epicardium, a protective mesothelial layer that surrounds the heart early in development and persists throughout adult life^2^. The epicardium develops from progenitors known as pro-epicardial cells that are specified from a structure positioned near the posterior region of the inferior pole of the developing heart known as the septum transversum mesenchyme^3^. Fibroblasts are generated from the epicardium through an epithelial-to-mesenchymal transition (EMT) that is mediated in part by retinoic acid (RA) secreted from the epicardium and TGFβ produced by the adjacent cardiomyocytes^4,5^. As they are specified, the newly formed fibroblasts migrate to and populate the developing ventricular and atrial myocardium. The cardiac epicardial cells and derivative fibroblasts are distinguished from mesothelial cells and fibroblasts of other organs by the expression of a cohort of genes typically associated with the cardiomyocyte lineage including *GATA4*, *GATA6*, and *HAND2*^6^.

One of the functions of cardiac fibroblasts is the secretion of extracellular matrix proteins that provide support for cardiomyocyte proliferation during fetal life, for the regulation of organ maturation in postnatal life and for structure in the adult heart. Analyses of the matrix at different stages have shown that the composition changes between fetal and adult life as the heart transitions from a developing tissue consisting of proliferative cells to a postnatal organ made up of quiescent cardiomyocytes that have exited cell cycle^7^. During fetal life, the matrix is comprised of a mixture of fibronectin, collagens, and various proteoglycans that functions to support the proliferation of fetal cells. Following birth, there is a shift to a collagen-rich matrix that is less supportive of proliferation and has a greater tensile strength to provide structure for the hemodynamics of the adult cardiac cycle^8^. Currently, it is not known if these changes in the matrix composition reflect the maturation of the population of fibroblasts or are mediated by other cells in the cardiac interstitium with the capacity to produce matrix.

In addition to their function in the normal heart, fibroblasts have been shown to play a key role in the response to tissue damage and diseases of the heart. In model organisms such as the zebrafish that possess cardiac regenerative capacity into adulthood, fibroblasts are activated following injury and deposit a unique fibronectin-rich ECM that is conducive to the proliferation of cardiomyocytes and revascularization of the newly formed myocardium^9,10^. Additionally, the activated cardiac fibroblasts are known to secrete soluble factors such as neuregulin1 (NRG1) and heparin-bound epidermal growth factor (HB-EGF) that promote cardiomyocyte proliferation and the anti-inflammatory molecule IL-10 that modulates inflammation in the damaged tissue^10,11^. As this regenerative phase progresses the activated response of the fibroblasts is downregulated by the secretion of Wntless (WLS), a WNT signaling modulator, from the cardiomyocytes^12^. This transient regulation of the fibrotic response is necessary to maintain the balance of injury resolution with cardiac regeneration^10^.

In adult mammals with little cardiac regenerative capacity, ischemic insults such as myocardial infarction (MI) initiate a response in the fibroblast population that results in the formation of a non-contractile scar that salvages the structural integrity of the myocardium. Fibroblasts play an important role in mediating this repair process through the secretion of tissue-modulating factors and the remodeling of ECM components. Activation of fibroblasts appears to be a common response in other forms of cardiomyopathies as well as advanced stages of these diseases are associated with extensive fibrosis in the heart. Fibrosis can exist as interstitial or replacement fibrosis with the latter being associated with cardiomyocyte necrosis. The role of fibroblasts in these different diseases suggests that activation of the fibroblast population is a common response that persists in the absence of a regeneration program.

Although there is a large body of evidence regarding the dynamics of fibroblast activation and proliferation and scar formation in damaged hearts, the cues regulating these responses are poorly understood. Additionally, it is not known if all resident cardiac fibroblasts respond to injury or if the response is mediated by a specific subset of cells^13^. Recent single cell analyses of adult mouse cardiac fibroblasts have shown that the population is heterogeneous and contains subsets with potential reparative features. Farbehi et al. identified a subpopulation of fibroblasts based on expression of the WNT signaling antagonist WIF1 that appears to promote new blood vessel formation and participates in the regulation of the fibrotic response through the expression of WNT ligands and repressors^14^. In a more recent study, Villalba-Ruiz et al. described a subpopulation of fibroblasts with similar reparative characteristics. These cells, identified by the expression of an enzyme involved in collagen processing, collagen triple helix repeat-containing protein 1 (CTHRC1), were found to be pro-angiogenic and essential for the scar-forming process^15^. The presence of these subpopulations of fibroblasts suggests that there may be a population, even in the adult context, that possesses the capacity for repair. Whether or not comparable populations exist in the human heart remains to be determined.

Our understanding of human cardiovascular development including the specification of specific cell types such as cardiac fibroblasts is limited due to the scarcity of human heart tissue and our ability to maintain and study it ex vivo. Given this, many investigators have turned to human pluripotent stem cells (hPSC) as a source of cardiovascular cells and as a model system to study human cardiovascular development and disease. Over the past decade, protocols have been developed that promote the generation of different cardiomyocyte subtypes as well as many non-cardiomyocyte lineages including epicardial cells from hPSCs^16–18^. In this study, we used the hPSC system to model the interactions of cardiomyocytes with epicardial cells in 3D organoid structures to recapitulate the events that lead to the development and emergence of the human cardiac fibroblast population. We show that these newly generated fibroblasts seed the organoid tissue, mature in these structures and display responses to pathological stimuli that are similar to those observed in fibroblasts in the failing heart. Single cell RNA sequencing analyses revealed a high degree of heterogeneity within the fibroblast population that recapitulates molecular features of the cardiac fibroblast population in the adult ischemic heart in vivo. These analyses also identified a subpopulation of human fibroblasts transcriptionally similar to the reparative cells described in the murine heart post-MI. Together, these findings demonstrate the power of using developmental biology approaches to generate hPSC-derived cardiovascular populations that display functional characteristics and disease responses comparable to the corresponding populations found in the adult heart.

## Results

### Generation of cardiac organoids using ventricular cardiomyocytes and epicardium

To model cardiac fibroblast development and function in vitro, we generated organoids consisting of hPSC-derived ventricular cardiomyocytes and epicardial cells. This approach was designed to mimic the known interactions between these two cell types in the early heart that result in the induction of EMT within the epicardial population and the subsequent production of derivative cell types including cardiac fibroblasts^19^. For such models to be accurate and predictable, however, it is important to use cell types that most closely correspond to those from the appropriate staged developing heart. We have previously reported on the generation of hPSC-derived ventricular cardiomyocytes and demonstrated that they represent an immature stage of development^17,20^. In an earlier study, we also described a protocol for the derivation of epicardial cells from hPSCs^16^. While this approach did promote the development of cells with epicardial characteristics, the levels of *ALDH1A2*, a key marker of this lineage, were variable within the population. Additionally, the mesoderm origin of the lineage was not investigated in that study.

To improve the generation of RALDH2^+^ (*ALDH1A2)* epicardial lineage cells, we investigated the role of retinoic acid signaling at the mesoderm stage of development as studies in the mouse and chick suggest that the progenitors of the proepicardium are exposed to retinoid signaling in vivo^21^. Additionally, the mesoderm we used to generate epicardial cells expresses RALDH2 indicating that it represents a stage requiring active RA signaling (Supplementary Fig. 1A). For these analyses, RALDH2 expressing cells were measured and quantified using the Aldefluor assay^22^. Treatment of the developing population between day 4 and 6 with retinol (ROH), the substrate for RA synthesis, did not alter the proportion of ALDH^+^ cells detected at day 8 of differentiation but significantly increased the proportion measured at day 15 (Fig. 1A, B, Supplementary Fig. 1B). The addition of ROH did not impact the total cell number, suggesting that RA functions to pattern the RALDH2^+^ lineage at the mesoderm stage of development. The addition of ROH also led to an increase in the expression levels of *ALDH1A2, TCF21* and *GATA5* in the day 15 population (Fig. 1C). The expression levels of other genes associated with the epicardial lineage including *WT1*, *TBX18, GATA4*, *GATA6* and *HAND2* were not impacted (Supplementary Fig. 1C). These findings show that RA signaling at the mesoderm stage of development enhances the generation of a RALDH2^+^ epicardial population.

**Fig. 1:**
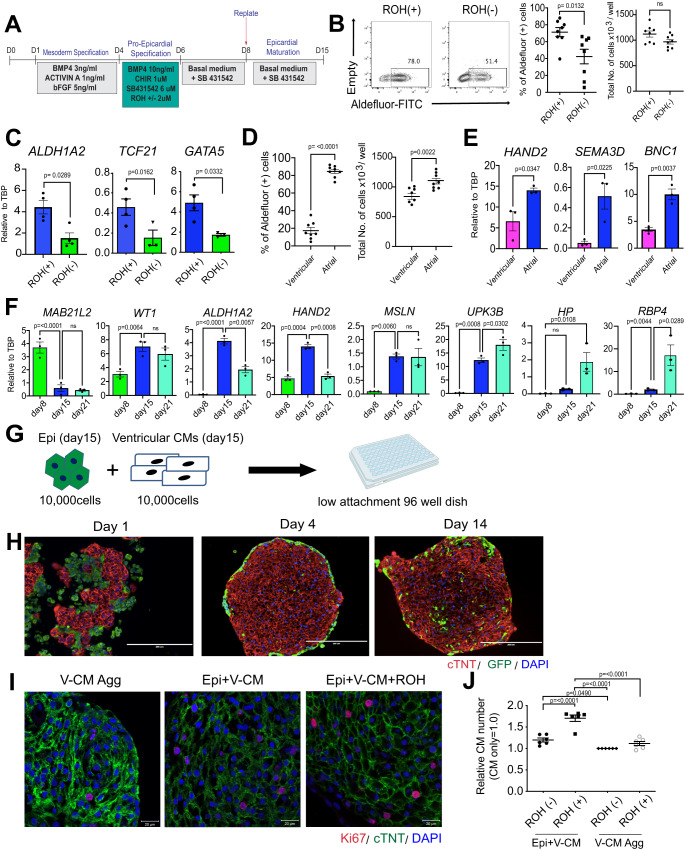
Generation of cardiac organoids with ventricular cardiomyocytes and epicardial cells. **A** Protocol to generate epicardial cells from human pluripotent stem cells. **B** Left; Representative flow cytometry analyses of Aldeflour (ALDH) in day15 retinol (ROH)-treated (ROH(+)) and untreated (ROH(-)) epicardial cells. Right; Quantification of the proportion of ALDH positive cells and total number of cells in ROH-treated and untreated epicardial population (*N* = 8 biologically independent samples). Statistical analysis was performed by two-sided unpaired *t*-test. **C** RT-qPCR expression analyses of *ALDH1A2*, *TCF21*, and *GATA5* in the indicated populations (*N* = 4 biologically independent samples). Statistical analysis was performed by two-sided unpaired *t*-test. **D** Quantification of the proportion of ALDH positive cells and total number of cells in ventricular and atrial mesoderm-derived epicardial cells (*N* = 8 biologically independent samples). Statistical analysis was performed by two-sided unpaired *t*-test. **E** RT-qPCR expression analyses of epicardial marker genes in the indicated populations (*N* = 3 biologically independent samples). Statistical analysis was performed by two-sided unpaired *t*-test. **F** RT-qPCR expression analyses of epicardial marker genes in the indicated time points (N = 3 biologically independent samples). Statistical analysis was performed by one-way ANOVA with Tukey’s multiple comparisons. **G** Schema of the coculture of GFP-positive epicardial cells and ventricular cardiomyocyte derived from hPSCs. **H** Representative immunostaining of day 1, 4, and 14 cardiac organoids. Scale bar; 200 μm. (*N* = 5 biologically independent samples). **I** Representative immunostaining of Ki67 in ventricular cardiomyocyte aggregates, cardiac organoids, and cardiac organoids treated with ROH. Scale bar; 20 μm. **J** Quantification of the relative number of cardiomyocytes in the cardiac organoids and cardiomyocyte aggregates (V-CM Agg) treated as indicated (*N* = 6 biologically independent samples). The number of cardiomyocytes in V-CM only without ROH (ROH(-)) was defined as 1.0 and the relative number of cardiomyocytes was calculated in each condition. Statistical analysis was performed by one-way ANOVA with Tukey’s multiple comparisons. All error bars represent SEM. All values shown for the PCR analyses are relative to the housekeeping gene TBP. V-CM ventricular cardiomyocytes. Epi epicardial cells. Source data are provided as a Source Data file. Created with BioRender.com.

The mesoderm used for the above studies has the same ALDH and CD235a/b expression profile and is induced under the same conditions (low concentrations of BMP4 and Activin A) as the mesoderm that gives rise to atrial cardiomyocytes^17^ (Supplementary Fig. 1A). To determine if this mesoderm is the best source of these cells, we compared its epicardial potential to that of ALDH^−^/CD235a/b^+^ mesoderm induced with higher concentrations of these pathway agonists that generates ventricular cardiomyocytes (Supplementary Fig. 1D). As shown in Fig. 1D, the ALDH^+^/CD235a/b^−^ (atrial) mesoderm gave rise to a higher frequency and higher total number of cells than the ALDH^-^/CD235a/b^+^ (ventricular) mesoderm at day 15 of culture. The population derived from the ALDH^+^/CD235a/b^−^ (atrial) mesoderm also expressed significantly higher levels of genes associated with epicardial development including *HAND2*, *SEMA3D* and *BNC1* than the one generated from the ALDH^-^/CD235a/b^+^ (ventricular) mesoderm (Fig. 1E). Together, these findings provide strong evidence that the human epicardial lineage develops from ALDH^+^/CD235a/b^-^ ‘atrial’ mesoderm.

In the mouse embryo, the epicardial lineage develops from the pro-epicardial organ that is derived from a transient structure known as the septum transversum mesenchyme (STM) that can be identified by expression of the transcription factor *MAB21L2*^23^. The expression of *MAB21L2* is downregulated with the development of the proepicardial progenitors and the subsequent specification of the epicardial lineage. The establishment of the epicardium proper is defined by the expression of a cohort of genes including cardiac transcription factors (*WT1*, *HAND2*, *BNC1, GATA4/5, TCF21)* *the secreted protein, SEMA3D* and markers associated with an epithelial identity (*MSLN* and *UPK3B*)^23^. To stage the hPSC-derived lineage, we carried out a kinetic analysis and found that the STM marker, *MAB21L2* was expressed in the population on day 8 and then downregulated at days 15 and 21 (Fig. 1F). The levels of some of the epicardial genes including *WT1*, *ALDH1A2*, *HAND2*, *MSLN* and *UPK3B* were low at day 8, showed a significant upregulation by day 15 and then remained constant or declined by day 21. Other genes were expressed at similar levels at all 3 time points or upregulated in the final stages of culture including several adult epicardial markers such as *HP, RBP4, HAS1* and *NFATC1* (Fig. 1F, Supplementary Fig. 1E). Taken together, these patterns suggest that the transition from the pro-epicardial identity to the epicardial cells that wrap the heart occurs between days 8 and 15 with the transition to a more adult-like phenotype by day 21 of culture. Given that the levels of the fetal epicardial genes, *ALDH1A2* and *HAND2*, were highest on day 15, we chose to use this stage to co-culture with the ventricular cardiomyocytes (Fig. 1F).

To generate cardiomyocyte/epicardial organoids, 10^4^ cardiomyocytes and 10^4^ epicardial cells were mixed at a 1:1 ratio in 96 well round bottom plates (Fig. 1G). This format yielded single aggregates per well that were maintained in basal medium with no exogenous factors for two weeks. Immunohistochemistry analyses showed that the cells began to form aggregates within 24 h of culture. At this early stage, there were no signs of organization within the structures. By day 4, however, there was obvious segregation of the cells, as the majority of the epicardial cells (GFP^+^) were now positioned at the periphery of the aggregates, surrounding the inner population of cardiomyocytes. Following an additional 10 days of culture, this segregation was partially lost as an increased number of GFP-positive cells were detected within the aggregates (Fig. 1H). Histological analysis showed that GFP-positive epicardial cells exhibited a rounded shape in the early-stage aggregates however, by day 14, they displayed an elongated morphology (Supplementary Fig. 1F).

To determine if this simple organoid model can recapitulate key interactions between the epicardium and myocardium in the embryonic heart, we investigated two different aspects of these interactions. The first was the promotion of cardiomyocyte proliferation by the epicardial cells and the second was the induction of EMT in the epicardial cells following contact with cardiomyocytes. Comparison of organoids to cardiomyocyte aggregates (no epicardial cells, hereafter referred to as ventricular cardiomyocyte aggregates, VCM-aggs) revealed that the former had a higher percentage of Ki67-positive cardiomyocytes and a greater number of total cardiomyocytes than the latter (Fig. 1I, J, Supplementary Fig. 1G) indicating that the presence of epicardial cells does, indeed increase cardiomyocyte proliferation. The addition of ROH to the cultures led to a further increase in the total number of cardiomyocytes in the organoids but not in VCM-aggs (Fig. 1J). The addition of ROH however, did not significantly affect the expression level of immature sarcomere-related (*MYH6*), Ca^2+^ handling-related (*ATP2A2*), and ion channel-related (*HCN2, HCN4, CACNA1C, KCNK1*) genes in the cardiomyocytes, suggesting that this stimulus with or without the organoid environment does not promote the electrophysiological maturation of VCMs (Supplementary Fig. 1H).

### Epicardial-cardiomyocyte interactions in the organoids

As a measure of the initiation of EMT and the development of epicardial-derived cell types (EPDCs), we analyzed the organoids at different time points by flow cytometry for the presence of CD90^+^ mesenchymal cells and ALDH^+^ epicardial cells. For these studies, cardiomyocytes were generated from HES2 hPSCs engineered to constitutively express RFP and the epicardial cells from HES2 WT hPSCs. This strategy enabled us to specifically analyze the progeny from the RFP^-^ epicardial cells (Fig. 2A). Prior to culture, approximately half of the epicardial cells were ALDH^+^ and of these, 30% expressed low levels of CD90 (CD90^low^) (Fig. 2B). A low frequency of CD90^+^ALDH^-^ cells was also detected. By 4 days of culture, the patterns changed as 50% of the cells were CD90^+^ALDH^+^ and more than 20% were CD90^+^ALDH^-^. The increase in the proportion of CD90^+^ cells suggests that EMT has already initiated. At 14 days of culture, the organoids contained 3 predominant populations: CD90^high^ALDH^-/low^ cells (85%), CD90^−/low^ALDH^high^ cells (7%) and CD90^−^ALDH^−/low^ cells (8%). The large size of the CD90^high^ population at this stage suggests that most of the epicardial cells had undergone EMT and generated mesenchymal progeny. The upregulation of expression of *SNAI1* and *TWIST1* in the CD90^+^ population supports the interpretation that the cells were generated through a EMT process (Supplementary Fig. 2A). To further characterize these populations, we isolated them by FACS and analyzed them for expression of genes indicative of fibroblast and smooth muscle cell development and for the persistence of epicardial cells. RT-PCR analyses showed that the CD90^−/low^ALDH^high^ fraction (red square) expressed epicardial-related genes (*ALDH1A2*, *BNC1)*, the CD90^high^ALDH^−/low^ fraction (blue square) expressed genes associated with fibroblast development including *POSTN*, *FN1*, *COL1A1* whereas the CD90^-^ALDH^-/low^ fraction (green square) displayed an expression profile indicative of the presence of coronary smooth muscle lineage cells (*ACTA2*, *MYH11*, and *MLYK)* (Fig. 2C). All three populations expressed cardiac transcription factors, including *GATA4*, *GATA6*, *HAND2*, and *TCF21*, indicating that the EPDCs in the organoids maintained cardiac-specific features (Fig. 2C). CD31^+^ endothelial cells were not detected in the populations throughout the culture period, suggesting that our day 15 epicardial cells do not possess the potential to differentiate into these cells under these culture conditions (Supplementary Fig. 2B).

**Fig. 2:**
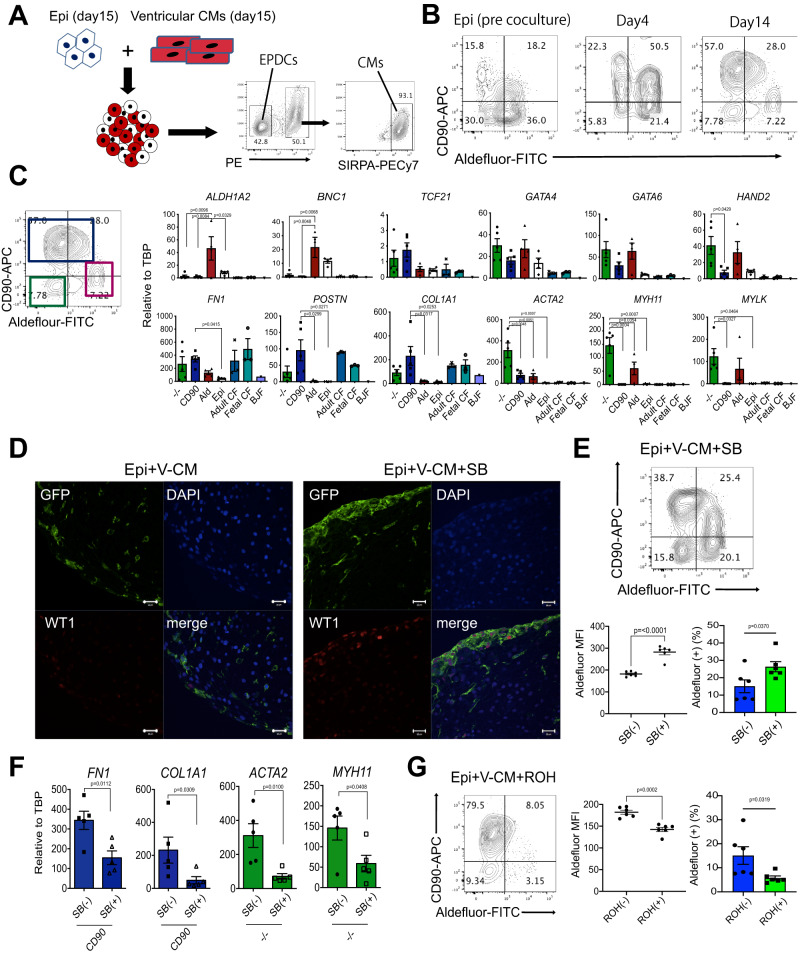
Characterization epicardial-derived cells (EPDCs) in the cardiac organoids. **A** Schema of the generation of the cardiac organoids using the non-labeled epicardial cells and RFP-positive ventricular cardiomyocytes derived from hPSCs, and the strategy to purify the EPDCs and the cardiomyocytes from the cardiac organoids by FACS. **B** Representative flow cytometry analyses of Aldefluor (ALDH) and CD90 expression in the cardiac organoids in the indicated time points. **C** Left; Representative flow cytometry analyses of 3 subpopulations in  the organoids. Right; RT-qPCR expression analyses of epicardial (*ALDH1A2*, *BNC1*), transcription factor (*TCF21, GATA4, GATA6, HAND2)*, extracellular matrix (*FN1, POSTN, COL1A1*), and smooth muscle (*ACTA2, MYH11, MYLK*) genes in the indicated populations (*N* = 5 biologically independent samples). Adult and fetal cardiac fibroblasts (CF) and skin BJ fibroblasts were included as a reference. Epi: day15 epicardium prior to coculture, CF: adult and fetal cardiac fibroblasts (*N* = biologically independent samples each). BJF: skin BJ fibroblasts (*N* = 1). **D** Representative immunostaining of WT1 and GFP (EPDCs) in the untreated and SB431542 (SB)-treated cardiac organoids. Scale bar; 20um. (*N* = 5 biologically independent samples). **E** Upper; Representative flow cytometry analyses of ALDH and CD90 expression in the SB-treated cardiac organoids. Lower; Quantification of the proportion of ALDH+ cells in each population from the flow cytometry analyses (*N* = 6 biologically independent samples). **F** RT-qPCR expression analyses of *FN1* and *COL1* in CD90-positive populations in the SB-treated and untreated organoids (*N* = 5 biologically independent samples) and of *ACTA2* and *MYH11* in ALDH-negative / CD90-negative populations isolated (FACS) from the SB-treated and untreated organoids (*N* = 5 biologically independent samples). **G** Left; Representative flow cytometry analyses of ALDH and CD90 expression in the retinol (ROH)-treated cardiac organoids. Right; Quantification of the proportion of each population in the flow cytometry analyses (*N* = 6 biologically independent samples). Statistical analysis was performed by one-way ANOVA with Tukey’s multiple comparisons in (**C**) and by two-sided unpaired *t*-test in (**E**)–(**G**). All error bars represent SEM. V-CM ventricular cardiomyocytes. Source data are provided as a Source Data file. Created with BioRender.com.

To determine if it was possible to generate fibroblasts with similar characteristics directly from the epicardial cells independent of organoid formation, we treated them with a combination of TGFβ_1_, EGF, bFGF and CHIR for 3 days then with bFGF alone for an additional 3 days (Supplementary Fig. 2C). Flow cytometric analyses showed that the majority of the cells within the population following this culture period were CD90^+^ and ALDH^-^, indicative of a transition to a fibroblast fate (Supplementary Fig. 2D). RT-qPCR analysis revealed that the cultured population downregulated the epicardial genes *WT1*, *TBX18*, *ALDH1A2* and *BNC1* and upregulated genes associated with fibroblast development including *FN1*, *POSTN* and *COL1A1* to levels similar to those observed in fetal and adult primary cardiac fibroblasts (Supplementary Fig. 2E). The transcription factors *GATA4* and *GATA6* were also expressed in the hPSC derived fibroblasts indicating that they displayed the molecular identity of cardiac fibroblasts (Fig. 2C, Supplementary Fig. 2E).

Immunostaining analyses showed that the organoids but not the VCM-aggs contained fibronectin (Supplementary Fig. 2F) indicative of the presence of functional fibroblasts in these structures. MYH11^+^ cells were also found in the organoids, confirming the finding from the RT-PCR analyses that cells with smooth muscle characteristics are generated (Supplementary Fig. 2G). Taken together, these observations show that, in the context of the organoids, the epicardial cells undergo EMT and give rise to progeny that display characteristics of cardiac fibroblasts and smooth muscle cells, recapitulating the developmental events observed in the embryonic heart.

Studies in mice have shown that TGFβ signaling plays a pivotal role in the EMT process and in the generation of EPDCs in the developing heart^24^. To determine if this pathway is also involved in these processes in the hPSC-derived organoids, we treated them with the TGFβ inhibitor, SB431542 (SB) and then analyzed the organoids for the presence of epicardial cells and EPDCs. Treatment with SB for 2 weeks resulted in the maintenance of a distinct GFP-positive WT1^+^ epicardial population surrounding the organoid (Fig. 2D, Supplementary Fig. 2H). Flow cytometric analyses showed that day 14 SB-treated organoids had a higher proportion of ALDH^+^ cells and a lower proportion of CD90^+^ cells than the untreated controls, confirming the presence of a larger epicardial population (Fig. 2E vs 2B). RT-PCR analyses of isolated populations revealed that expression levels of *FN1* and *COL1A1* were lower in the SB-treated than in the control CD90^+^ALDH^-^ fibroblasts (Fig. 2F). Similarly, the SB-treated CD90^-^ALDH^-^ cells expressed lower levels of *ACTA2* and *MYH11* than the untreated cells. In addition to the TGFΒ pathway, retinoid signaling also appears to promote EMT as organoids treated with ROH were found to contain significantly fewer ALDH^+^ cells than the untreated structures (Fig. 2G). RT-PCR analyses of isolated populations showed that expression levels of *FN1*, *COL1A1*, *ACTA2*, and *MYH11* were not significantly different between treated and untreated populations, indicating that retinoid signaling has limited impact on the molecular characteristics of CD90^+^ fibroblast population (Supplementary Fig. 2I). Collectively, these observations indicate that EMT in the organoids is regulated in part by TGFβ and retinoid signaling (Supplementary Fig. 2J).

### Metabolic maturation of the cardiac organoids

For the organoids to be useful to model diseases that affect the adult heart, the cells should represent a stage of maturation similar to their counterparts in the postnatal organ. As the cells in the organoids and cardiomyocyte aggregates at this stage are immature, we next cultured them in the presence of a PPARα agonist (GW7475), T3 hormone, dexamethasone, and palmitate (PPDT) in low glucose-containing media for an additional 2 weeks, conditions we have previously shown promote metabolic maturation of hPSC-derived cardiomyocytes (Fig. 3A)^20^. Flow cytometric analyses of the organoids following this culture period showed that proportion of total RFP^+^ cells (~50%) and cTNT^+^ MLC2v^+^ cells (85–90%) within the RFP^+^ subpopulation were similar to that of the 2 week-old organoids (Fig. 2A, Supplementary Fig. 3A). The cardiomyocyte population in the treated organoids displayed expected characteristics of maturation observed in vivo including an increase in sarcomere length within the cells (Fig. 3B, Supplementary Fig. 3B), a reduction in the proportion of Ki67^+^ cells indicating an exit from the cell cycle (Fig. 3C) and an increase in CX43 protein expression (Fig. 3D). To functionally assess changes in the oxidative capacity of these populations, we used the Seahorse XF assay to measure the oxygen consumption rate (OCR) between immature and mature organoids and VCM-aggs. Cardiomyocytes cultured in both formats responded to the maturation stimuli as demonstrated by increases in basal respiration, spare capacity and maximal capacity. However, those cultured in the organoids showed higher levels of all these parameters, indicating that the presence of epicardial cells and derivative cell types enhances the metabolic changes in these cells (Fig. 3E).

**Fig. 3:**
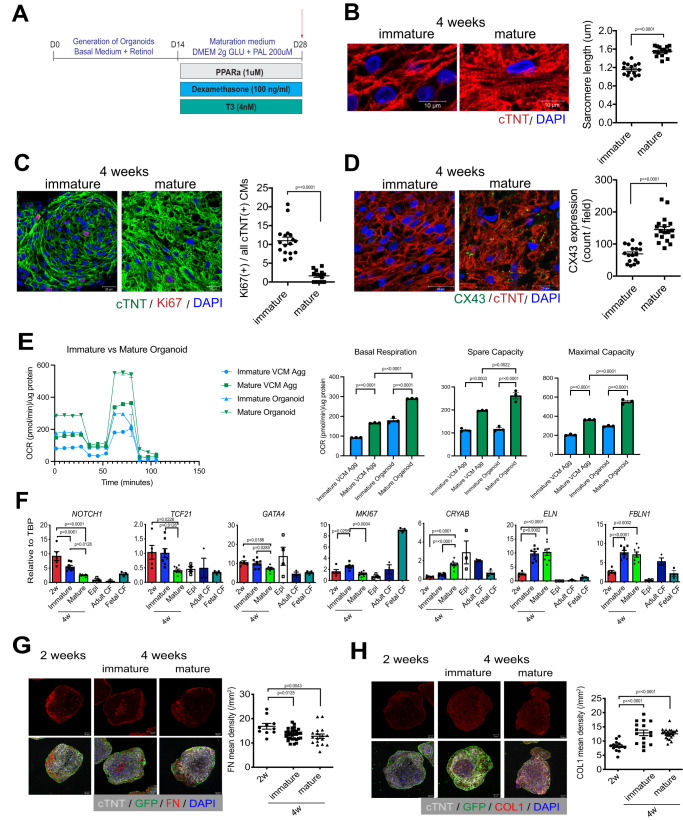
Metabolic maturation of cardiac organoids. **A** Protocol to induce metabolic maturation in the cardiac organoids. **B** Left; Representative immunostaining of cTNT in the immature and mature cardiac organoids. Scale bar; 10 μm. Right; Quantification of the sarcomere length in the indicated conditions (*N* = 15 from 3 independent biological replicates). **C** Left; Representative immunostaining of Ki67 and cTNT in the immature and mature cardiac organoids. Scale bar; 20 μm. Right; Quantification of the percentage of Ki67-positive cardiomyocytes in the organoid (*N* = 17 from 3 independent biological replicates). **D** Left; Representative immunostaining of CX43 and cTNT in the immature and mature cardiac organoids. Scale bar; 20 μm. Right; Quantification of the CX43 expression in the organoid (*N* = 18 from 3 independent biological replicates). **E** Analyses of the oxygen consumption rate (OCR) in the indicated populations using the Seahorse fatty acid oxidation (FAO) assay (N = 3 independent biological replicates each). **F** RT-qPCR expression analyses of indicated genes in the early (2 weeks) and late (4 weeks) CD90-positive cardiac fibroblast populations isolated (FACS) from immature and mature organoids (*N* = 8 biologically independent samples). Adult and fetal CFs were included as a reference (*N* = 3 biologically independent samples each). epi: day15 epicardial cells prior to the initiation of coculture (*N* = 4 biologically independent samples). **G** Left; Representative immunostaining of fibronectin (FN) in the cardiac organoids at the indicated time points. Scale bar; 20 μm. Right; Quantification of the FN density at the indicated time points (*N* = 10 for 2 W, *N* = 30 from 3 independent biological replicates). **H** Left; Representative immunostaining of collagen type 1 (COL1) in the cardiac organoids at the indicated time points. Scale bar; 20 μm. Right; Quantification of the COL1 density at the indicated time points (*N* = 22 from 3 independent biological replicates). Statistical analysis was performed by one-way ANOVA with Tukey’s multiple comparisons in (**E**)–(**H**) and by two-sided unpaired *t*-test in (**B**)–(**D**). All error bars represent SEM. VCM Agg ventricular cardiomyocyte aggregates. CF cardiac fibroblasts. Source data are provided as a Source Data file.

Analyses of the treated organoids showed molecular changes within the cardiomyocyte population indicative of maturation, including upregulation of expression of sarcomere-related (*MYOZ2, MYOM3*), Ca^2+^ handling-related (*ATP2A2, HRC, CACNA1C*), mitochondrial (*CKMT2, COX7A1, MFN2*), fatty acid oxidation-related (*MLYCD, CD36, FABP3, CPT1B)* and ion channel-related (*KCNK1, HCN2, KCND3, CACNA1C, KCNJ2, KCNH2*) genes compared to the untreated, age-matched control organoids (Supplementary Fig. 3C). The expression levels of immature sarcomere genes (*MYH6* and *TNNI1*) and a pacemaker related ion channel (*HCN4*) were significantly downregulated. However, the expression of adult sarcomere genes (*MYH7* and *TNNI3*) was not significantly different than their immature counterparts suggesting other cues may be missing from the culture to promote these changes.

Although the expression levels of genes associated with glycolysis (*GLUT1, GLUT4, PDK4*), were elevated in some experiments, the differences were not consistent and consequently not significant. Together, these findings show that the cardiomyocytes in the organoids underwent changes indicative of metabolic, electrophysiological, and structural maturation, similar to the changes reported in our previous study^20^.

To determine if the changes in culture conditions also promoted maturational changes in the epicardial-derived fibroblast populations, we isolated the CD90^+^ cells from the treated organoids and analyzed them for expression levels of genes that distinguish fetal and postnatal cardiac fibroblast populations^25,26^. This analysis revealed both time-dependent and factor-dependent maturation changes within these cells. Changes independent of the maturation cues included the upregulation of expression of *ELN* and *FBLN1*, genes that encode ECM proteins and the downregulation of *SOX4* and *HBEGF* genes associated with a fetal cardiac fibroblast identity (Fig. 3F, Supplementary Fig. 3D). These changes are consistent with the changes observed between the fetal and postnatal heart in vivo. The expression levels of other genes, such as *NOTCH1, TCF21, GATA4* and *MKI67*, were downregulated following culture in the maturation media, whereas *CRYAB* expression was upregulated (Fig. 3F). These differences are also reflective of changes in the fibroblasts in fetal and neonatal hearts. These observations show that the fibroblasts can respond to the same hormonal and metabolic cues governing cardiomyocyte maturation and undergo molecular changes associated with maturation of the population in the developing heart in vivo.

To determine if the changes in the fibroblast population were dependent on the environment of the organoid, we subjected the fibroblasts generated directly from epicardial cells to the maturation culture (Supplementary Fig. 3E). As these fibroblasts did not survive in the aggregate format, they were cultured and treated in 2D monolayers. RT-qPCR analysis following maturation culture showed that the changes in expression of *NOTCH1, TCF21, GATA4, MKI67* observed in the fibroblasts isolated from the organoid were not detected in the fibroblasts generated directly from the epi cells (Supplementary Fig. 3F). The expression of *CRYAB* was significantly upregulated as observed in the organoid fibroblasts and reflective of changes in the fibroblasts in fetal and neonatal hearts. These observations indicate that fibroblasts within the organoids more accurately mimic the in vivo maturation process than fibroblasts cultured on their own.

Maturation of the heart is associated with global changes in the ECM composition, characterized by a reduction in fibronectin and an increase in collagen proteins with the transition from fetal to postnatal life^27^. Immunohistochemistry analyses revealed similar changes in the organoids as the fibronectin content decreased between 2 and 4 weeks of culture, whereas the amount of collagen I increased during this timeframe (Fig. 3G, H). Culture in the maturation media did not impact these changes.

### Modeling cardiac injury in cardiac organoids

In our previous study, we showed that aggregates of mature cardiomyocytes (without fibroblasts) would undergo changes associated with cardiomyocyte injury following exposure to pathological stimuli including isoproterenol (ISO) and hypoxia^20^. As cardiomyocytes and cardiac fibroblasts are known to interact closely to facilitate remodeling during the progression to heart damage, we next asked if the injury response in the mature organoids more accurately reflected disease progression in vivo. In addition to hypoxia and ISO, we also included TGFβ_1_ as excess signaling through this pathway is known to play an important role in the progression of heart failure^28^ (Fig. 4A).

**Fig. 4:**
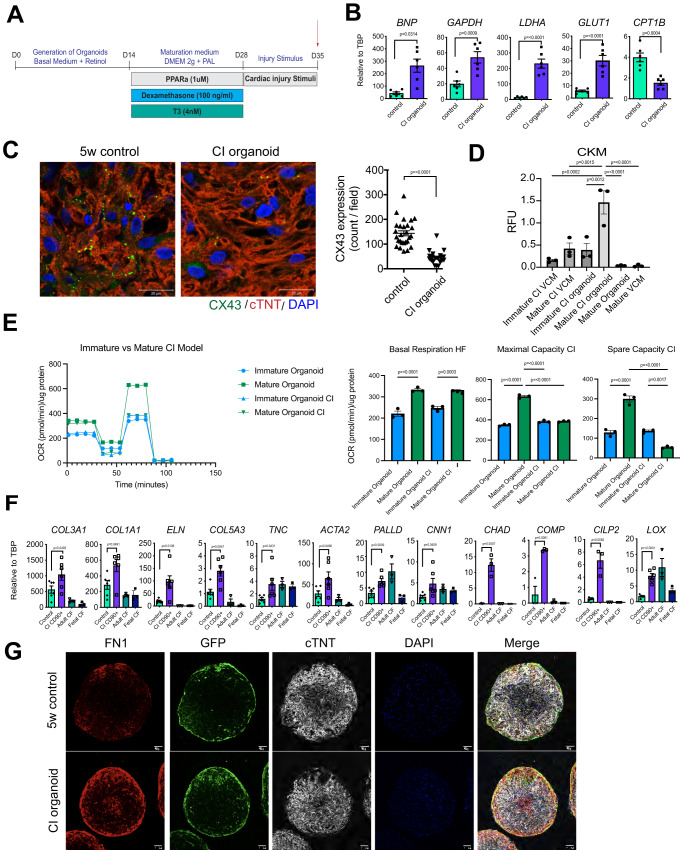
Modeling cardiac injury in cardiac organoids. **A** Protocol to induce cardiac injury in the cardiac organoids. **B** RT-qPCR expression analyses of the heart failure marker (*BNP*) and metabolic-related genes (*GAPDH, LDHA, GLUT1, CPT1B*) in the cardiomyocyte populations isolated from the control (non-treated) and CI organoids (*N* = 6 biologically independent samples). **C** Left; Representative immunostaining of CX43 in the control and CI-treated organoids. Scale bar; 20um. Right; Quantification of CX43 expression in the two organoid populations (*N* = 27 from 3 independent biological replicates). **D** Quantification of CK release from the indicated CI-treated and control populations (*N* = 3 biologically independent samples). **E** Analyses of the oxygen consumption rate (OCR) in the indicated populations using the Seahorse fatty acid oxidation (FAO) assay (*N* = 3 biologically independent samples each). **F** RT-qPCR expression analyses of extracellular matrix (*COL1A1, COL3A1, ELN, COL5A3*), cytoskeleton (*ACTA2, PALLD, CNN1*), fibrosis-related (*TNC, LOX*), and matrifibrocyte-related (*CHAD, COMP, CILP2*) genes in the FACS isolated CD90^+^ cardiac fibroblast populations from the control and CI organoids (*N* = 3 biologically independent samples for matrifibrocyte genes, *N* = 6 biologically independent samples for others). Adult and fetal CF RNA was included as a reference (*N* = 3 each). **G** Representative immunostaining of fibronectin (FN) in the control and CI organoids at 5 weeks of culture. Scale bar; 20 μm. (*N* = 5 biologically independent samples). Statistical analysis was performed by one-way ANOVA with Tukey’s multiple comparisons in (**D**), (**E**) and by two-sided unpaired *t*-test in (**B**), (**C**), (**F**). All error bars represent SEM. CF cardiac fibroblasts, CI organoid cardiac injury organoid, VCM ventricular cardiomyocytes, CKM Creatine Kinase Muscle. Source data are provided as a Source Data file.

Treatment with ISO/hypoxia/TGFβ_1_ [cardiac injury (CI) stimuli] induced an upregulation of the expression of glycolysis-related genes *GAPDH*, *LDHA*, and *GLUT1*, and a reduction in expression of *CPT1B*, a mitochondrial transporter of fatty acids within the cardiomyocyte population (Fig. 4B). These changes suggest that the cells are decreasing their capacity for fatty acid oxidation and increasing anaerobic glycolysis, recapitulating the metabolic shift observed in many types of heart disease.

The treated cardiomyocytes also showed elevated levels of *BNP*, a clinical marker of heart failure, a reduction in CX43 expression and downregulation of several calcium handling and ion channel related genes, changes commonly observed in the failing heart^29^ (Fig. 4B, C, Supplementary Fig. 4A, B). Notably, the expression level of BNP at baseline in VCM-aggs was relatively higher than that in cardiomyocytes within the organoids The elevation of BNP by the injury stimuli was not observed in the VCM-aggs (Supplementary Fig. 4C). To further validate the ‘injured’ phenotype of the treated organoids, we next measured CK release, an assay used to detect muscle injury. The outcome of these analyses showed that mature organoids exposed to the CI stimuli released significantly higher levels of CK than the non-treated mature organoids or the immature organoids. The VCM-aggs did not respond to the CI treatment (Fig. 4D). Seahorse analyses showed that the mature organoids treated with the CI stimuli had significantly reduced maximal and spare OCR capacity compared to the untreated organoids indicating that their capacity for oxidative respiration is reduced, a change observed in cardiomyocytes in the failing heart (Fig. 4E). No differences were detected in the treated and non-treated immature organoids. Collectively, these findings show that cells in the mature organoids most accurately recapitulate these key changes associated with cardiovascular disease.

Treatment with the CI stimuli also had a profound effect on the CD90^+^ fibroblasts as they showed increased expression levels of many ECM genes including *COL1A1, COL3A1*, *ELN* and *COL5A3* (Fig. 4F). Many of these genes have been found to be upregulated in the failing heart. The expression levels of genes indicative of activated fibroblasts (myofibroblasts) such as *TNC, ACTA2*, *PALLD*, and *CNN1* as well as those associated with transition to the matrifibrocyte state including *CHAD, COMP*, and *CILP2*, were also upregulated in these fibroblasts^30^. Finally, the expression level of *LOX*, the gene encoding lysyl oxidase, an enzyme inversely correlated with LV ejection fraction in patients with heart failure, was also increased in the activated fibroblasts^31^. Changes in expression of the majority of these fibrosis-related genes were not observed in CI-treated fibroblasts generated directly from the epi cells (Supplementary Fig. 4D, E). Immunohistochemical analyses confirmed the gene expression changes in the organoids and showed increased deposition of FN, COL1, and COL3 in the treated organoid compared to the untreated ones (Fig. 4G, Supplementary Fig. 4F, G). These images clearly demonstrate that the increased FN1 deposition is co-localized with the GFP^+^ population, suggesting that fibroblasts are the main source of ECM production. Taken together, these findings provide evidence that the cardiomyocyte and fibroblast populations within the organoids respond to injury stimuli and faithfully recapitulate changes associated with cardiac injury.

### Single-cell RNA sequencing analyses of the cardiac organoids

To assess the cellular heterogeneity of our organoid populations we performed single-cell RNA sequencing (scRNAseq) on control and cardiac injury (CI) organoids at 5 weeks of culture. 

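1 library of control organoids and 1 library of CI organoids were analysed, both collected at day 35 of culture. The CI stimuli (hypoxia, TGFβ1 and isoproterenol) had been given from day 28. The organoids combined ventricular cardiomyocytes made from HES2-RFP cells with epicardial cells made from HES2-GFP cells, which are human embryonic stem cell lines that carry a red or a green fluorescent protein. RFP-positive and GFP-positive cells were sorted, tagged and pooled within each condition, so the share of cardiomyocytes in a library also follows from sorting and pooling. The authors counted unique molecular identifiers (UMIs, each standing for 1 captured RNA molecule) per gene and droplet with Cell Ranger, and the counts were deposited without normalization. Droplets called as cells held 96437874 UMIs in the control library (10657 droplets) and 157630401 in the CI library (13122 droplets), which was 81.9% and 79.8% of all UMIs counted. The filters of the paper's methods (at least 200 and at most 6000 genes, and at most 40% mitochondrial UMIs) left 9056 control and 12434 CI droplets. The paper also removed doublets by the tags, a step not used here. Doublets were instead removed by Scrublet score, up to the number that 0.8% doublets per 1000 droplets gives, because Scrublet's automatic threshold marked only 0 control and 1 CI droplets. This left 8358 control and 11289 CI cells with a median of 6663 and 10664 UMIs per cell. With a limit of 20% mitochondrial UMIs, 5896 control and 9732 CI cells remained.
The cells were clustered without integration of the libraries, and clusters were named from fixed marker genes. UMIs were then summed over the cells of a type in each library and scaled to the total of that type (CPM). Log2 ratios are CI over control. With 1 library per condition there was no test across samples, and no difference has a replicate check. All intervals are 95% intervals (exact Poisson for UMI sums, exact Clopper-Pearson for shares of cells, Poisson resampling for medians of gene lists), and they cover counting error only. For shares of cells with a UMI, each cell was first thinned to 2000 UMIs, because the median depth of fibroblasts was 5829 UMIs in control and 14016 in CI, while that of cardiomyocytes was 11819.5 and 11802.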

To track the RFP labeled cardiomyocyte and GFP labeled epicardial-derived stromal populations, we used the lipid-based multiplexing strategy MULTI-seq, as previously described^32^ (Supplementary Fig. 5A). With this approach, we showed that, as expected, most stromal (cTNT-negative) cells were GFP-positive whereas the cardiomyocytes (cTNT-positive) were RFP-positive (Supplementary Fig. 5B). 

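The counts include the transgenes of both lines. In cells of the cardiomyocyte clusters, RFP was counted at 26.4 CPM (95% interval 24.9 to 28.1) in control and 39.9 CPM (95% interval 38.0 to 42.0) in CI, and eGFP at 1.99 CPM in control and 4.31 in CI. Cells of the fibroblast clusters had the opposite pattern, with eGFP at 30.5 CPM (95% interval 28.1 to 33.0) in control and 47.2 CPM (95% interval 45.5 to 48.9) in CI, and RFP at 2.64 CPM in control and 1.51 in CI. TNNT2, the gene for cTNT, was at 11237 CPM in control and 7373 in CI in cardiomyocytes, and at 724 CPM in control and 223 in CI in fibroblasts. Free RNA was measured in droplets with 100 to 1000 UMIs that were not called as cells, where eGFP was at 34.4 CPM in control and 41.2 in CI. The low eGFP level in cardiomyocytes and RFP level in fibroblasts lie below the level in these droplets, where RFP was at 12.3 CPM in control and 18.7 in CI. The transgenes were counted in few cells at equal depth. After thinning, RFP had a UMI in 4.74% of control and 6.33% of CI cardiomyocytes, against 0.447% and 0.370% of fibroblasts. Without thinning, the shares were 24.8% and 34.2% of cardiomyocytes, and 1.60% and 2.02% of fibroblasts.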

The RFP-positive population from the cardiomyocyte fraction contained some contaminating fibroblasts, which were excluded from downstream analyses. 

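Of 17 clusters, 4 scored highest for the cardiomyocyte markers (TNNT2, MYH7, MYL2, MYH6, ACTN2, MYL7, TTN and MYL3). These held 3242 control and 2897 CI cells. A further 5 clusters with 2881 control and 4353 CI cells were named from the fibroblast markers (COL1A1, COL1A2, COL3A1, POSTN, FN1, THY1, DCN, PDGFRA and TCF21). An endothelial-like cluster (PECAM1, KDR, CDH5, EGFL7, ESAM and CLDN5) held 179 control and 892 CI cells, and an endoderm-like cluster (SCT, SCGN, CHGA and TTR) held 50 control and 7 CI cells. MKI67, TOP2A, BIRC5, CENPE and CENPF defined a proliferating cardiomyocyte cluster of 263 control and 177 CI cells and a proliferating fibroblast cluster of 310 control and 140 CI cells. The remaining 4 clusters were left unnamed, because markers of a second type scored nearly as high or because their cells held few UMIs. They held 17.2% of control and 25.0% of CI cells, a share that depends on a margin between scores set after the scores were seen. In each of the cardiomyocyte and fibroblast clusters, at least 97.03% of the cells came from a single library, so these clusters do not separate cell states from libraries.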

Clustering analysis identified seven cell types and two proliferating populations (Fig. 5A, B, Supplementary Data 1). 

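ACTN1, CALD1, PDGFRB, RGS5 and TPM2 were counted by cell type. In fibroblasts, PDGFRB was at 227 CPM (95% interval 220.1 to 233) in control and 149.5 CPM (95% interval 147 to 153) in CI, against 4.26 CPM in control and 12.0 in CI in cardiomyocytes. RGS5 was at 122 CPM in control and 57.8 in CI in fibroblasts, and reached 310.3 CPM in CI endothelial cells. CALD1 was at 1684 CPM in control and 1443 in CI in fibroblasts and at 477 CPM in control and 618 in CI in cardiomyocytes. TPM2 was at 553 CPM in control and 984 in CI in fibroblasts, but also at 577 CPM in control and 562 in CI in cardiomyocytes. ACTN1 was at 150.2 CPM in control and 245 in CI in fibroblasts and at 139 CPM in control and 179 in CI in cardiomyocytes. Over both libraries, PDGFRB (461 CPM) and CALD1 (2330 CPM) were highest in an unnamed cluster of 47 control and 1676 CI cells. That cluster scored 0.876 for fibroblast markers and 0.690 for smooth muscle cell and pericyte markers, the smallest gap of any cluster with a median above 2000 UMIs. RGS5 was highest (426 CPM) in a fibroblast cluster of 846 control and 20 CI cells, where PDGFRB was at 405 CPM. TPM2 (1123 CPM) and ACTN1 (269.9 CPM) were highest in fibroblast clusters made mostly of CI cells. Each of these clusters came mostly from 1 library, so the ranks do not separate the cell type from the library. No cluster scored highest for the smooth muscle cell and pericyte markers.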

Analyses of the epicardial-derived lineages revealed that both the control and CI organoids contained clusters with expression profiles indicative of pericytes/smooth muscle cells, including elevated levels of *ACTN1, CALD1, PDGFRB, RGS5*, and *TPM2* (Supplementary Fig. 5C). The finding that the majority of the EPDC population was THY1 (CD90)-positive fibroblasts corroborated our flow cytometry results. These cells broadly expressed ECM genes, such as *COL1A1, COL3A1, FN1* and *POSTN* indicative of the fibroblast lineage (Fig. 2B, C, Supplementary Fig. 5C). 

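Of the cells outside the cardiomyocyte clusters, the fibroblast clusters with the proliferating one held 3191 of 4853 cells in control (65.8%, interval 64.4% to 67.1%) and 4493 of 8215 in CI (54.7%, 53.6% to 55.8%). Unnamed clusters held 29.5% of these cells in control and 34.4% in CI. In 2 of these clusters the fibroblast markers scored highest, and they held 71 cells in control and 2682 in CI (1.46% and 32.6% of the cells outside the cardiomyocyte clusters), so no order of the fibroblast shares is read. The median depth of these 2 clusters was 822.5 and 3114 UMIs per cell. The main fibroblast values (depth, states, proliferation and log2 ratios) leave them out, which removes mostly CI cells. Endothelial-like cells made up 3.69% in control and 10.9% in CI. THY1, which was among the markers that named the fibroblast clusters, was at 259 CPM in control and 329.6 in CI in fibroblasts. After thinning, 32.6% of control fibroblasts (interval 30.8% to 34.5%) and 43.4% of CI fibroblasts (interval 41.9% to 44.9%) had a THY1 UMI, against 1.10% and 5.38% of cardiomyocytes. With all UMIs, the shares of fibroblasts were 55.1% and 88.3%. Thinning removes UMIs, so a cell without one can still express the gene. Endothelial-like cells also held THY1, at 319 CPM in control and 315 in CI.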

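COL1A1 was counted at 6840 CPM in control and 11482 in CI fibroblasts, and COL3A1 at 6186 and 12866. At 2000 UMIs per cell, COL1A1 had a UMI in 99.7% of control and 100.0% of CI fibroblasts, and COL3A1 in 99.9% and 100.0%. FN1 and POSTN were less abundant. FN1 was at 795 CPM in control and 2267 in CI, with a UMI in 58.1% and 84.8% of thinned fibroblasts. POSTN was at 519 CPM in control and 1793 in CI, with a UMI in 49.4% and 78.9%. Without thinning, FN1 had a UMI in 77.5% and 98.8% of fibroblasts. All 4 genes were among the markers that named these clusters. COL1A1 also had a UMI in 34.1% of control and 83.7% of CI cardiomyocytes after thinning, at 191 CPM in control and 1094 in CI. The source of these UMIs was not separated. FN1 had a UMI in 5.70% and 32.5% of cardiomyocytes, and POSTN in 3.02% and 20.7%.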

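PPARG, KLF5, BMP2, CEBPA, CD24 and DGAT2 were scored together in every cluster, and 2 clusters scored highest for them. The deeper one held 316 control and 49 CI cells with a median of 13697 UMIs. There PPARG was at 60.7 CPM over both libraries, KLF5 at 432, BMP2 at 48.3, CEBPA at 22.4, CD24 at 472 and DGAT2 at 7.54. The other held 1046 control and 92 CI cells with a median of 1022 UMIs, and PPARG was at 29.1 CPM there, KLF5 at 229, BMP2 at 71.4 and CEBPA at 33.8. In the endoderm-like cluster, CD24 was at 572 CPM, KLF5 at 259 and PPARG at 28.6. In the largest control fibroblast cluster, PPARG was at 22.8 CPM. The genes that led the deeper cluster by fold over the other clusters were FABP1, TSPAN8, CLDN4, LCN15 and AGR2. Its score was 1.588 for these 6 markers and 1.289 for epithelial markers, and it was left unnamed because of this small gap. EPCAM was at 849 CPM in it, KRT8 at 2405 and CDH1 at 277. The transgene eGFP was at 83.6 CPM in this cluster and RFP at 0.754.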

We additionally identified a subpopulation (cluster 6) that expressed several adipocyte markers including *PPARG, KLF5, BMP2, CEBPA, CD24*, and *DGAT2* confirming that the epicardial derivatives in our cardiac organoids contained adipocyte-like cells in addition to fibroblasts and smooth muscle cells, recapitulating the developmental potential of the epicardium in vivo^33^ (Supplementary Fig. 5D).

**Fig. 5:**
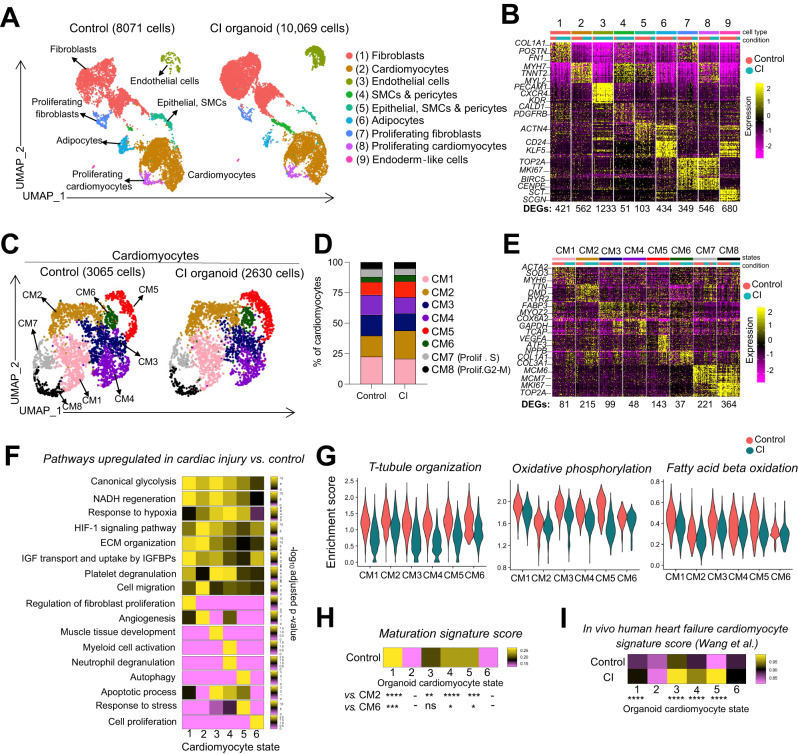
Single-cell RNA sequencing analyses of the cardiac organoids. **A** UMAP dimensionality reduction of total cells in control and CI samples. Clusters were annotated based on canonical cell type markers. **B** Heatmap depicting top 30 genes in each cluster in (**A**) (logFC threshold = 0.3, min.pct = 0.3, adjusted *p*-value < 0.05). The number of DEGs in each cluster relative to all other clusters is indicated below the heatmap. Color bars indicate cell type (top) and condition (bottom). **C** Cardiomyocytes were sub-clustered. UMAP dimensionality reduction of cardiomyocytes in control and CI populations. **D** Relative frequency of each cardiomyocyte cluster in control and CI organoid populations. **E** Heatmap depicting top 30 genes in each cardiomyocyte cluster (logFC threshold = 0.3, min.pct = 0.3, adjusted *p*-value < 0.05). The number of DEGs in each cluster relative to all other clusters is indicated below the heatmap. Color bars indicate cluster(top) and condition (bottom). **F** Pathway enrichment analysis (gProfiler, GO: Biological Processes) was performed using DEGs upregulated in cardiac injury vs. control in each cardiomyocyte cluster. Heatmap depicts the enrichment score (-log_10_ of adjusted *p*-value) scaled across clusters for each pathway individually. **G** Pathway scores were generated using genes annotated for each term in the GO: Biological Processes database. Violin plots show single cell expression of each cumulative pathway score in each cluster for control and CI populations. **H** A cardiomyocyte maturation score was generated using 8 maturation signature genes^20^. Heatmap displays the maturation signature score in each cardiomyocyte cluster in the control sample. One-way ANOVA was performed for each cluster compared to the lowest scoring cluster (CM2 and CM6). **I** An in vivo human heart failure signature was generated using the top 25 DEGs upregulated in ventricular cardiomyocytes in coronary heart failure vs. normal hearts (single cell dataset published in Wang et al.). Each cell in all clusters of control and CI organoids were scored using this signature and displayed in the heatmap. A two-sided unpaired *t*-test was performed for each pairwise comparison (cardiac injury vs. control in each cluster). For differential expression analysis (**B**, **E**, **F**, **H**), Wilcoxon Rank Sum Test (unpaired, two-sided) was performed, and *p*-values were adjusted for multiple comparisons using Bonferroni correction. SMC smooth muscle cells, CM cardiomyocyte, DEG differentially expressed genes. ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05.

We first focused on cardiomyocytes and identified eight transcriptionally distinct clusters in both control and CI organoids (Fig. 5C, D, Supplementary Data 2). These cardiomyocyte subpopulations were enriched in a variety of distinct pathways, including wound healing, apoptotic process, stress response and angiogenesis (Supplementary Fig. 5E). 

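Each cardiomyocyte was given the state whose gene list in Supplementary Data 2 it scored highest for. Genes that differed by 1.5-fold or more between the cardiomyocytes of the libraries were first removed from the lists, so that the condition did not define the state. This assignment places cells of both libraries in every state largely by construction, so it is no test of whether a state exists in both. The smallest states held 120 cells (CI) and 122 cells (control). Of 3505 control cardiomyocytes, proliferating ones included, 12.7% were in CM1, 19.1% in CM2, 18.8% in CM3, 18.6% in CM4, 3.48% in CM5 and 13.2% in CM6. Of 3074 CI cardiomyocytes the shares were 16.0%, 16.6%, 11.1%, 14.1%, 17.9% and 14.2%. The proliferating states held 9.36% and 4.71% of control and 6.41% and 3.90% of CI cardiomyocytes. CM5 differed most, by 14.4 percentage points (interval 12.9 to 15.9), and the difference in CM6 was not detectable at this depth (0.970 points, -0.713 to 2.66). With the full lists, CM3 held 34.4% of control and 4.10% of CI cardiomyocytes, and CM5 stayed higher in CI (0.542% and 15.8%). CM6 then held 2.71% and 20.3%, and CM4 changed direction, with 3.99% and 20.5%. The shares therefore depend on which genes define a state.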

Clusters 7 and 8 represent proliferating cardiomyocytes marked by the expression of *MKI67* and *TOP2A* (Fig. 5E).

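The proliferating cardiomyocyte cluster had MKI67 at 576 CPM in control and 482 in CI, and TOP2A at 814 CPM in control and 724 in CI. In the other cardiomyocyte clusters, MKI67 was at 7.04 CPM in control and 6.75 in CI, and TOP2A at 15.1 CPM in control and 15.9 in CI. Both genes were among the markers that named the cluster. TNNT2 was at 5927 CPM in its control cells and 4647 CPM in its CI cells.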

To identify transcriptional changes and pathways involved in the cardiac injury response, we selected differentially expressed genes in each cluster between control and CI organoids and performed pathway enrichment analysis. This analysis uncovered changes common to all clusters as well as those unique to specific subsets of cells. Changes found in all clusters included an upregulation of genes related to glycolysis, NADH regeneration and response to hypoxia and a downregulation of genes associated with t-tubule organization, oxidative phosphorylation, and fatty acid beta-oxidation (Fig. 5F, G). 

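The gene lists for these processes were written by hand, and a list's value is the median over its genes of the log2 ratio in all cardiomyocytes. The 17 glycolysis genes had a median of 1.17 (interval 1.12 to 1.19), and 14 of them were higher in CI. HK2 rose most (3.91), and PGAM2 was lower (-1.19). All 25 hypoxia response genes were higher in CI, with a median of 2.15 (interval 2.05 to 2.29) and a range from 0.39 for MXI1 to 4.49 for CA9. The median of 18 genes of T-tubule organization was -0.20 (interval -0.23 to -0.14). Of these, 11 were lower in CI and 7 higher (CACNA1C, at 0.07, fell below 0 under TMM or DESeq2 factors), from -1.21 for ATP2A2 to 0.68 for CSRP3. Of 78 oxidative phosphorylation genes, 68 were lower in CI, and more under these factors, and their median was -0.30 (interval -0.31 to -0.27). The 25 fatty acid beta-oxidation genes were all lower, FABP3 by little (-0.01), with a median of -0.30 (interval -0.41 to -0.29), and CPT1B fell by 2.32 on the log2 scale. For comparison, the median of all 9409 genes with at least 500 UMIs was 0.12. Among 10000 random lists matched on mean expression, the median lay at percentile 100 for glycolysis and hypoxia, at 0.22 for T-tubule organization and at 0 for the other lists, which describes these libraries only. All 5 lists kept their direction in each of the 8 states. The state medians were 0.72 to 1.45 for glycolysis, 1.07 to 2.72 for hypoxia, -0.42 to -0.10 for T-tubule organization, -0.50 to -0.10 for oxidative phosphorylation and -0.60 to -0.26 for fatty acid beta-oxidation. Scaling by edgeR's TMM factors lowers every cardiomyocyte gene by a log2 shift of -0.17. The T-tubule median was -0.365 with these factors and -0.05 when an estimate of free RNA was subtracted. NADH regeneration was not analysed here.

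**Figure D1:**
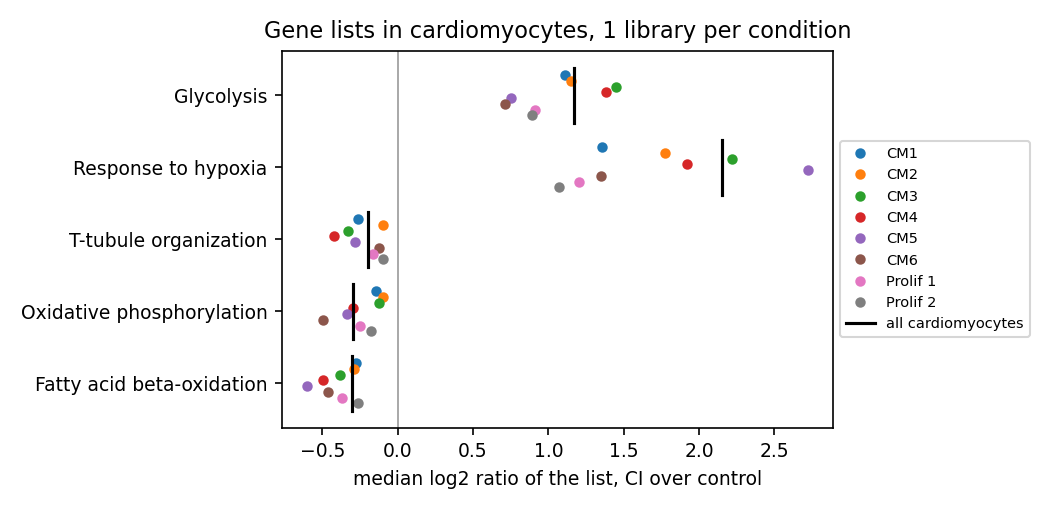
Median log2 ratio (CI over control) of 5 gene lists in each of the 8 cardiomyocyte states (dots). The black line for each list is the median over all cardiomyocytes. The glycolysis and hypoxia values are above 0 in all states, and those of the other lists are below 0.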

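NPPA was counted at 1321 CPM in control and 1735 in CI cardiomyocytes, a log2 ratio of 0.39 (95% interval 0.38 to 0.41). The ratio was above 0 in all 8 states, from 0.06 in CM6 to 1.31 in CM5. It depended on the scaling, with 0.22 under TMM factors, whose shift is larger than the ratio in CM6, and 0.67 for the mean of per-cell CPM. NPPB was at 1739 CPM in control and 7405 in CI, a log2 ratio of 2.09 (95% interval 2.08 to 2.10). In the states it lay between 1.23 in the second proliferating state and 3.14 in CM5.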

Significant increases in the levels of *NPPA* and *NPPB* expression were also detected in the CI-treated organoids compared to untreated controls (Supplementary Fig. 5F). These findings indicate that the cardiomyocytes in all the clusters recapitulate changes commonly observed in heart failure in vivo including the reactivation of a fetal gene signature. Changes specific to a select subset of clusters included the upregulation of expression of genes involved in angiogenesis in cluster 2, inflammation in cluster 4, autophagy in cluster 5, and apoptotic processes in clusters 3, 4 and 5 (Fig. 5F).

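Of these processes, angiogenesis was examined with a list of 19 genes counted in cardiomyocytes, and the others were not analysed here. Its median log2 ratio in all cardiomyocytes was 0.78 (interval 0.71 to 0.86), and 15 of the genes were higher in CI. The median was above 0 in all 8 states. It was 0.36 in CM1, 0.50 in CM2, 1.08 in CM3, 0.88 in CM4, 1.23 in CM5 and 0.45 in CM6. TNC had the highest ratio (4.35), and VEGFC (-0.41) was one of 4 genes that were lower. TNC and FN1 are also counted in fibroblasts. An estimate of free RNA from the markers of other cell types was 7.03% of UMIs in control and 12.5% in CI cardiomyocytes.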

To determine if these responses correlated with the maturation state of the cells within a particular cluster, we developed a metabolic maturation score using the maturation signature identified in our previous study^20^ and applied it to the different clusters in the organoid population. This analysis showed there was a correlation with maturation as the cells in clusters 1, 3, 4, and 5 with the above expression patterns contained the most metabolically mature cardiomyocytes (Fig. 5H). 

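The paper's 8 signature genes are not named in its text, so CKMT2, COX7A1, MFN2, MLYCD, CD36, FABP3 and CPT1B, genes that the paper measured for maturation elsewhere, were used. The control cardiomyocytes of CM1 (536 cells), CM3 (1208), CM4 (140) and CM5 (18) were set against those of CM2 (972) and CM6 (95), with states from the full lists. The median log2 ratio over the 7 genes was 0.27 (interval 0.13 to 0.44), and 5 genes were higher in the first set. FABP3 (2.03) and COX7A1 (1.89) had the highest ratios, and MFN2 (-0.35) and MLYCD (-0.58) were lower. Summed over the 7 genes, expression was 3003 CPM in CM3, 2506 in CM1, 2299 in CM4, 1606 in CM5, 1081 in CM6 and 1001 in CM2. The proliferating states, which are in neither set, were at 2024 CPM, above CM5, and at 1508 CPM, above CM6 and CM2. Abundant genes such as FABP3 weigh most in this sum. The median over the genes of the log2 ratio to all control cardiomyocytes gave another order, with 0.32 in CM3, -0.05 in CM5, -0.08 in CM1, -0.10 in CM2, -0.20 in CM6 and -0.22 in CM4. This median was lowest in the proliferating states (-0.235 and -0.707). The states also differed in depth, with a median of 15884.5 UMIs per cell in CM3 and 15399 in CM1, against 3816.5 in CM2 and 2355 in CM6. With cells thinned to equal depth, the median ratio was 0.43 (interval 0.07 to 0.70). The same comparison in the CI library gave 0.16, with an interval (-0.06 to 0.55) that includes 0.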

Integrated analyses between the profiles of the control and CI-treated organoid and the single-cell RNA seq data on cardiomyocytes from healthy and coronary heart failure patients reported by Wang et al. showed overlap on the UMAP embedding suggesting transcriptional similarities are present (Supplementary Fig. 5G)^33^.

To further compare the molecular changes observed in the CI organoids to those found in cardiomyocytes isolated from failing hearts, we generated an in vivo human heart failure signature based on the data set from the study of Wang et al. ^34^ and scored cardiomyocytes in each of 6 clusters in the organoids. As shown in Fig. 5I, the clusters containing the most mature cells (cluster 1, 3, 4, and 5) in the CI-treated organoids showed the highest degree of transcriptional similarity to the heart failure cardiomyocytes. Additionally, the clusters in the CI organoids were more comparable to the primary heart failure cardiomyocytes than those in the control non-treated organoids. These data suggest that responses of the cardiomyocytes to the pathological stimuli in the organoids recapitulate, to some degree, changes associated with the failing adult heart. Collectively, these findings show that it is possible to model key molecular changes associated with heart failure in cardiac organoids in vitro and that these changes are most accurately recapitulated in metabolically mature cardiomyocytes.

### Characterization of cardiac fibroblast heterogeneity in cardiac organoids

To establish the organ identity of the fibroblasts generated in our cardiac organoids, we compared the expression profiles of those from the control organoids to the expression profiles of fibroblasts from different human fetal tissues. For these analyses, we used a tissue-specific fibroblast signature score that we developed by using the top 100 DEGs amongst the fibroblasts from each tissue, based on data from the human fetal cell atlas^35^ and compared it to the organoid fibroblasts. Organoid fibroblasts were most similar to those in the heart, indicating that they display transcriptional features of cardiac fibroblasts (Supplementary Fig. 6A).

To characterize the transcriptional heterogeneity present within the fibroblast population, we subclustered COL1A1-positive and GFP-positive cells from the control and CI organoids (Fig. 6A, Supplementary Data 3). We identified 12 transcriptional fibroblast states and one proliferating subpopulation (MKI67-positive) in both populations. 

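Fibroblasts were assigned to states by the same procedure with the lists of Supplementary Data 3, so cells of both libraries in each of the 13 states are again no test. The smallest were FB4 in control (71 cells) and FB8 in CI (124 cells). The proliferating fibroblast cluster had MKI67 at 413 CPM in control and 430.4 in CI and TOP2A at 1192 CPM in control and 956 in CI, against MKI67 at 9.33 CPM in control and 2.69 in CI in the other fibroblasts. Of fibroblasts thinned to one depth, 289 of 2749 in control (10.5%, interval 9.39% to 11.7%) and 111 of 4455 in CI (2.49%, 2.05% to 2.99%) had at least 2 UMIs of MKI67, TOP2A, BIRC5, CENPE and CENPF together. The difference was -8.02 percentage points (interval -9.31 to -6.79). With at least 1 UMI of MKI67 it was -4.53 points. In cardiomyocytes outside the proliferating cluster, the share was 1.34% in control and 1.52% in CI. Without thinning, 17.8% of control and 9.90% of CI fibroblasts reached 2 UMIs.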

The CI organoids showed an increase in frequency of clusters 1, 2, 3, 4, and 5 and a reduction in frequency of clusters 6, 12, and 13 (Fig. 6B, C). 

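States 1 to 5 together held 878 of 3191 control fibroblasts (27.5%, interval 26.0% to 29.1%) and 2472 of 4493 CI fibroblasts (55.0%, 53.6% to 56.5%). The difference was 27.5 percentage points (interval 25.3 to 29.6). FB1 held 8.81% of control and 14.7% of CI fibroblasts, FB3 2.91% and 11.0%, FB4 2.23% and 11.6% and FB5 4.89% and 13.0%. FB2 was the exception among them, with 8.68% and 4.79%, a difference of -3.90 points (interval -5.09 to -2.73). States 6, 12 and 13 together held 26.4% of control and 16.1% of CI fibroblasts, a difference of -10.3 points (interval -12.2 to -8.46). FB6 held 10.8% and 6.74% and FB13 9.06% and 2.89%. The share of FB12 was 6.55% and 6.41%, with an interval of the difference that included 0 (-0.14 points, interval -1.29 to 0.99). Only 6 of the 27 listed genes of FB12 were left after the removal. Since the removal can also take out genes of a state whose share differs, no conclusion on FB12 is drawn. The definition of the states moved these values most. With the full lists, which include genes that differ between the libraries, the differences were 55.5 points for states 1 to 5 and -29.4 points for states 6, 12 and 13. With scores centred within each library, they were 8.55 and -3.00 points. Of the other states, FB8 (13.4% and 2.76%) and FB11 (12.7% and 5.12%) had lower shares in CI, and FB9 had a higher one, by 2.05 points (interval 0.942 to 3.15). With the full lists, FB9 was lower in CI (6.89% in control and 6.28% in CI), while FB8 and FB11 kept their direction.

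**Figure D2:**
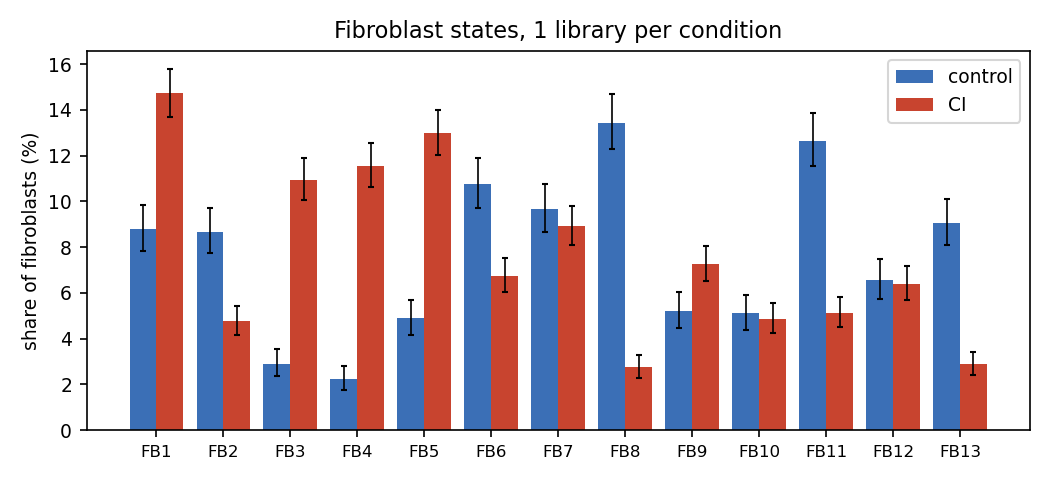
Share of fibroblasts (percent, vertical axis) in each of the 13 states, in the control library (blue bars) and the CI library (red bars). Error bars are exact 95% intervals, which cover counting error only. FB1, FB3, FB4, FB5 and FB9 are higher in CI and FB2, FB6, FB8, FB11 and FB13 lower, while the intervals of FB7, FB10 and FB12 overlap.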

Pathway enrichment analysis of the clusters in both control and CI populations showed heterogeneous development of fibroblasts with a wide range of biological processes common to both including heart contraction, regulation of apoptotic processes, angiogenesis, and heart development (Supplementary Fig. 6B). To compare the expression patterns of the fibroblasts in the control and CI organoids to those of fibroblasts isolated from normal and failing adult human hearts, we integrated the hPSC-derived subpopulations with their in vivo counterparts. These analyses showed transcriptional similarity between fibroblasts within the organoids and those found in the adult human heart (Supplementary Fig. 6C).

**Fig. 6:**
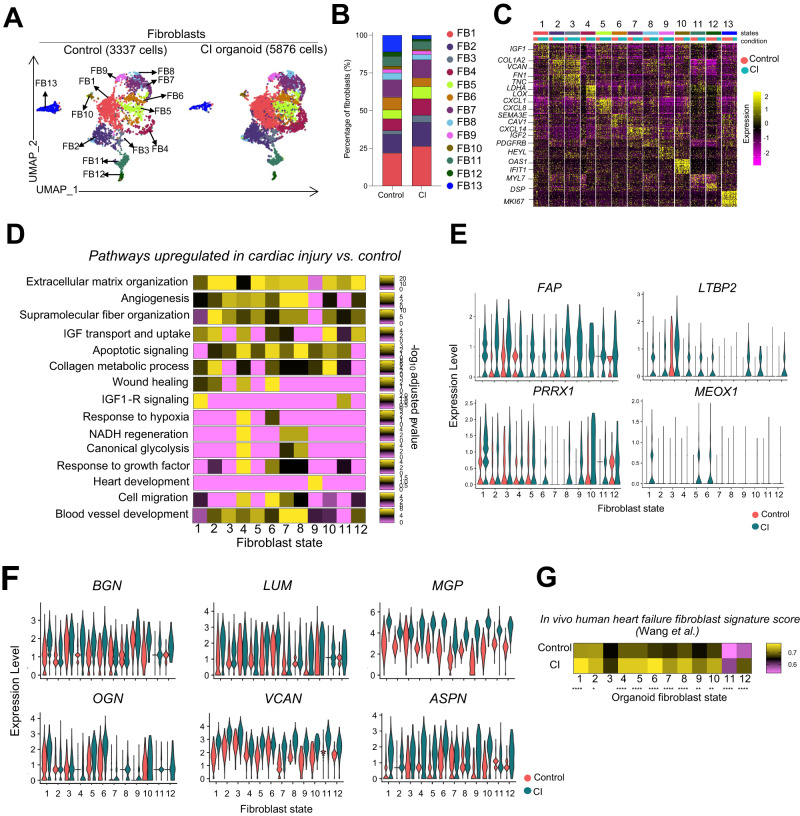
Molecular characterization of fibroblasts in the cardiac organoids. **A** UMAP dimensionality reduction of fibroblasts in control and  CI samples. **B** Relative frequency of each fibroblast cluster in control and CI samples. **C** Heatmap depicting the top 30 genes in each fibroblast cluster (logFC threshold = 0.3, min.pct = 0.3, adjusted *p*-value < 0.05). Color bars indicate cluster (top) and condition (bottom). Differential expression was performed using the Wilcoxon Rank Sum Test (unpaired, two-sided), and *p*-values were adjusted for multiple comparisons using Bonferroni correction. **D** Pathway enrichment analysis (gProfiler, GO: Biological Processes) was performed using DEGs upregulated in CI vs. control in each fibroblast cluster. Heatmap depicting the enrichment score (−log_10_ of adjusted *p*-value) scaled across clusters for each pathway individually. **E** Violin plots showing expression of fibrosis-related genes (*FAP, LTBP2, PRRX1, MEOX1*) in each fibroblast cluster in the control and CI samples. **F** Violin plots showing expression of proteoglycan-related genes (*BGN, LUM, MGP, PGN, VCAN, ASPN)* in each fibroblast cluster in the control and CI samples. **G** An in vivo human heart failure signature was generated using the top 25 DEGs upregulated in cardiac fibroblasts in coronary heart failure vs. normal hearts (single cell dataset published in Wang et al.). Each cell in all fibroblast clusters of control and CI organoids was scored using this signature and displayed in the heatmap. A two-sided unpaired *t*-test was performed for each pairwise comparison (cardiac injury *vs*. control in each cluster). ****p<0.0001, ***p<0.001, **p<0.01, *p<0.05.

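Collagen genes and genes of angiogenesis were compared between the libraries in each fibroblast state. The median log2 ratio of 18 collagen genes in all fibroblasts was 0.72 (interval 0.67 to 0.75). It lay between 0.22 and 0.91 in the states and was above 0 in 13 of 13. COL8A1 had the highest ratio (3.68), while COL6A1 (-0.48) and COL12A1 (-0.29) were lower in CI. TMM factors raise every fibroblast gene by 0.31, which brings COL12A1 above 0. The 19 angiogenesis genes had a smaller median of 0.26 (interval 0.21 to 0.29). They went both ways, with 11 higher and 8 lower (fewer under TMM factors), from -2.19 for ADM to 2.93 for TNC. Their median was above 0 in 12 of 13 states and -0.02 in FB2, less than the shift from TMM factors. The medians in FB3 (0.03) and FB6 (0.07) were smaller than the shift of -0.09 from leaving mitochondrial genes out of the total. For both lists the median was above that of nearly all random lists matched on mean expression (percentile 100 and 99.5).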

Pathway analyses of differentially expressed genes between the fibroblast clusters in the control and CI organoids revealed an upregulation of genes involved in ECM organization, collagen metabolic processing, supramolecular fiber organization, angiogenesis, and blood vessel development in most of the clusters in the CI population. 

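For the response to hypoxia, 25 genes were counted in fibroblasts, of which 21 were higher in CI. CA9 had the highest ratio (log2 4.26). The median log2 ratio was 0.76 (interval 0.60 to 0.80) in all fibroblasts, and above 0 in each of the 13 states. It was highest in FB4 (1.56), followed by FB7 (0.67) and FB6 (0.66), and lowest in FB1 (0.07), a value also smaller than the shift from leaving mitochondrial genes out. Wound healing, IGF1-R signaling and cell migration were not analysed here.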

Some genes including those associated with wound healing, IGF1-R signaling, response to hypoxia, and cell migration were upregulated in specific clusters, suggesting both common and heterogenous responses to the cardiac injury stimuli in the cardiac fibroblast populations (Fig. 6D). 

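Expression in fibroblasts was compared for 10 genes linked to fibrosis. All were higher in CI, with a median log2 ratio of 1.79 (interval 1.69 to 1.88), above that of every random list matched on mean expression. The paper reports these genes as higher in CI from the same libraries, so this rank is not independent evidence. FAP rose from 26.4 to 160.4 CPM (log2 ratio 2.61, interval 2.48 to 2.74), LTBP2 from 16.4 to 60.6 CPM (1.89) and MEOX1 from 5.58 to 26.7 CPM (2.26). PRRX1 rose from 78.1 to 149 CPM (0.94). It was higher in 11 of 13 states, the exceptions being FB5 (-0.03) and FB7 (-0.12). COL1A1 had a log2 ratio of 0.75 and COL3A1 of 1.06. ACTA2 rose from 868 to 2347 CPM (1.44) and CNN1 from 41.7 to 134 CPM (1.68). CILP2 rose from 10.0 to 81.3 CPM (3.02) and COMP, with 73 UMIs in control, from 3.70 to 58.6 CPM (3.99, interval 3.65 to 4.34). Apart from PRRX1, each gene was higher in every state with at least 50 UMIs of it. The median of all 9764 fibroblast genes with at least 500 UMIs was -0.16, and scaling by DESeq2's size factors raises every fibroblast gene by 0.35, more than the differences of PRRX1 in FB5 and FB7. The list's median moved most when fibroblasts were thinned to one depth, to 2.45.

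**Figure D3:**
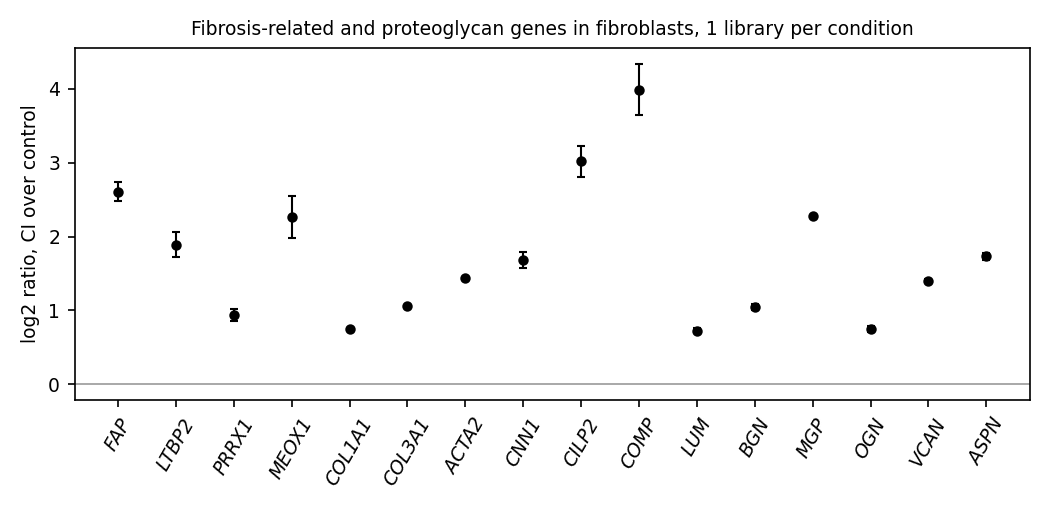
Log2 ratio (CI over control) in all fibroblasts of 10 genes linked to fibrosis and 6 proteoglycan genes. Bars are 95% intervals that cover counting error only. All 16 genes lie above 0, and COMP and CILP2 have the highest ratios.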

Analyses of genes known to regulate fibrotic responses such as *FAP, LTBP2, PRXX1* and *MEOX1*^10,36^, those indicative of fibroblast activation, *COL1A1, COL3A1, ACTA2*, and *CNN1*, and those associated with the matrifibrocyte state including *CILP2* and *COMP* were all expressed at higher levels in the fibroblasts from the CI organoids than in those from the controls indicating that the stimuli used triggered a fibrotic response (Fig. 6E, Supplementary Fig. 6D). Additionally, we observed elevated levels of expression of various chondroitin sulfate proteoglycans such as *LUM, BGN, MGP, OGN, VCAN* and *ASPN* in the fibroblasts in the CI organoids (Fig. 6F). These changes are in line with findings from a recent study that showed increased levels of these proteoglycans in fibroblasts of the adult human failing heart^37^.

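In all fibroblasts, MGP rose from 3090 to 14979 CPM between the libraries, a log2 ratio of 2.28 (95% interval 2.27 to 2.29). ASPN rose from 171 to 567 CPM (1.73), VCAN from 638 to 1683 CPM (1.40), BGN from 330.3 to 682 CPM (1.05), LUM from 422 to 697 CPM (0.72) and OGN from 274 to 460.0 CPM (0.75). The median over the 6 genes was 1.22 (interval 1.20 to 1.25), at percentile 99.97 of the random lists. The paper also reports these genes as higher in CI from the same libraries, so the percentile is not independent evidence. In single states, 5 of the genes were higher in CI in 13 of 13, and OGN in 12, with FB7 (-0.22) as the exception. TMM factors raise every fibroblast gene by 0.31, more than this difference. The ratio of LUM in FB4 (0.08) was smaller than the shift of -0.09 from leaving mitochondrial genes out of the total. From the higher expression of genes that regulate fibrosis, of activation genes and of matrifibrocyte genes in CI fibroblasts, the paper concludes that the stimuli triggered a fibrotic response.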

We next compared the molecular profiles of both the control and CI organoids to the top DEGs in the fibroblast cluster from patients with ischemic heart failure to determine if molecular changes in the organoid fibroblasts reflected changes associated with heart disease^34^. As shown in Fig. 6G, the profiles from the ischemic heart fibroblasts aligned more closely to the fibroblasts from the CI organoids than to those from the control organoids. Together, these findings demonstrate that the organoid model can recapitulate molecular changes in the fibroblast population associated with ischemic heart disease.

### Identification of a CD9^+^ reparative like fibroblast in the injured heart

To determine if the CI organoids contain the human equivalent of reparative fibroblasts, we generated a molecular score for the CTHRC^+^ reparative fibroblasts (RCF score) using the dataset reported by Ruiz-Villalba et al. ^15^ and applied it to the clusters from the organoids. As shown in Fig. 7A, clusters 1-6 and cluster 10 showed higher RCF scores than the other clusters, suggesting that they may contain reparative fibroblasts. To further investigate this, we next compared the reparative clusters (1–6, 10) and non-reparative clusters (7–9, 11, 12) to a transcriptional profile of WNTx^+^ reparative fibroblasts characterized by Farbehi et al. ^14^. This comparison showed that the putative reparative clusters of fibroblasts from the organoids expressed significantly higher levels of these genes than the non-reparative (canonical) fibroblasts, further supporting the interpretation that the CI organoids contain a subpopulation of reparative fibroblasts (Supplementary Fig. 7A). GO pathway analysis revealed elevated expression levels of genes associated with angiogenesis, blood vessel development, collagen organization and fibroblast proliferation in the reparative populations compared to the canonical fibroblast populations, indicating that these cells display molecular characteristics of the reparative fibroblasts identified in mouse models of heart failure (Fig. 7B).

**Fig. 7:**
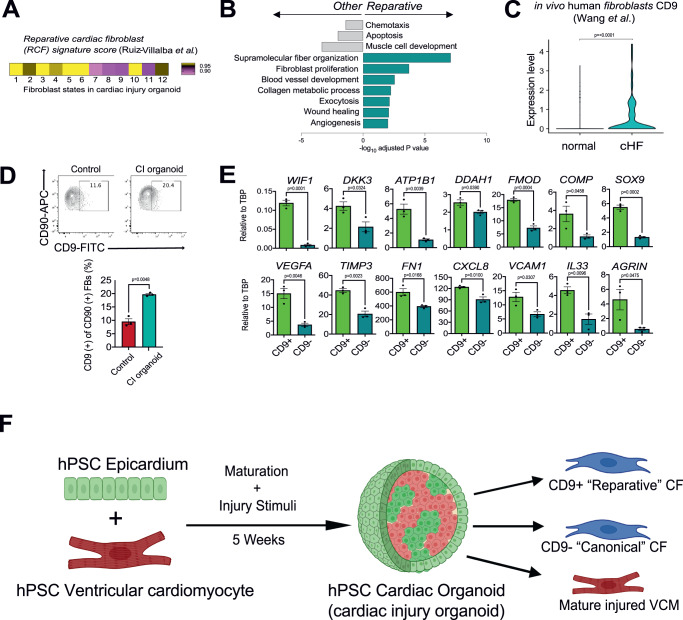
Identification of a CD9^+^ reparative like fibroblast population. **A** A reparative cardiac fibroblast signature was generated using the top 25 DEGs of a reparative cardiac fibroblast cluster (as defined by Ruiz-Villalba et al.) vs. other fibroblasts in Ruiz-Villalba et al. Each cardiac fibroblast cluster from the CI population was scored with this signature and displayed in the heatmap. **B** Fibroblast clusters were assigned as “reparative” or “other” based on their relative enrichment of the reparative signature in (**A**). DEGs were computed between these two groups in the CI organoids and pathway enrichment analysis was performed (gProfiler, GO: Biological Processes). The enrichment score (−log_10_ of adjusted *p*-value) of the top pathways in each group are displayed. **C** Violin plots showing expression of *CD9* in human cardiac fibroblasts in healthy hearts and ischemic failing hearts (coronary HF (cHF)) (single cell dataset published in Wang et al.). **D** Upper; Representative flow cytometry analyses of CD9 expression in the CD90^+^ cardiac fibroblast population in the control and CI organoids. Lower; Quantification of the proportion of CD9^+^ cells in the CD90^+^ cardiac fibroblast population in the control and CI organoids (*N* = 3 biologically independent samples). RT-qPCR expression analyses of indicated genes in the CD9^+^ and CD9^-^ cardiac fibroblast populations isolated (FACS) from the CI organoids (*N* = 3 biologically independent samples). **F** Schematic summary of cardiac organoid modeling detailing the heterogeneity of canonical and reparative like fibroblasts observed in the cardiac injury conditions. CF cardiac fibroblast, VCM ventricular cardiomyocyte, CI organoid cardiac injury organoid. Statistical analysis was performed by two-sided unpaired *t*-test in (**C**)–(**E**). All error bars represent SEM. Source data are provided as a Source Data file. Created with BioRender.com.

We next reanalyzed the published mouse data sets for cell surface markers expressed by the reparative fibroblasts. From this analysis, we found that *Cd9* is expressed in both the *Wif1*^*+*^ and *Cthrc1*^+^ reparative cells (Supplementary Fig. 7B, C). To determine if CD9 is also expressed in fibroblasts in human ischemic failing hearts we analyzed the fibroblasts from the Wang et al. report^34^ and found a significant upregulation of CD9 in human ischemic cardiomyopathy fibroblasts compared to those from normal hearts (Fig. 7C).

Flow cytometric analyses showed that both the control and CI organoids contained a subpopulation of CD90^+^ cells that expressed low levels of CD9. The frequency of CD9^+^ cells in the CI fibroblast population was approximately double that found in the controls (Fig. 7D). RT-PCR analyses of FACS isolated CD9 populations from the CI organoids showed that the expression levels of genes associated with the subpopulation of reparative fibroblasts in the mouse including *WIF1, DKK3*, *ATP1B1*, *DDAH1, FMOD, SOX9* and *COMP* were significantly higher in the CD9^+^ than in the CD9^-^ cells (Fig. 7E). As expected, the levels of *CD9* were higher in the positive fraction confirming separation based on CD9 expression (Supplementary Fig. 7D). The CD9^+^ cells also expressed higher levels of genes associated with angiogenesis including *VEGFA, TIMP3, CXCL8*, *FN1* and *VCAM1*, suggesting a role in supporting vascular development. Differences were also detected in the levels of *IL33*, a cytokine that displays cardioprotective effects on cardiomyocytes and *AGRIN*, an extracellular matrix protein that promotes cardiomyocyte proliferation^9,38,39^ (Fig. 7E). Other fibroblast related genes including *WT1, TCF21*, *TBX18* and *COL1A1* were expressed at comparable levels in the CD9^+^ and CD9^-^ subpopulations (Supplementary Fig. 7D). Together, these expression patterns support the interpretation that the CD9^+^ fraction of the CD90^+^ population in our organoids represents the human equivalent of the reparative fibroblasts described in the mouse and suggest that these cells may have roles in matrix production, angiogenesis, and repair of cardiac tissue (Fig. 7F).

## Discussion

Cardiac fibroblasts play a central role in heart development, in the maintenance of normal heart function throughout adult life and in the progression of different forms of heart disease. Despite their importance in these processes, our understanding of human cardiac fibroblasts, including their interactions with cardiomyocytes, the heterogeneity of the population, the regulation of scar formation and the onset and progression of fibrosis in disease states is limited, largely due to the inaccessibility of human heart tissue. In this study, we have established a simple organoid system with hPSC-derived cells to model key aspects of fibroblast development and maturation and their interactions with cardiomyocytes. With this approach, we were able to document the following characteristics of hPSC-derived fibroblasts that recapitulate known fibroblast behavior and function in the human heart and in the hearts of model organisms. First, we show that the interaction of epicardial cells and cardiomyocytes leads to the specification of fibroblasts that migrate into and seed the organoid tissue where they mature with time in culture or in response to maturation factors. Second, we demonstrate that the fibroblasts within the organoids can respond to pathological stimuli and undergo changes that reflect changes observed in fibroblasts in the failing heart. Third, our single-cell RNA-seq analyses revealed an unappreciated degree of heterogeneity within the fibroblast population and identified a subpopulation that displays molecular profiles of reparative fibroblasts described in the mouse. Together, these findings highlight the power of the hPSC organoid system to accurately model key aspects of heart development and give rise to cell populations that represent those found in both the fetal and adult organ.

Cardiac fibroblasts are generated from epicardial cells through an EMT process initiated by their interaction with the adjacent cardiomyocytes^5^. Here, we modeled this interaction to generate hPSC-derived cardiac fibroblasts, reasoning that this approach would yield a population that most closely represents the fibroblasts found in the human fetal and adult hearts. A key to the success of this strategy was the generation of an epicardial population that was properly patterned and generated from an appropriate mesoderm population. Previous studies on hPSC-derived epicardial cells have used the expression of WT1 as a defining marker of the lineage^40,41^. However, this transcription factor is expressed in different mesothelial populations that derive from different mesoderm subtypes^42^. We monitored Raldh2 (*ALDH1A2)* expression as an additional marker of the epicardial lineage as it is expressed in the fetal epicardium of the mouse, zebrafish and human^43^ and the function of this enzyme is essential for the ROH-induced proliferation of the cardiomyocytes. Our demonstration that the addition of ROH at the mesoderm stage of development enhances the generation of RALDH2^+^ epicardial cells is in line with observations in the mouse and chick that the epicardial progenitors are exposed to retinoid signaling in vivo^44^. The finding that RALDH2^+^ epicardial cells are preferentially generated from mesoderm that gives rise to atrial cardiomyocytes provides a rationale for optimizing early induction stages for generating cells of this lineage. With access to this optimized population, we were able to recapitulate many aspects of epicardial development and function in the organoid model including the segregation of the cells to the periphery of the tissue, the promotion of proliferation of the adjacent cardiomyocytes and the capacity to undergo TGFβ mediated EMT to generate the spectrum of EPDCs found in the adult heart including fibroblasts, smooth muscle cells and adipocytes. Several recent studies have investigated hPSC-derived epicardial cell-cardiomyocyte interactions in vitro either in monolayer or 3D organoid culture formats^45,46^. Consistent with our observations, the findings from these studies showed that the epicardial cells can promote proliferation of the cardiomyocytes and can undergo EMT to generate derivative mesenchymal cells. However, these studies did not use well characterized populations, nor did they investigate in detail, the derivative lineages generated in the cultures.

The immature status of hPSC-derived cardiomyocytes has been recognized as a major hurdle in their use to model different forms of heart disease and to develop new cell-based therapies to treat them^47^. To address this issue, different strategies including electro-mechanical stimulation and factor-induced metabolic transitions have been developed to promote the maturation changes known to occur in the cardiomyocyte populations in vivo^20,48^. In addition to the cardiomyocytes, there is evidence that the cardiac fibroblasts also undergo maturational changes, including changes in composition of the ECM produced and changes in the expression of genes encoding different transcription factors and signaling molecules^26^. Our findings show that the fibroblasts in the organoids do mature and recapitulate these changes. Notably, some of the changes including the expression levels of specific transcription factors *(TCF21, GATA4* and *MKI67)* and *NOTCH* appear to be induced by the maturation factors that we previously showed promote maturation of cardiomyocytes^20^. These changes occurred in parallel with the expected changes in the cardiomyocyte population, demonstrating that the fibroblasts respond to the same cues that regulate metabolic maturation of cardiomyocytes. The expression levels of other genes, in particular those that encode matrix proteins did not change in response to these factors, but rather changed with time in culture. The pathways regulating these changes are currently not known. Access to organoids that contain matured cardiomyocytes and fibroblasts enables one to model disease processes that approximate those of the adult heart. Indeed, we were able to demonstrate that treatment of the organoids with pathological stimuli induced changes in both the cardiomyocyte and fibroblast lineages associated with cardiac injury in vivo. Some of these parameters, including the release of CKM and the reduction in oxidative capacity were only observed in the mature organoids, highlighting the importance of using the appropriate cell types and culture format to model disease. Our single cell analyses revealed a high degree of heterogeneity within the fibroblast and cardiomyocyte populations in both the control and CI organoids, recapitulating the heterogeneity of these populations documented in human hearts and in hearts of model organisms^14,15,49^. Our comprehensive analyses of each of the lineages provides important insights into the composition of the populations and their response to pathological stimuli. Notable amongst these was the observation that the organoid-generated cardiomyocytes and fibroblasts showed similar molecular profiles to corresponding cells from the adult heart, suggesting that the strategy of generating cells by recapitulating early developmental events combined with appropriate maturation conditions yields populations appropriate for disease modeling. This notion is supported by the observation that the most mature cardiomyocytes from the CI but not from the control organoids showed striking transcriptional similarities to cardiomyocytes from a failing heart. Additional evidence that this model captures relevant disease-associated changes is the finding that subclusters of fibroblasts from the CI organoids align molecularly with fibroblasts from a failing heart. The identification of a CD9^+^ fibroblast population with a reparative molecular signature and the increase in the size of the population in the CI organoids suggest that the function of these cells is conserved between species and that these cells may play some roles in the disease process in humans. Our finding that *Cd9* is expressed in the *Wif1*^+^ and *Cthrc1*^*+*^ reparative cells in the mouse further validates it as a marker of this subpopulation of fibroblasts and the observation that its expression is upregulated in fibroblasts from the human failing heart adds support to the interpretation that these fibroblasts are involved in heart disease. Reparative fibroblasts were first identified and characterized in the mouse based on the expression of genes that encode factors thought to be important in the repair/regenerative processes in the heart including those that regulate WNT signaling and angiogenesis as well as those reported to be cardioprotective (*IL-33*) or capable of promoting proliferation (*AGRIN*)^9,14,15,38,39^. The expression of genes involved in angiogenesis (*VEGFA, FN1*), and those that control the fibrotic response (*WIF1, DKK3, FMOD*) are overlapping with those of fibroblasts in lower organisms that participate in the regenerative process of the damaged heart^50^. While proposed to be reparative, little is known about the actual function of these cells in the mouse or human as methods to isolate them have not been available to date. Our demonstration that this subpopulation of fibroblasts expresses CD9 and can be isolated by FACS provides the first opportunity to access them and study their function in  culture models of cardiac development and animal models of heart disease.

In summary, through appropriate modeling of early developmental events, we have established a hPSC-based organoid model that recapitulates cardiac fibroblast development and maturation. Access to distinct subpopulations of fibroblasts, including CD9^+^ reparative cells, in both the control and cardiac injury populations provides an unprecedented opportunity to investigate the role of these different cell types in normal cardiovascular development as well as in heart disease. The findings from such studies have the potential to identify subpopulations of fibroblasts beneficial to heart function as well as those that promote disease progression. The identification of such subpopulations will provide a novel platform for  developing new approaches and ultimately new therapeutics to target specific cell types to manipulate fibrotic responses in heart disease. Additionally, the ability to isolate and co-transplant fibroblast subpopulations such as the CD9^+^ reparative cells with cardiomyocytes in infarcted hearts may uncover regenerative properties that promote remuscularization of scar tissue.

## Methods

Our research complies with all relevant ethical regulations.

### Directed differentiation of hPSCs

For ventricular differentiation, we used a modified version of our embryoid body (EB)-based protocol. hPSC populations (HES2, HES2-GFP, HES2-RFP) were dissociated into single cells (TrypLE, ThermoFisher) and re-aggregated to form EBs in StemPro-34 media (ThermoFisher) containing penicillin/streptomycin (1%, ThermoFisher), l-glutamine (2 mM, ThermoFisher), transferrin (150 mg/ml, ROCHE), ascorbic acid (50 mg/ml, Sigma), and monothioglycerol (50 mg/ml, Sigma), ROCK inhibitor Y-27632 (10 μM, TOCRIS) and rhBMP4 (1 ng/ml, R&D) for 24 h on an orbital shaker (70 rpm). On day 1, the EBs were transferred to mesoderm induction media consisting of StemPro-34 with the above supplements (-ROCK inhibitor Y-27632) and rhBMP4 (8 ng/ml), rhActivinA (12 ng/ml, R&D) and rhbFGF (5 ng/ml, R&D). At day 3, the EBs were harvested, dissociated into single cells (TrypLE), and re-aggregated in cardiac mesoderm specification media consisting of StemPro-34, the Wnt inhibitor IWP2 (1 μM, TOCRIS) and rhVEGF (10 ng/mL, R&D). At day 5, the EBs were transferred to StemPro-34 with rhVEGF (5 ng/ml) for another 5 days and then to StemPro34 for another 5 days. Cultures were incubated in a low oxygen environment (5% CO_2_, 5% O_2_, 90% N2) for the first 10 days and a normoxic environment (5% CO_2_, 20% O_2_) for the following 5 days.

For cardiomyocyte only maturation cultures, from day 16 to day 18, the EBs were transferred to DMEM high glucose media with XAV (4 μM, TOCRIS) and then transferred to maturation media (DMEM containing low glucose (2 g/L) with Palmitic acid (200 μM, Sigma), Dexamethasone (100 ng/ml, Bioshop), T3 hormone (4 nM, Sigma) and GW7647 (PPARA agonist, 1 μM, Sigma) for the following nine days. Finally, the EBs were cultured in DMEM containing low glucose supplemented with Palmitic acid (200 μM) alone for the following five days (a total of 32 days). Cultures were incubated in a low oxygen environment (5% CO_2_, 5% O_2_, 90% N_2_) for the first ten days and a normoxic environment (5% CO_2_, 20% O_2_) for the following 22 days. From day 10 to day 32, the EBs were cultured in polyheme-coated low binding 10 cm culture dishes on an orbital shaker (70 rpm).

For epicardial differentiation, we used different concentrations of rhBMP4 (3 ng/ml) and rhActivinA (1 ng/ml) from day 1 to day 4, followed by Retinol (2 μM, Sigma), rhBMP4 (10 ng/ml), SB431542 (6 μM, Sigma), CHIR (1 μM, Tocris) until day 6. From day 6 to 10 cells are cultured in StemPro34 medium. On day 10 cells are dissociated into single cells (ColB for 1 h 37 °C followed by TrypLE for 5 min at 37 °C) and replated at a density of 250 k/mL on 10 cm culture dishes in StemPro34 with SB431542 (6 μM, Sigma) for 5 days.

For cardiac fibroblast differentiation day 15 epicardial cells were dissociated into single cells (ColB for 1 h 37 °C followed by TrypLE for 5 min at 37 °C) and replated at a density of 500 k/mL in 12 well plates for 3 days in bFGF (30 ng/mL), TGFB1 (1 ng/mL), EGF (5 ng/mL), and CHIR (1 μM, Tocris) in Fibroblast Medium (25%v/v StemPro34 + 75% v/v IMDM + ITSX 1 μL/mL). At 3 days, the medium was replaced with Fibroblast Medium containing bFGF (30 ng/mL) for an additional 3 days in culture. For maturation experiments or CI injury experiments the cells were grown in maturation medium containing PPDT or the CI injury stimuli cocktail.

### Generation of cardiac organoids

Day 15 hPSC epicardial cells and day 15 hPSC cardiomyocytes were dissociated into single cells and then mixed in a 1:1 ratio of 20,000 cells in total and spun down in a 96-well polyheme coated round bottom plate for 1 min at 500 rpm to form organoids in the well. These organoids were cultured for two weeks in StemPro34 medium containing penicillin/streptomycin (1%, ThermoFisher), l-glutamine (2 mM, ThermoFisher), transferrin (150 mg/ml, ROCHE), ascorbic acid (50 mg/ml, Sigma), monothioglycerol (50 mg/ml, Sigma) and retinol (2 μM, Sigma).

At 2 weeks the organoids were transferred to 10 cm polyheme coated dishes and cultured in DMEM high glucose (4.5 g/L, ThermoFisher) media containing penicillin/streptomycin (1%, ThermoFisher), l-glutamine (2 mM, ThermoFisher), transferrin (150 mg/mL, ROCHE), ascorbic acid (50 mg/ml, Sigma), monothioglycerol (50 mg/ml, Sigma) for 14 days to maintain the cells in an immature state. To promote maturation, the organoids were cultured in DMEM low glucose (2 g/L) media with Palmitic acid (200 μM, Sigma), Dexamethasone (100 ng/ml, Bioshop), T3 hormone (4 nM, Sigma) and GW7647 (PPARA agonist, 1 μM, Sigma)) for 10 days and then in DMEM containing low glucose (2 g/L) with Palmitate (200 μM) alone for an additional 4 days.

### Flow cytometry

The EBs were dissociated by incubation in Collagenase type 2 (0.5 mg/mL, Worthington) in HANKs buffer overnight at room temperature followed by TrypLE treatment for 5 min at 37 °C. Cells were stained for 30 min at 4 °C in FACS buffer consisting of PBS with 5% fetal calf serum (FCS) (Wisent) and 0.02% sodium azide. The following antibodies were used for staining: anti-SIRPa-PeCy7 (Biolegend, 1:1000), anti-CD235a/b-APC (1:100), anti-CD9 (Abcam 1:100), and anti-CD90-APC (BD PharMingen, 1:1000). Aldefluor staining was performed as according to manufacturer’s intructions (Stemcell Technologies)^17^. Stained cells were analyzed or sorted using an LSR II Flow cytometer (BD PharMingen) or Aria III CFI cell sorter (BD Biosciences). Data were analyzed using FACS DIVA software (BD) and FlowJo software (Tree Star).

### Immunohistochemistry

The EBs were dissociated as described above and the cells were plated onto 24 well culture dishes pre-coated with matrigel (25% v/v, BD PharMingen). Cells were cultured for 2–3 days and then fixed with 4% PFA in PBS for 15 min at room temperature. Cells were permeabilized and blocked with PBS containing 5% donkey serum, 0.1% TritonX. The following antibodies were used for staining: mouse anti-cardiac isoform of cTNT (ThermoFisher Scientific, 1:200), anti-WT1 (Abcam 1:100), anti-GFP (Rockland 1:200), anti-Ki67 (DAKO 1:200), anti-CX43 (Abcam 1:200), anti-FN (Abcam 1:200), anti-COL1 (Abcam 1:200), anti-COL3 (Abcam 1:200), and anti-MYH11 (Abcam 1:100). For detecting unconjugated primary antibodies, the following secondary antibodies were used: donkey anti-mouse IgG-Alexa488 (ThermoFisher, 1:500), donkey anti-rabbit IgG-Alexa555 (ThermoFisher, 1:500), donkey anti-rabbit IgG-Alexa488 (ThermoFisher, 1:500), donkey anti-mouse IgG-Alexa555 (ThermoFisher, 1:500), donkey anti-mouse IgG-Alexa647 (ThermoFisher, 1:500). Cells were stained with primary antibodies in staining buffer consisting of PBS with 0.1% TritonX, and 5% donkey serum overnight at 4 °C. The stained cells were washed with PBS. The cells were then stained with secondary antibodies in PBS containing 0.1% BSA for 1 h at room temperature followed by DAPI staining. For paraffin sections, tissues were fixed by 4% PFA and embedded. After the deparaffinization and rehydration, heat-induced epitope retrieval was performed followed by immunostaining. Sarcomere length was measured in cTNT+ cardiomyocytes randomly selected from 5 to 10 areas and averaged for each cardiac organoid. The average measurement was obtained by using the distances of 4 consecutive Z lines as shown in Supplementary Fig. 3B using Image J. CX43 expression was measured by counting the number of CX43+  cells in one field of view (×40 magnification) randomly selected from 5 to 10 areas for each cardiac organoid. FN, COL1 and COL3 expression was measured in each cardiac organoid and normalized by the area (/mm^2^). Stained cells were analyzed using an EVOS Microscope (ThermoFisher), a Zeiss LSM700 confocal microscope (Zeiss), and Image J software (NIH).

### Quantitative real-time PCR

Total RNA from samples was isolated using RNAqueous-micro Kit including RNase-free DNase treatment (Invitrogen). Isolated RNA was reverse transcribed into cDNA using oligo (dT) primers and random hexamers and iscript Reverse Transcriptase (ThermoFisher). qRT-PCR was performed on an EP Real- Plex MasterCycler (Eppendorf) using a QuantiFast SYBR Green PCR kit (QIAGEN). The copy number of each gene relative to the house keeping gene TBP is shown. Primer sequences are listed in Supplementary Data 4. Commercial adult fibroblasts,(cFib), fetal fibroblasts (cFib) (Lonza) and skin BJ fibroblast (Lonza) were included as a reference.

### CKM release assay

Prespecified treatment groups were collected, and cell lysates were obtained using RIPA buffer, collecting both the lysate and culture supernatant. This samples were processed following manufacturer instructions (ABCAM). CKM phosphorylates creatine to yield creatine phosphate, which dissociates into inosine and inorganic phosphate. In this assay inorganic phosphate reacts with ammonium molybdate to produce phosphomolybdic acid, which is reduced to molybdenum blue. The change in absorbance at 660 nm was monitored with a spectrophotometer (SpectraMAX) and CK activity was expressed as RFU/ug of protein.

### Seahorse XF assay

For the Seahorse XF Mitostress test, several organoids or CM aggregates were plated onto an XFe24 cell culture microplate coated with Cell-Tak at 22.6 μg/ml 24 h prior to the assay. 12 h prior to the assay, we replaced the culture media with substrate-limited media: DMEM 2 g G with 1% B27 (-INS), 1% antibiotics, 1% Glutamine, 1% l-Carnitine. Forty-five minutes prior to the assay, the cells were washed twice with KHB (pH 7.4), and 375 μl/well of Seahorse medium (Modified KHB) was added to the cells. The plate was incubated for 45 min at 37 °C. The assay cartridge was loaded with XF Cell Mito Stress Test compounds (3 μM oligomycin, 4 μM FCCP, 0.5 μM rotenone/0.5 μM antimycin A) 30 min prior to the assay. Following calibration, the XF Cell Culture Microplate was immediately inserted into the Seahorse XFe Analyzer and the XF Cell Mito Stress Test was run. After the measurement of OCR, EBs were lysed using RIPA buffer and OCR was normalized to protein content of the corresponding sample lysate using the Bradford assay according to manufacturer’s instructions (ThermoFisher). Data were analyzed using Wave software (Agilent).

### Single-cell RNA sequencing

scRNAseq data generated in this study have been deposited at the GEO database under accession code: GSE221500. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221500.

#### Library preparation and sequencing

Samples were prepared as outlined in the Chromium Single Cell 3′ Reagents Kits User Guide (v3 Chemistry) and loaded onto the v3 10x Chromium system. For multi-seq labeling, cells were trypsinized, barcoded with LMOs and pooled before droplet microfluidic-emulsion with the 10x Genomics Chromium system. Sequencing libraries were generated and processed as described by 10x Genomics. Sequencing data (HiSeq2500) was pre-processed using Cell Ranger to create expression matrices. Raw base call (BCL) files were demultiplexed into FASTQ files, and reads were aligned using STAR. Reads were then filtered, followed by barcode and UMI counting to generate the feature-barcode matrices. In order to assign cells back to their sample of origin (RFP vs. GFP), count matrices were generated from the lipid-tagged libraries generated using MULTI-seq. Cells were qualified as either singlets, doublets (antibody signal for more than one hashtag), or negative (insufficient antibody signal for either hashtag). Doublets and negative cells were removed from the analysis to avoid ambiguity associated with RFP vs. GFP designation. All singlets proceeded to subsequent analyses.

#### Pre-processing and quality control

The R-based (R 3.6.1) package Seurat v3.1 was utilized for all downstream single cell analyses. Data was filtered by removing genes that were not detected in at least three cells, or cells that expressed less than 200 genes. Candidate doublets or multiplets were excluded by removing cells that expressed >6000 genes. Putative dead or lysed cells were excluded by removing cells in which >40% of transcripts mapped to mitochondrial genes. This permissive cutoff was chosen due to the high level of mitochondrial genes in cardiomyocytes. To address the possibility that dissociation of organoids affected gene expression levels, we removed putative stressed or dying cells which expressed a high percentage of transcripts mapping to dissociation-associated genes (30%). For each of these quality control parameters, we removed outlier cells on the basis of the cell distribution for each measure. Control and cardiac injury datasets were first pre-processed and filtered individually, and then merged for all subsequent analyses using the “merge” function in Seurat.

#### Normalization, dimensionality reduction and clustering

Data was normalized using SCTransform in Seurat v3.1. SCTransform removes technical variation while preserving biological variation, and leverages regularized negative binomial regression. This function serves to normalize the data, select highly variable features, and scale the data. The variance-stabilizing transformation (vst) method in SCTransform was used to select the top 3000 highly variable genes. The percentage of mitochondrial transcripts and the number of counts were selected as parameters for regression. Principal component analysis (PCA) was used for dimensionality reduction. The most statistically significant PCs were selected using an elbow plot displaying the standard deviation of each PC. In order to account for technical variation from batch effects between the control and heart failure samples, we performed integration of the two datasets using Harmony. Here, PCA embeddings were adjusted and utilized in graph-based clustering with the FindNeighbors and FindClusters commands. Finally, Uniform Manifold Approximation and Projection (UMAP) was utilized for non-linear dimensionality reduction and projection to a 2D plot for visualization. To compare the heterogeneity present in our organoids to those in human fetal or human adult heart failure, we integrated our datasets using Harmony to remove batch effects while preserving biological variation.

#### Differential gene expression and pathway enrichment analysis

Clusters were annotated on the basis of differentially expressed genes (DEGs). DEGs were computed with the FindAllMarkers command using the Wilcoxon Rank Sum Test (min.pct: 0.3; logFC threshold: 0.3; adjusted *p*-value < 0.05). The top 30 DEGs (based on logFC) were selected for each cluster and displayed on a heatmap, which was downsampled to a maximum of 50 cells per cluster for visualization purposes. Datasets were annotated based on canonical cell type markers in the human heart. In order to define genes that are induced in cardiac injury relative to control organoids, we first used the “subset” function to isolate each cluster separately. We then used the FindMarkers function to compute differentially expressed genes across conditions (cardiac injury vs. control; min.pct: 0.3; logFC threshold: 0.3; adjusted *p*-value < 0.05). Pathway enrichment analysis was performed either cluster-defining DEGs or DEGs induced in cardiac injury for each cluster. We used gProfiler (https://biit.cs.ut.ee/gprofiler/gost) to measure over-representation of our DEGs against the Gene Ontology (GO): Biological Processes database (http://www.geneontology.org). We displayed the −log10 of the adjusted *p*-value for each GO term as a measure of the pathway enrichment score.

#### Quantification and statistical analysis

All data are represented as mean ± standard error of mean (SEM). Indicated sample sizes (n) represent biological replicates including independent cell culture replicates and individual tissue samples. For single cell data, sample size represents the number of cells analyzed from at least three independent experiments. No statistical method was used to predetermine the samples size. Statistical significance was determined using a student’s *t* test (unpaired, two-tailed) or one-way ANOVA with Tukey’s multiple comparisons in GraphPad Prism 6 software (GraphPad Software). All statistical parameters are reported in the respective figures and figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

### Source data

Source Data

## Data Availability

The data supporting the findings of this study are available within the article and its supplementary information files, and from the corresponding author on request. A reporting summary for this article is available as a supplementary information file. Raw scRNA seq data generated in this study has been deposited at the GEO database under accession code: GSE221500. Source data are provided with this paper.

# Supplementary material for: Modeling cardiac fibroblast heterogeneity from human pluripotent stem cell-derived epicardial cells
**Source:** Nat Commun. 2023 Dec 11;14:8183. doi: 10.1038/s41467-023-43312-0
**Supplement:** Supplementary file 1 — Supplementary Information

**A**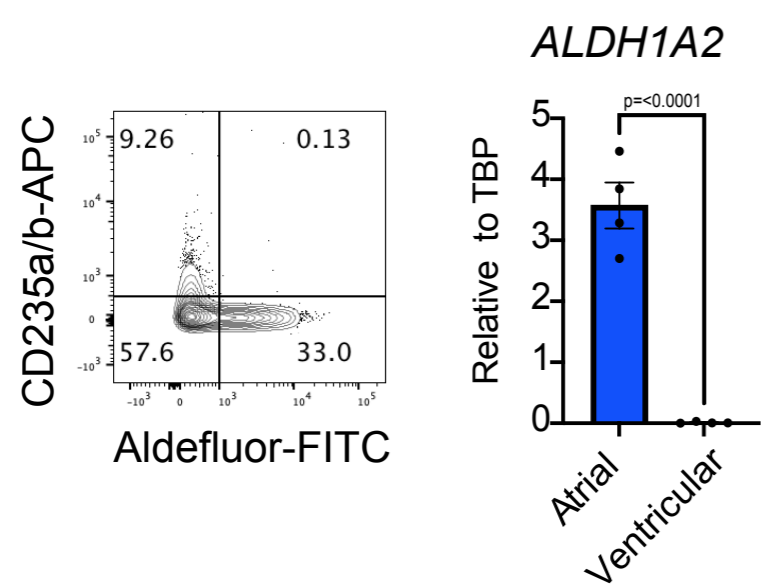**B**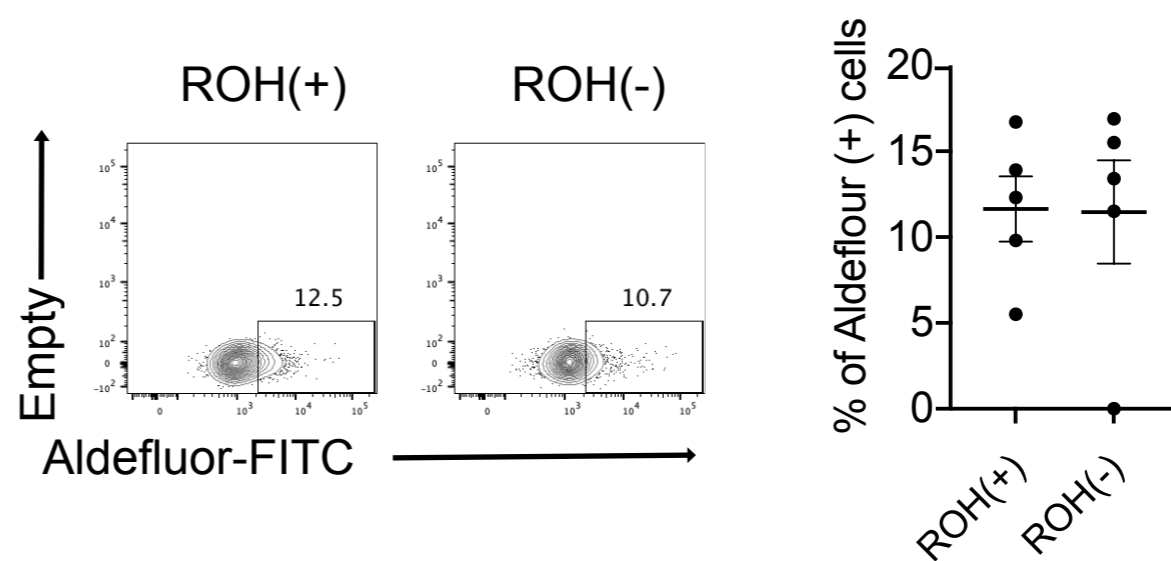**C**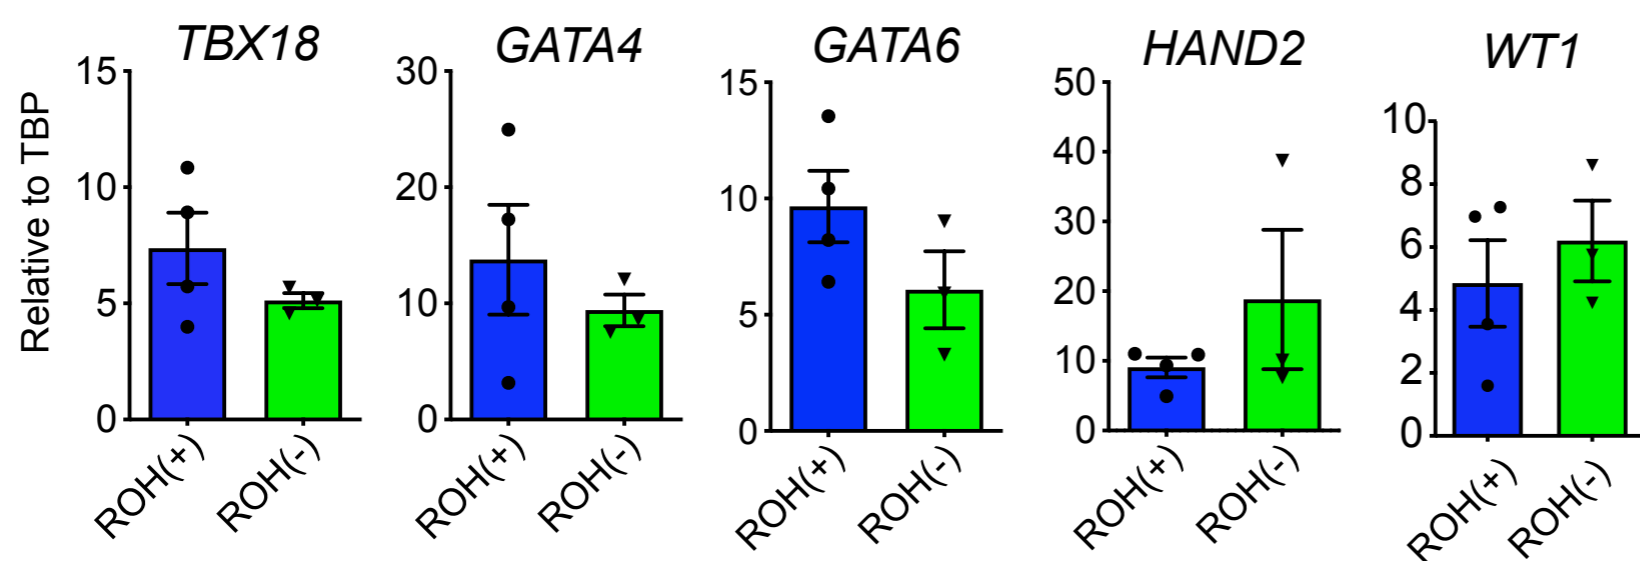**D**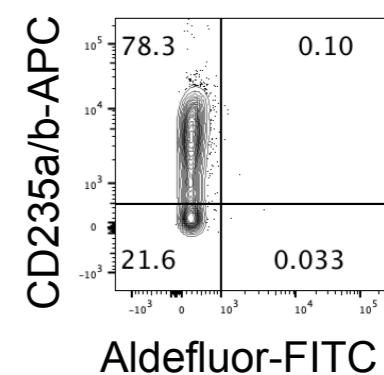**E**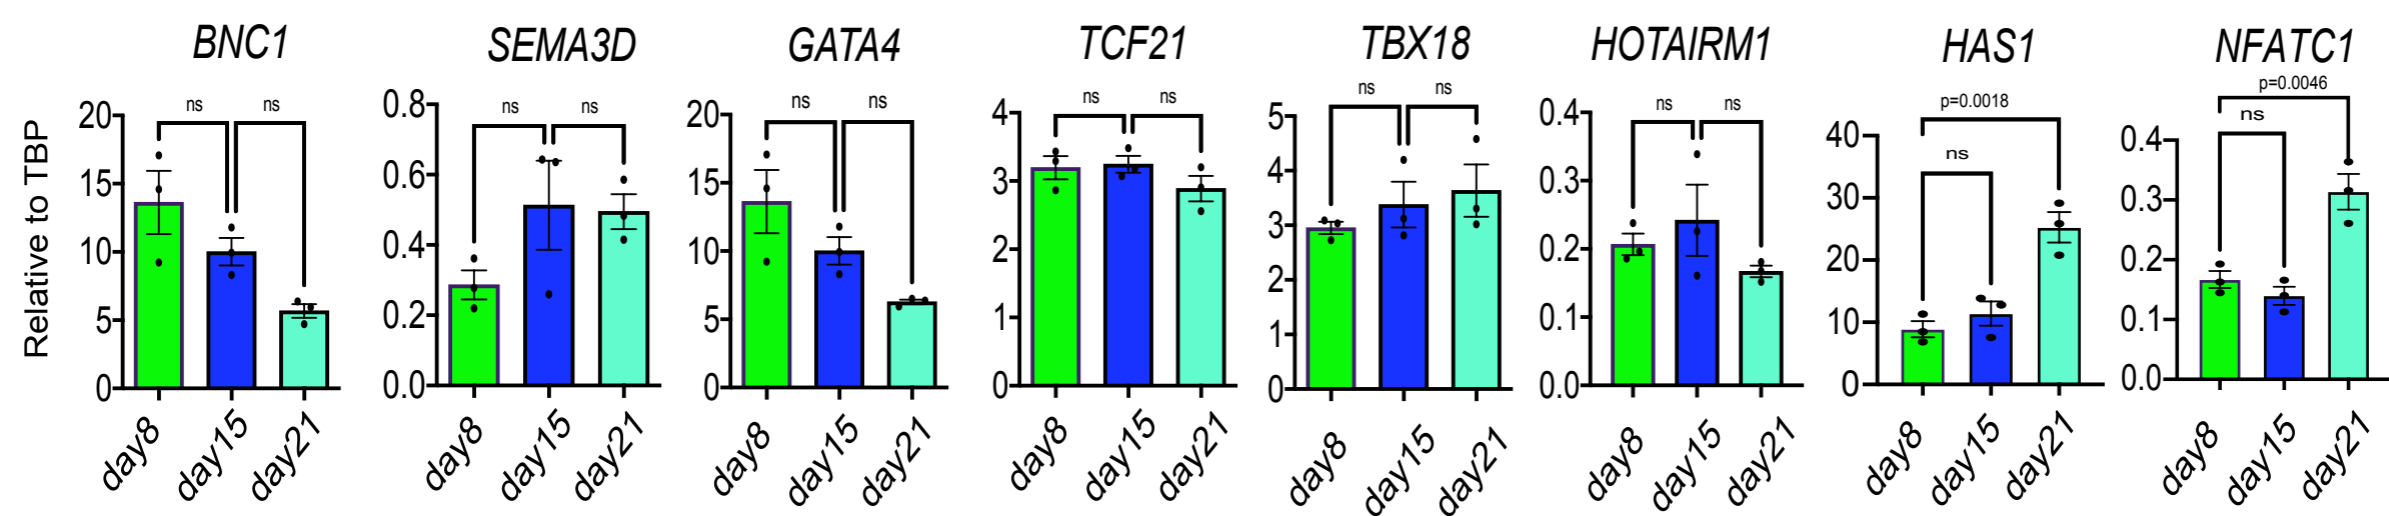**F**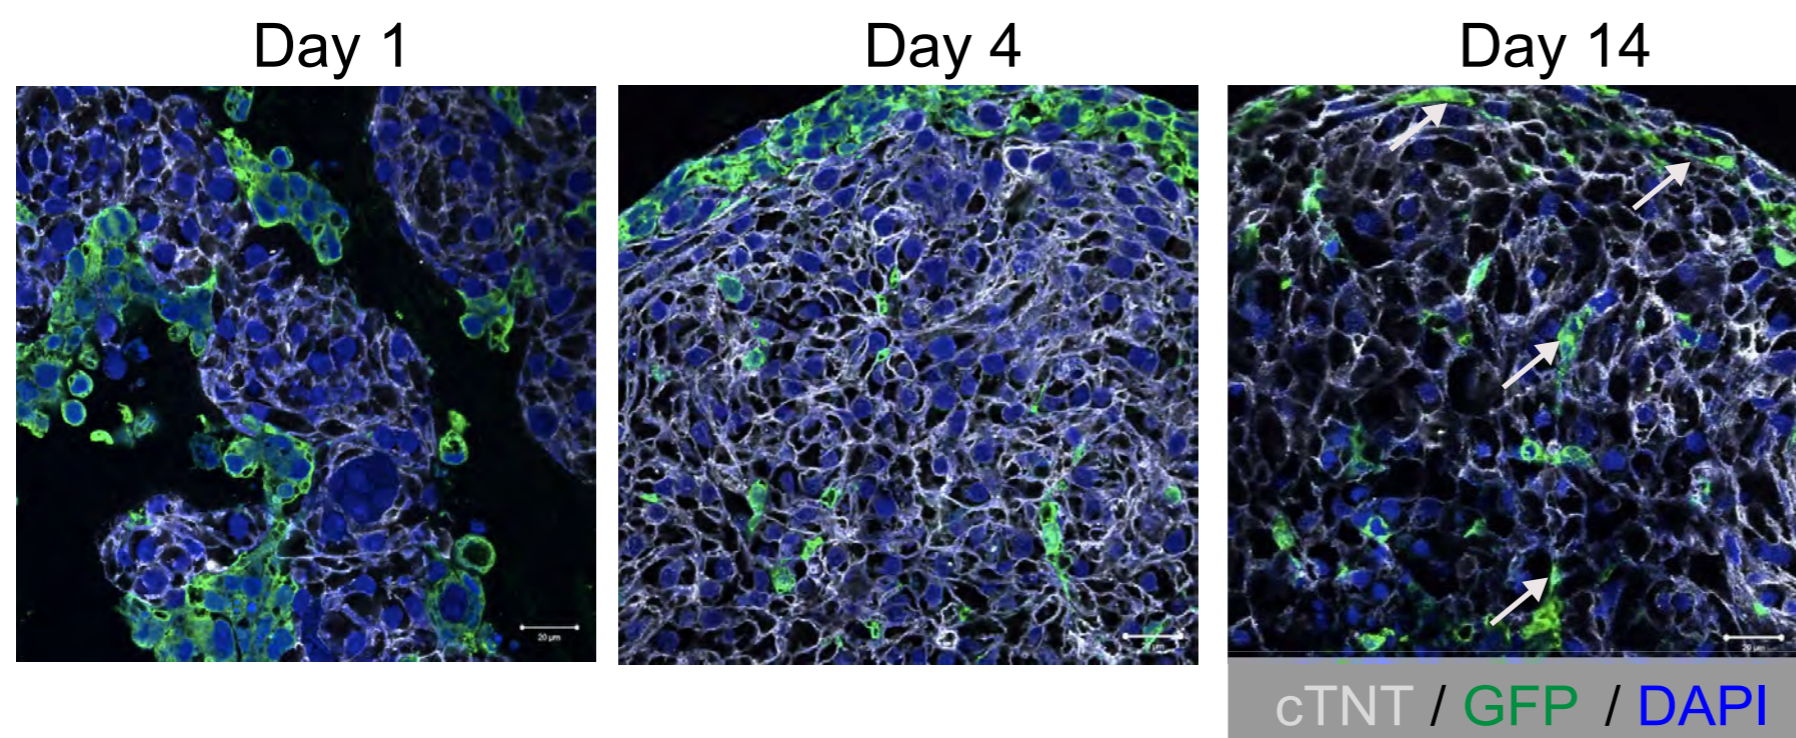**G**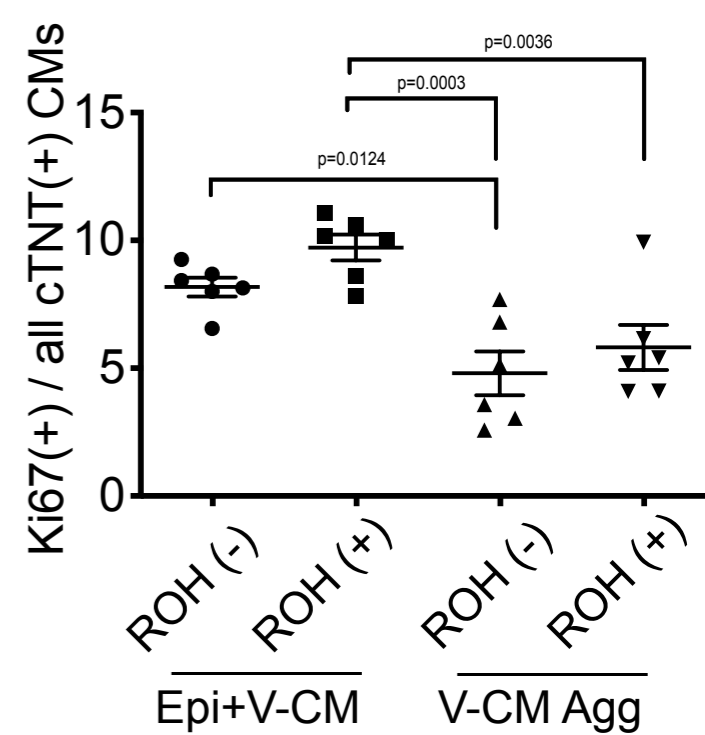**H**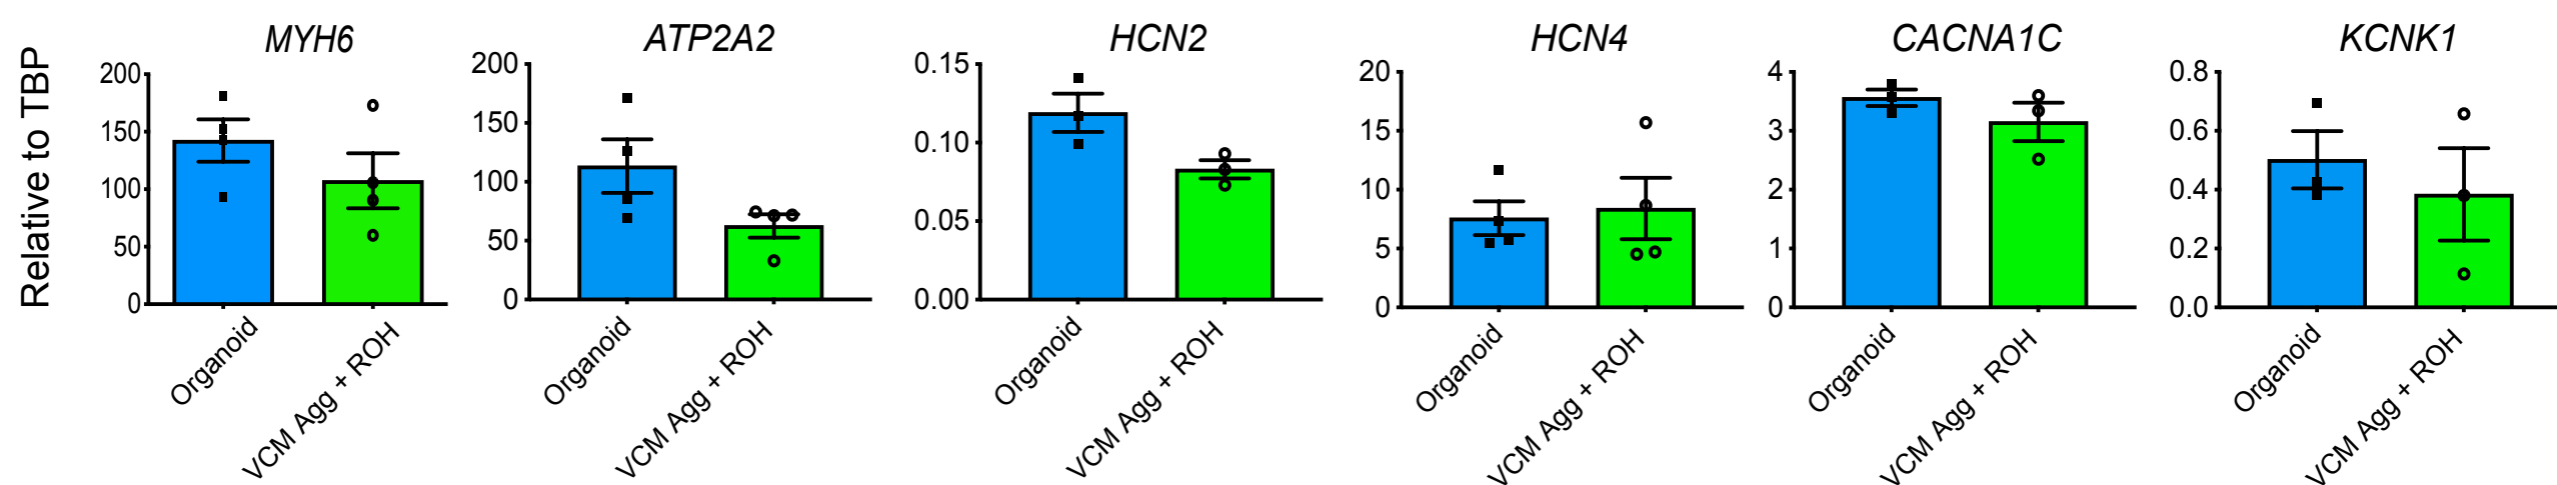

**Supplementary Figure 1. Generation of cardiac organoids with ventricular cardiomyocytes and epicardial cells.** (A) Left; Representative flow cytometry analyses of Aldefluor and CD235a/b in day 4 atrial mesoderm. Right; RT-qPCR expression analyses of *ALDH1A2* in atrial and ventricular mesoderm (N=4 biologically independent samples). (B) Left; Representative flow cytometry analysis of Aldefluor in ROH-treated and untreated epicardial cells at day 8. Right; Quantification of the percentage of Aldefluor-positive cells in the indicated conditions (N=5 biologically independent samples). (C) RT-qPCR expression analyses of epicardial-related and cardiac transcription factors (*TBX18*, *GATA4*, *GATA6*, *HAND2*, *WT1*) in the ROH-treated and untreated (ROH (-)) epicardial cells (N=4 biologically independent samples). (D) Representative flow cytometry analyses of Aldefluor and CD235a/b in day 4 ventricular mesoderm. (E) RT-qPCR expression analyses of epicardial-related genes (*BNC1*, *TBX18*, *GATA4*, *SEMA3D*, *TCF21*, *HOTAIRM1*, *HAS1*, *NFATC*) in the epicardial cells at the indicated time of culture (N=3 biologically independent samples). (F) Representative immunostaining of GFP and cTNT in day 1, 4, 14 cardiac organoids. White arrows indicate elongated GFP-positive EPDCs. GFP; epi-derived cells (EPDCs), Scale bar; 20um. (G) Quantification of the changes in the percentage of Ki67-positive cardiomyocytes in the cardiac organoids and cardiomyocyte aggregates (VCM Agg) treated as indicated (N=6 biologically independent samples). (H) RT-qPCR expression analyses of sarcomere-related (*MYH6*), Ca<sup>2+</sup> handling-related (*ATP2A2*) and ion channel-related genes (*HCN2*, *HCN4*, *CACNA1C*, *KCNKI*) in the indicated conditions (N=4 biologically independent samples). Statistical analysis was performed by two-sided unpaired t-test (A) and by one-way ANOVA with Tukey's multiple comparisons (E) and (G). All error bars represent SEM.

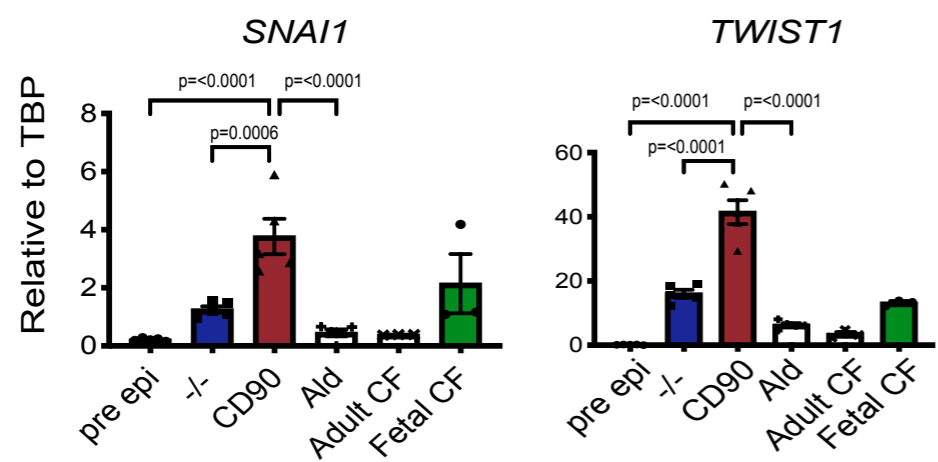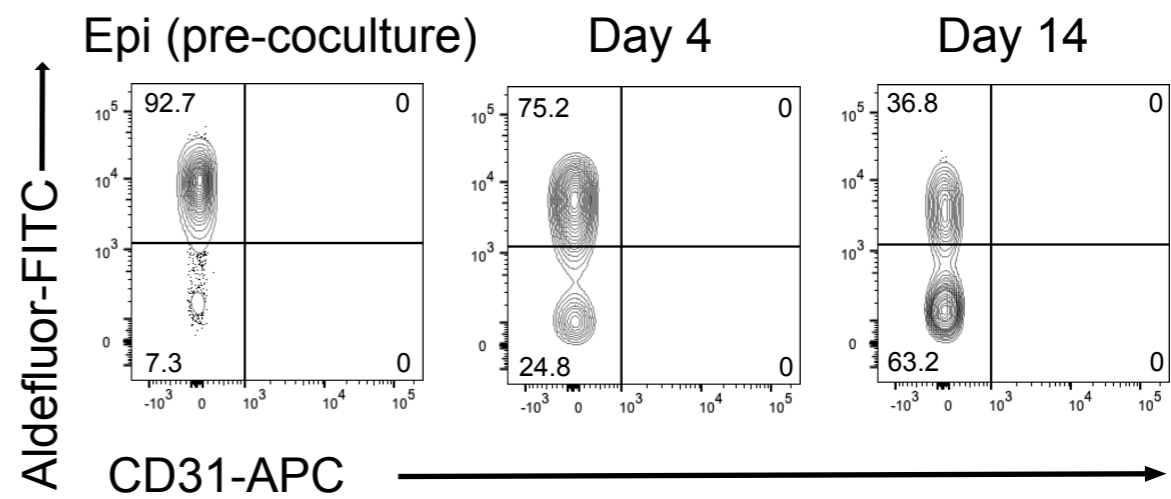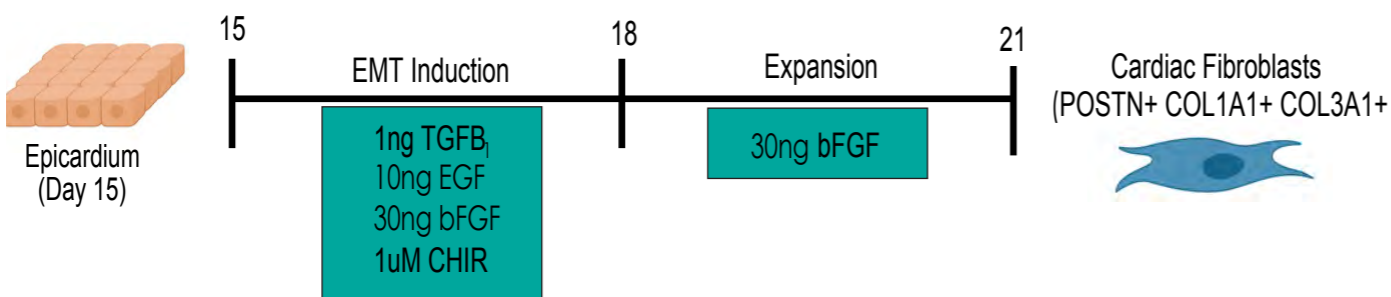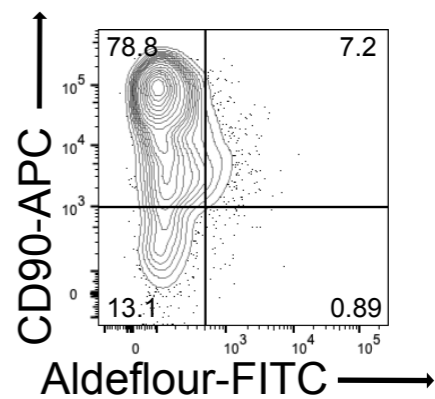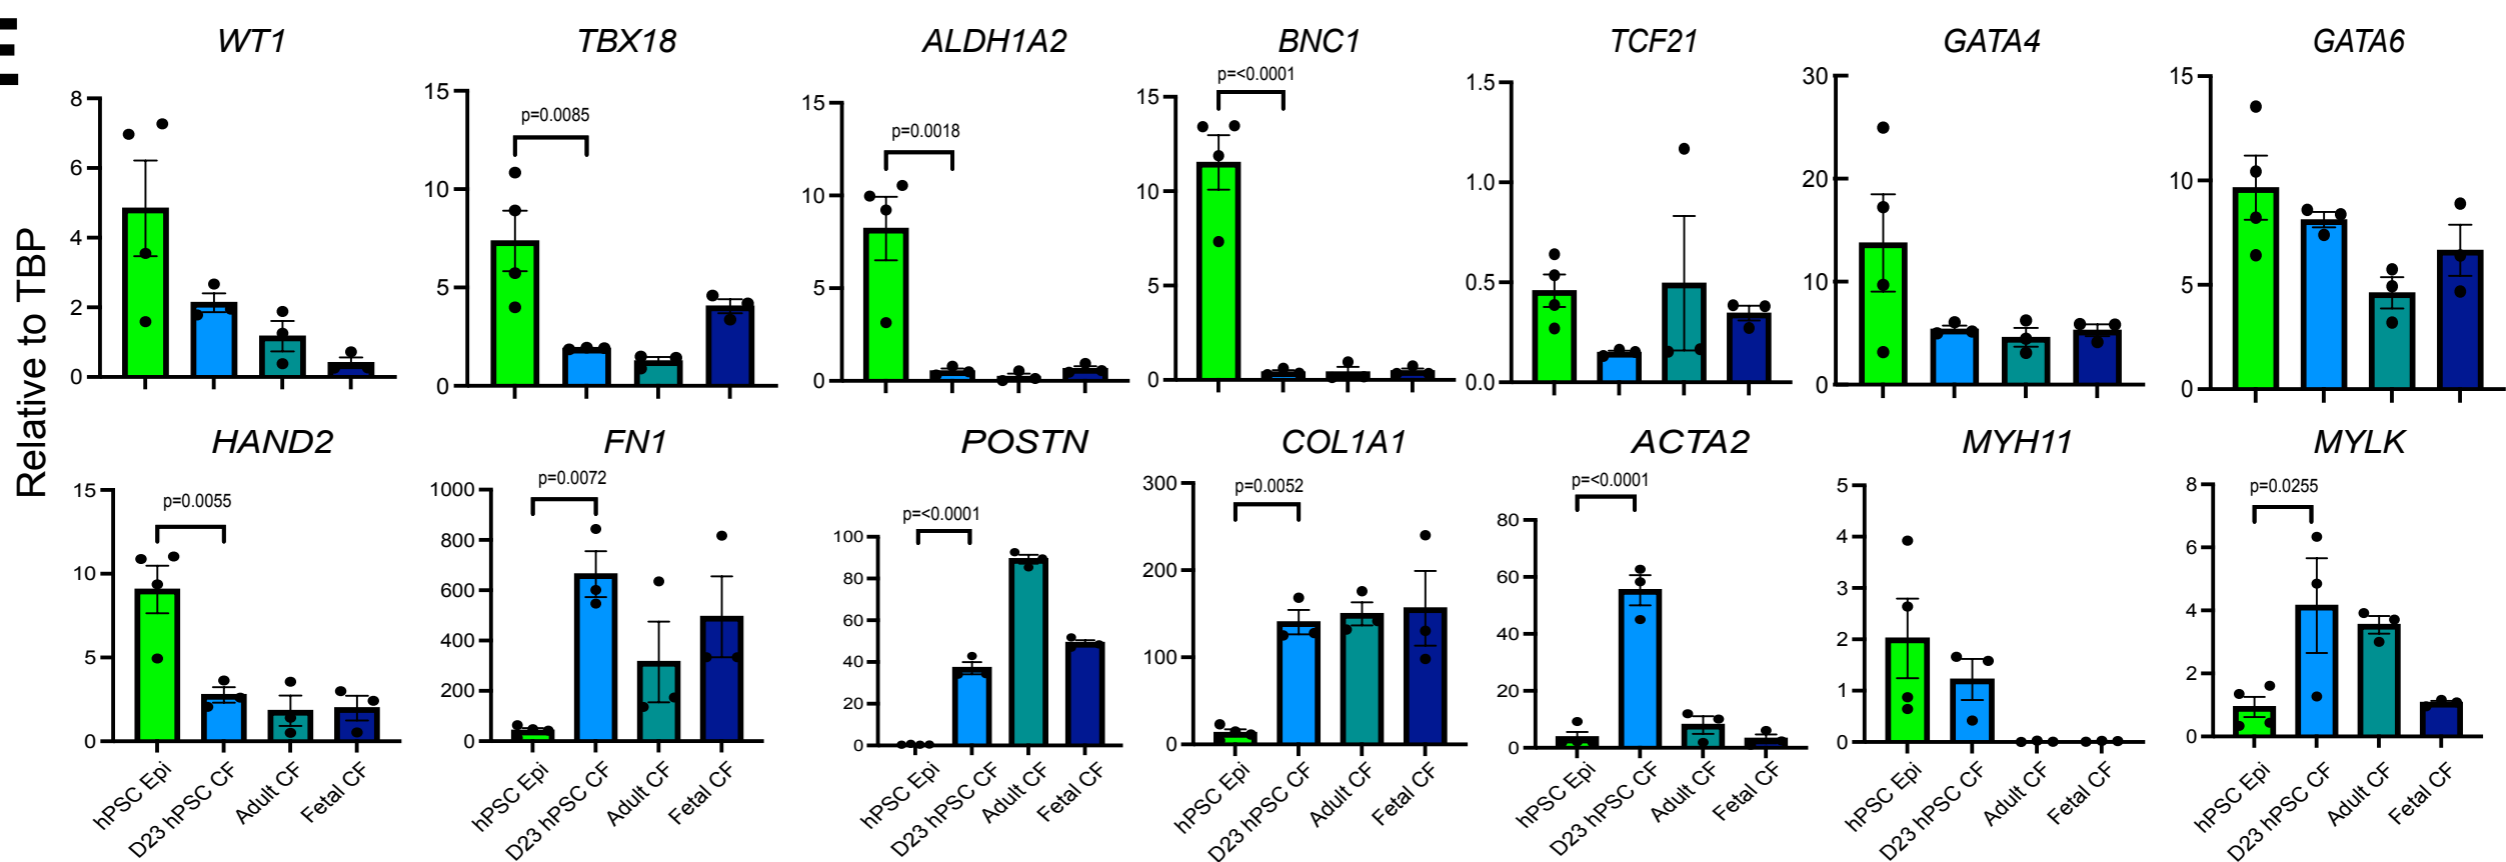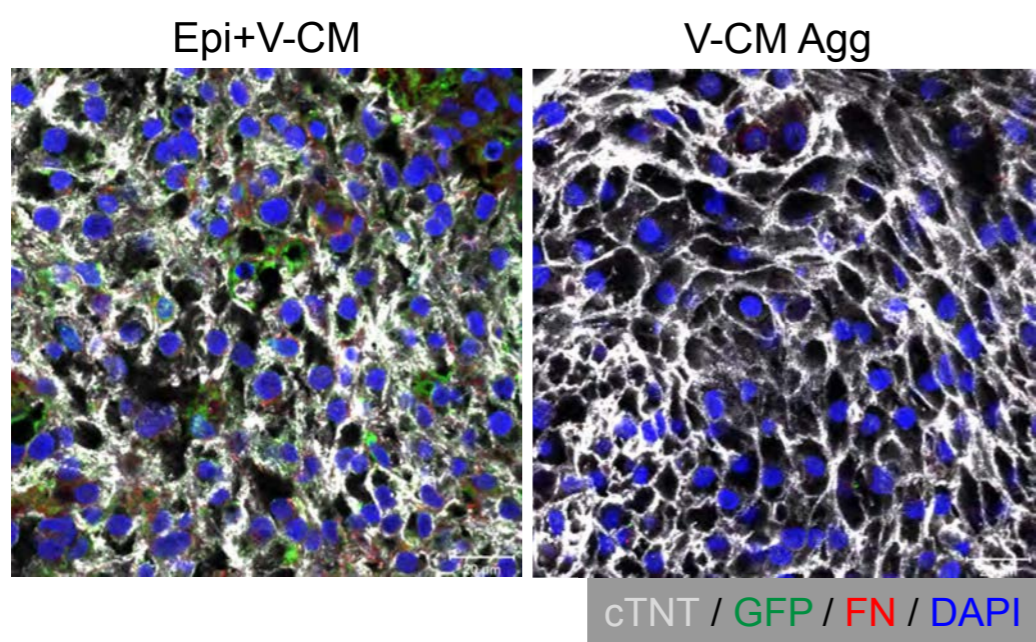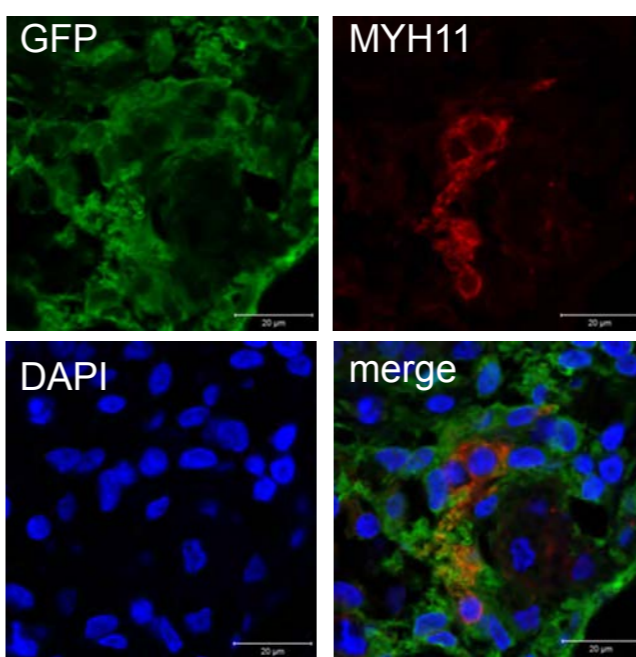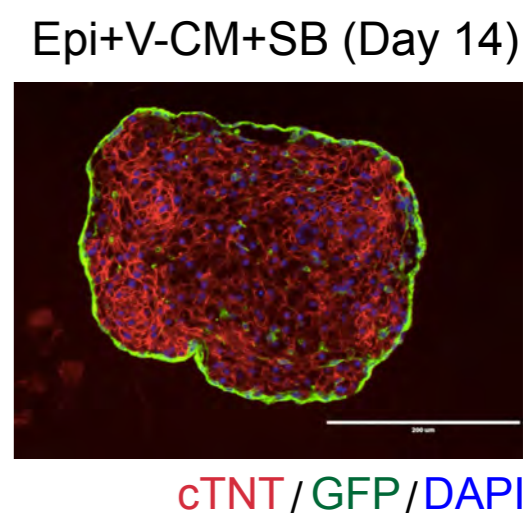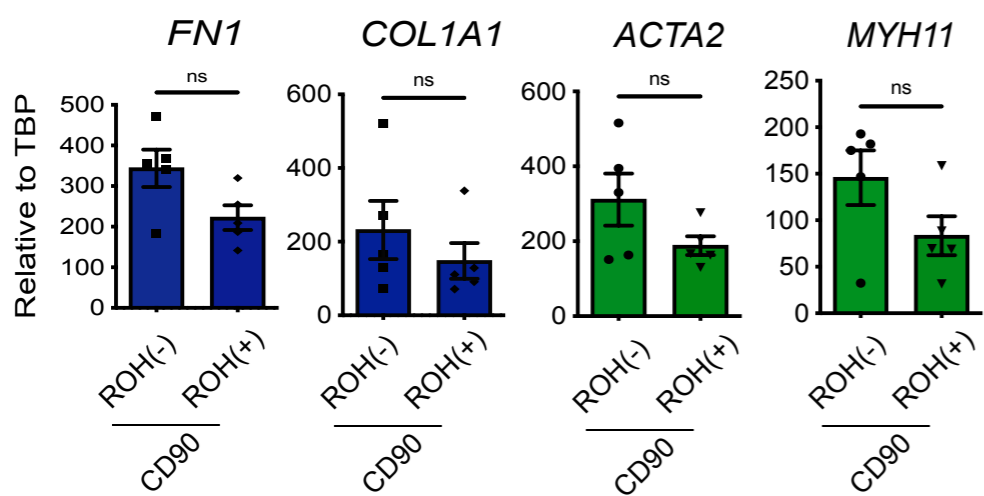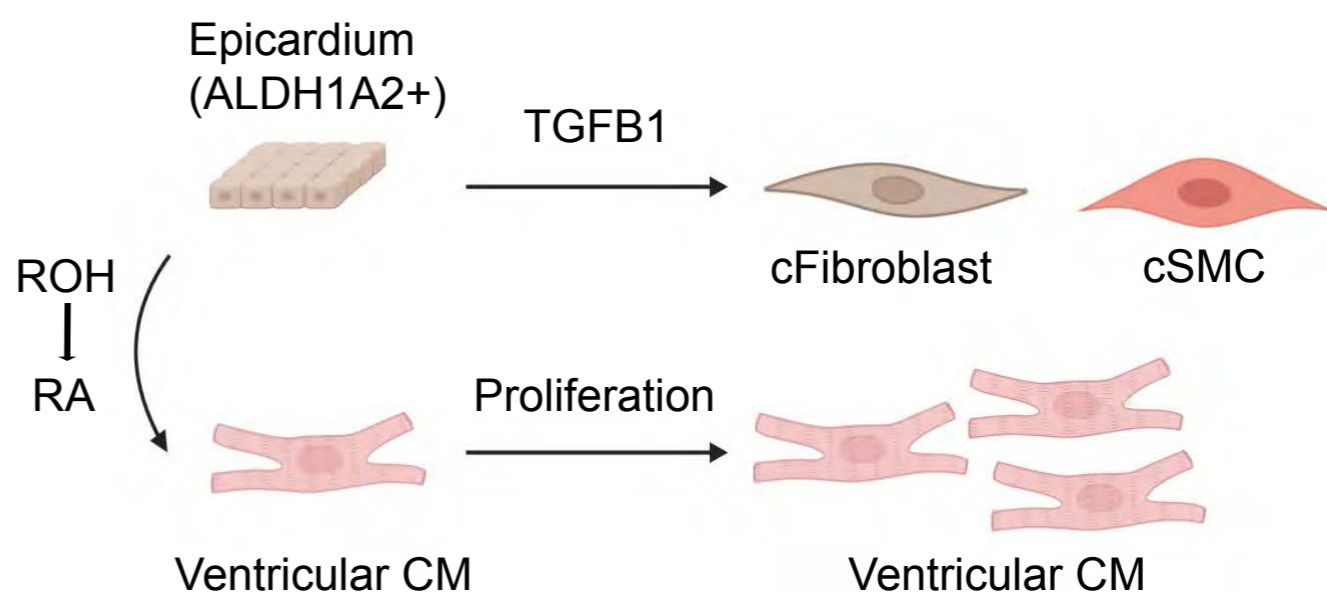

**Supplementary Figure 2. Characterization epicardial-derived cells (EPDCs) in the cardiac organoids.** (A) RT-qPCR expression analyses of EMT-related (*SNAIL*, *TWIST1*) genes in the indicated populations (N=5 biologically independent samples). Adult and fetal CF was included as a reference (N=3 biologically independent samples each). Epi: day15 epicardium prior to coculture. (B) Representative flow cytometry analysis of Aldefluor and CD31 in EPDCs in the cardiac organoids in the indicated time points. (C) Protocol to directly differentiate hPSC-derived epicardial cells into cardiac fibroblasts. (D) Representative flow cytometry analysis of CD90 and Aldefluor in directly differentiated CFs derived from epicardial cells. (E) RT-qPCR expression analyses of epicardial (*WT1*, *TBX18*, *ALDH1A2*, *BNC1*), transcription factor (*TCF21*, *GATA4*, *GATA6*, *HAND2*), extracellular matrix (*FNI*, *POSTN*, *COL1A1*), and smooth muscle (*ACTA2*, *MYH11*, *MYLK*) genes in the indicated populations (N=3 biologically independent samples). Adult and fetal CF were included as a reference (N=3 biologically independent samples each). Epi: day15 epicardium, (F) Representative immunostaining of fibronectin (FN) and GFP (EPDCs) in the cardiac organoids and ventricular cardiomyocyte aggregates (V-CM Agg). Scale bar; 20um. (G) Representative immunostaining of MYH11 in the GFP-positive EPDCs in the cardiac organoids. Scale bar; 20um. (H) Representative immunostaining of day 14 SB-treated cardiac organoids. Scale bar; 200um. (I) RT-qPCR expression analyses of *FNI*, *COL1*, *ACTA2*, and *MYH11* in CD90-positive populations in the ROH-treated and untreated organoids (N=5 biologically independent samples). (J) Schematic of the cardiac organoids showing the interaction between the cardiomyocytes and the epicardial cells. Statistical analysis was performed by two-sided unpaired t-test. Created with BioRender.com

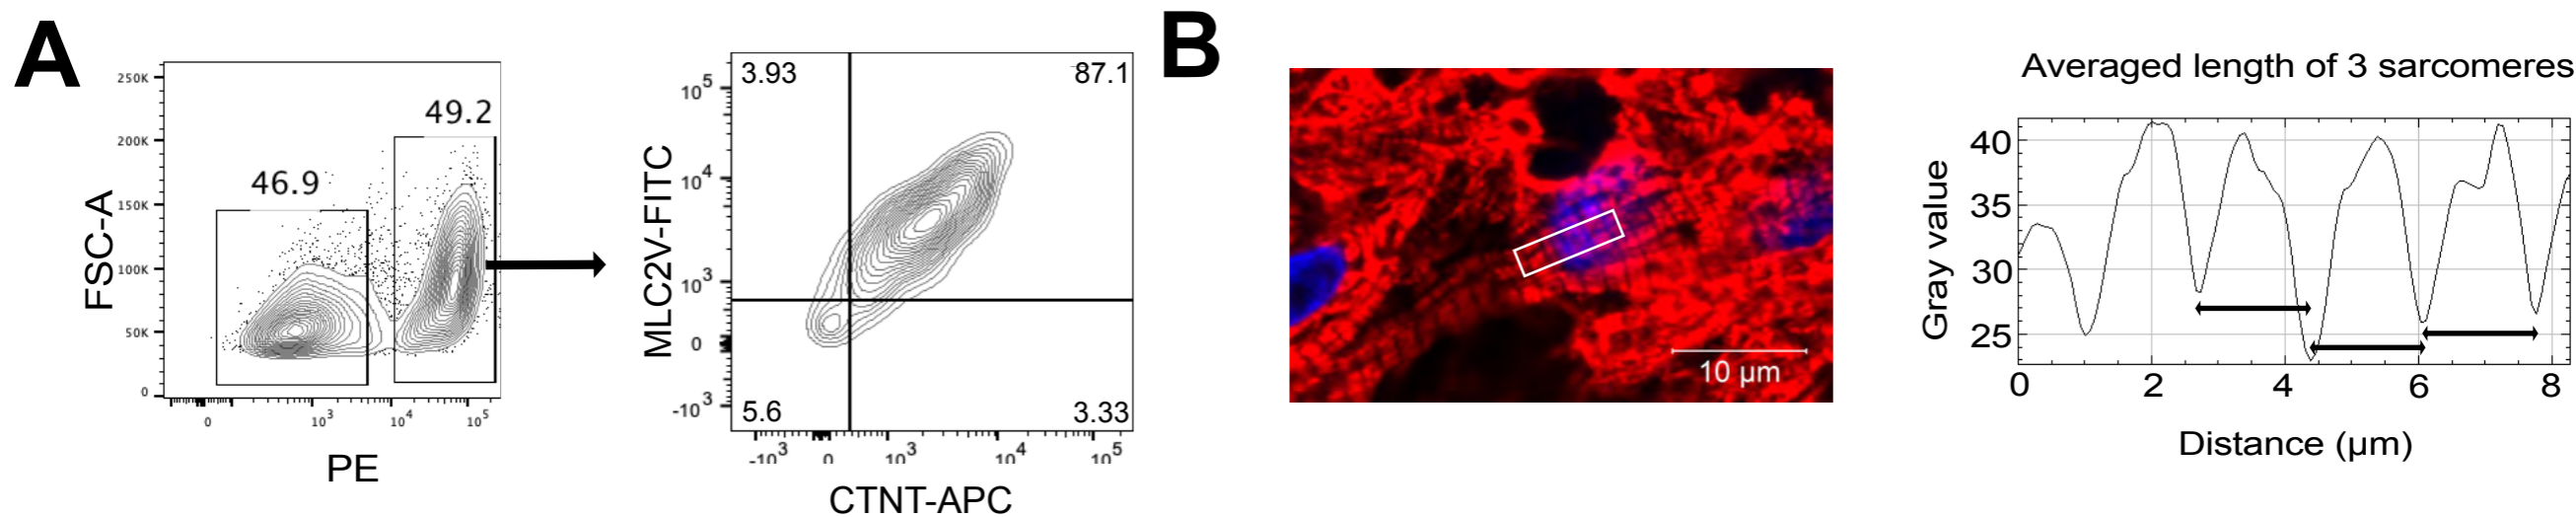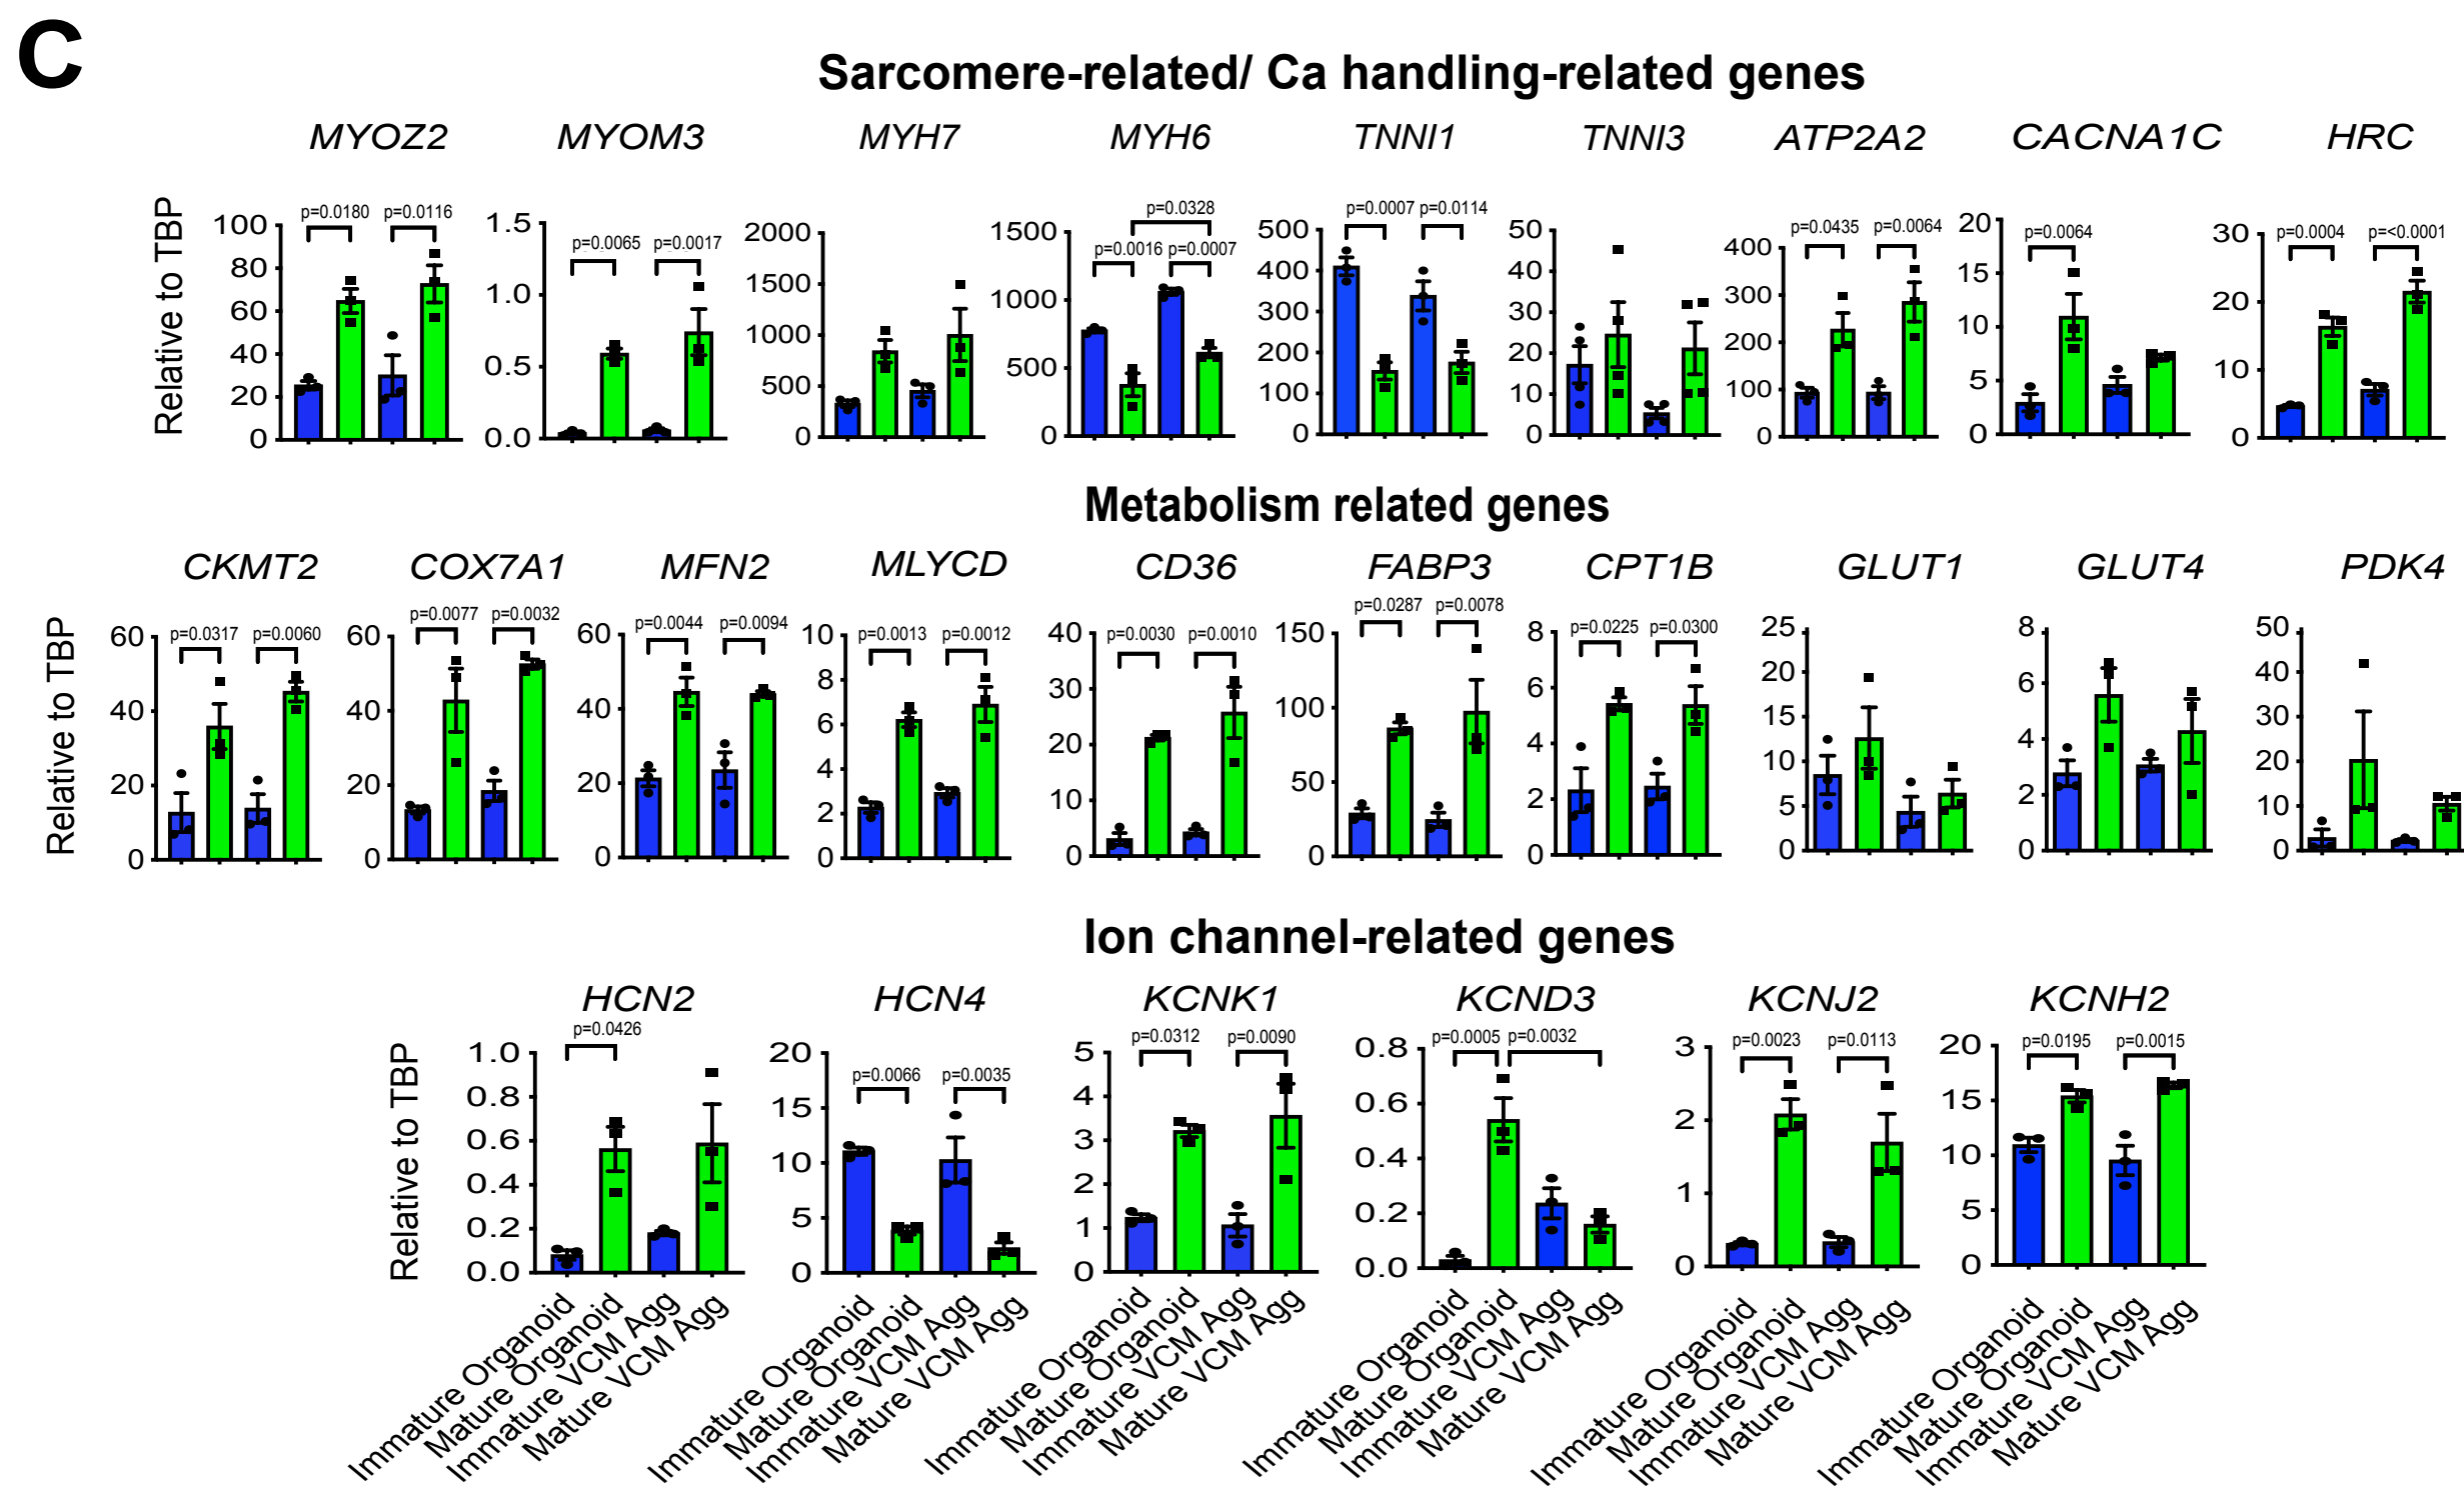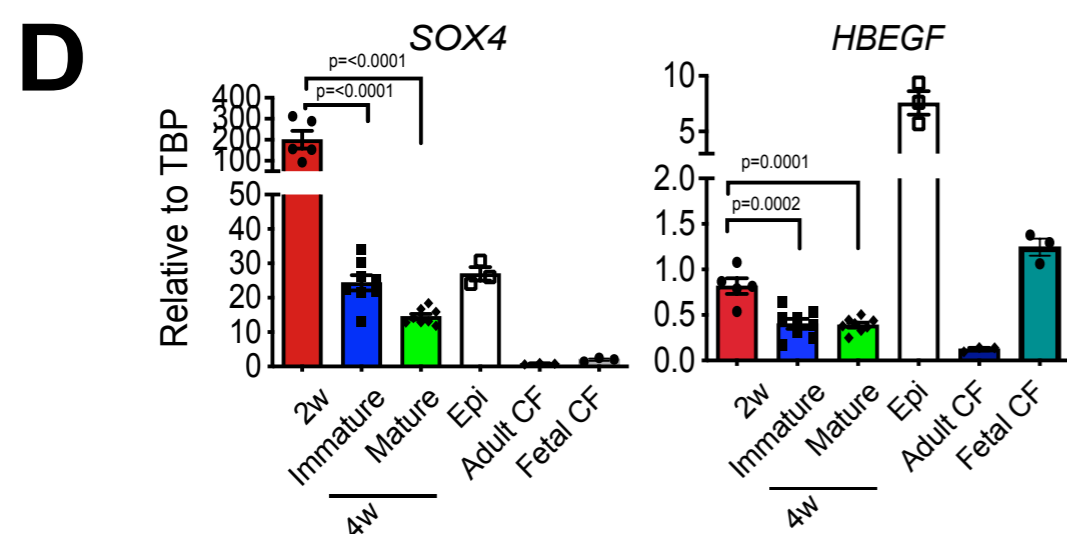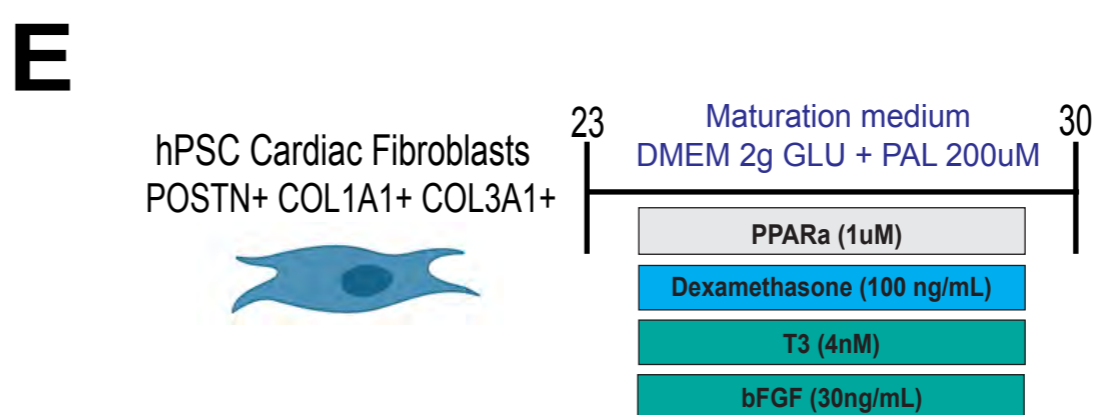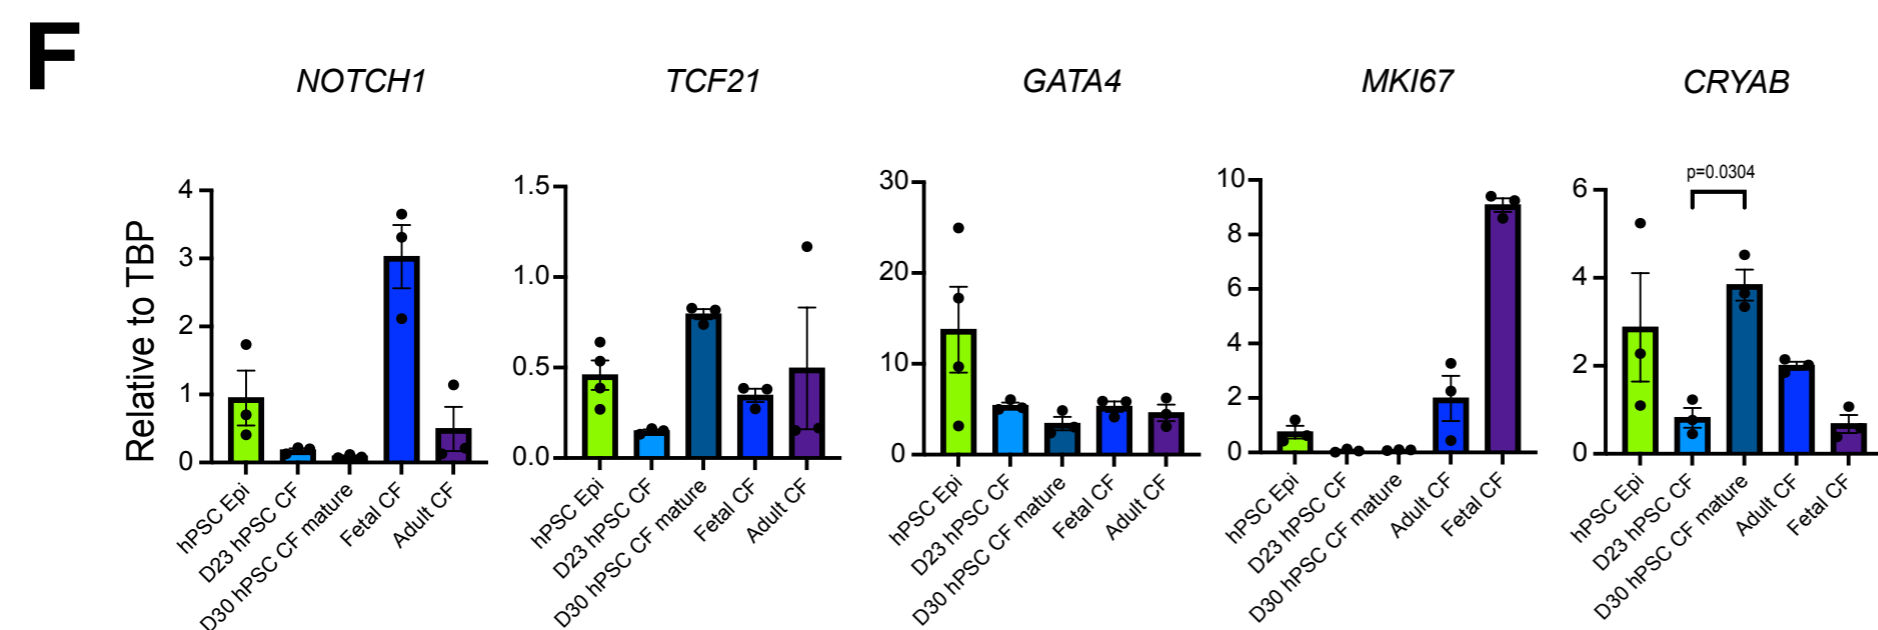

**Supplementary Figure 3. Metabolic maturation in cardiac organoids.** (A) Representative flow cytometry analysis of cTNT and MLC2v in RFP<sup>+</sup> sorted population in the cardiac organoids. (B) The method to measure sarcomere length in an image of cTNT staining. Sarcomere length was measured in an area with a white square by Image J. Scale bar; 10um. (C) RT-qPCR expression analyses of the sarcomere (*MYOZ2*, *MYOM3*, *DES*, *MYH7*, *MYH6*, *TNNI1*, *TNNI3*), Ca handling (*ATP2A2*, *HRC*), fatty acid oxidation (*CD36*, *FABP3*, *CPT1B*, *MLYCD*) and mitochondria (*CKMT2*, *COX7A1*, *MFN2*), Ion channel (*KCNK1*, *HCN2*, *KCND3*, *CACNA1C*, *KCNJ2*, *KCNH2*, *HCN4*) -related genes in FACS isolated cardiomyocyte from the immature and mature cardiac organoids and immature and mature ventricular cardiomyocyte aggregates (VCM Agg) (N=3 biologically independent samples). (D) RT-qPCR expression analyses of *SOX4* and *HBEGF* in FACS isolated CD90<sup>+</sup> cardiac fibroblasts populations from the immature and mature cardiac organoids (N=4 biologically independent samples). Adult and fetal CF was included as a reference (N=3 biologically independent samples each). epi: day15 epicardial cells prior to the initiation of coculture (N=3 biologically independent samples), CF: cardiac fibroblasts. (E) Protocol to culture directly differentiate hPSC-derived epicardial cells in the maturation media. (F) RT-qPCR expression analyses of indicated genes in the day23 CFs and day30 CFs cultured in the maturation media (N=3). Adult and fetal CF were included as a reference (N=3 biologically independent samples). epi: day15 epicardial cells (N=3 biologically independent samples), Statistical analysis was performed by one-way ANOVA with Tukey's multiple comparisons in (C) (D) (F). All error bars represent SEM. Created with BioRender.com

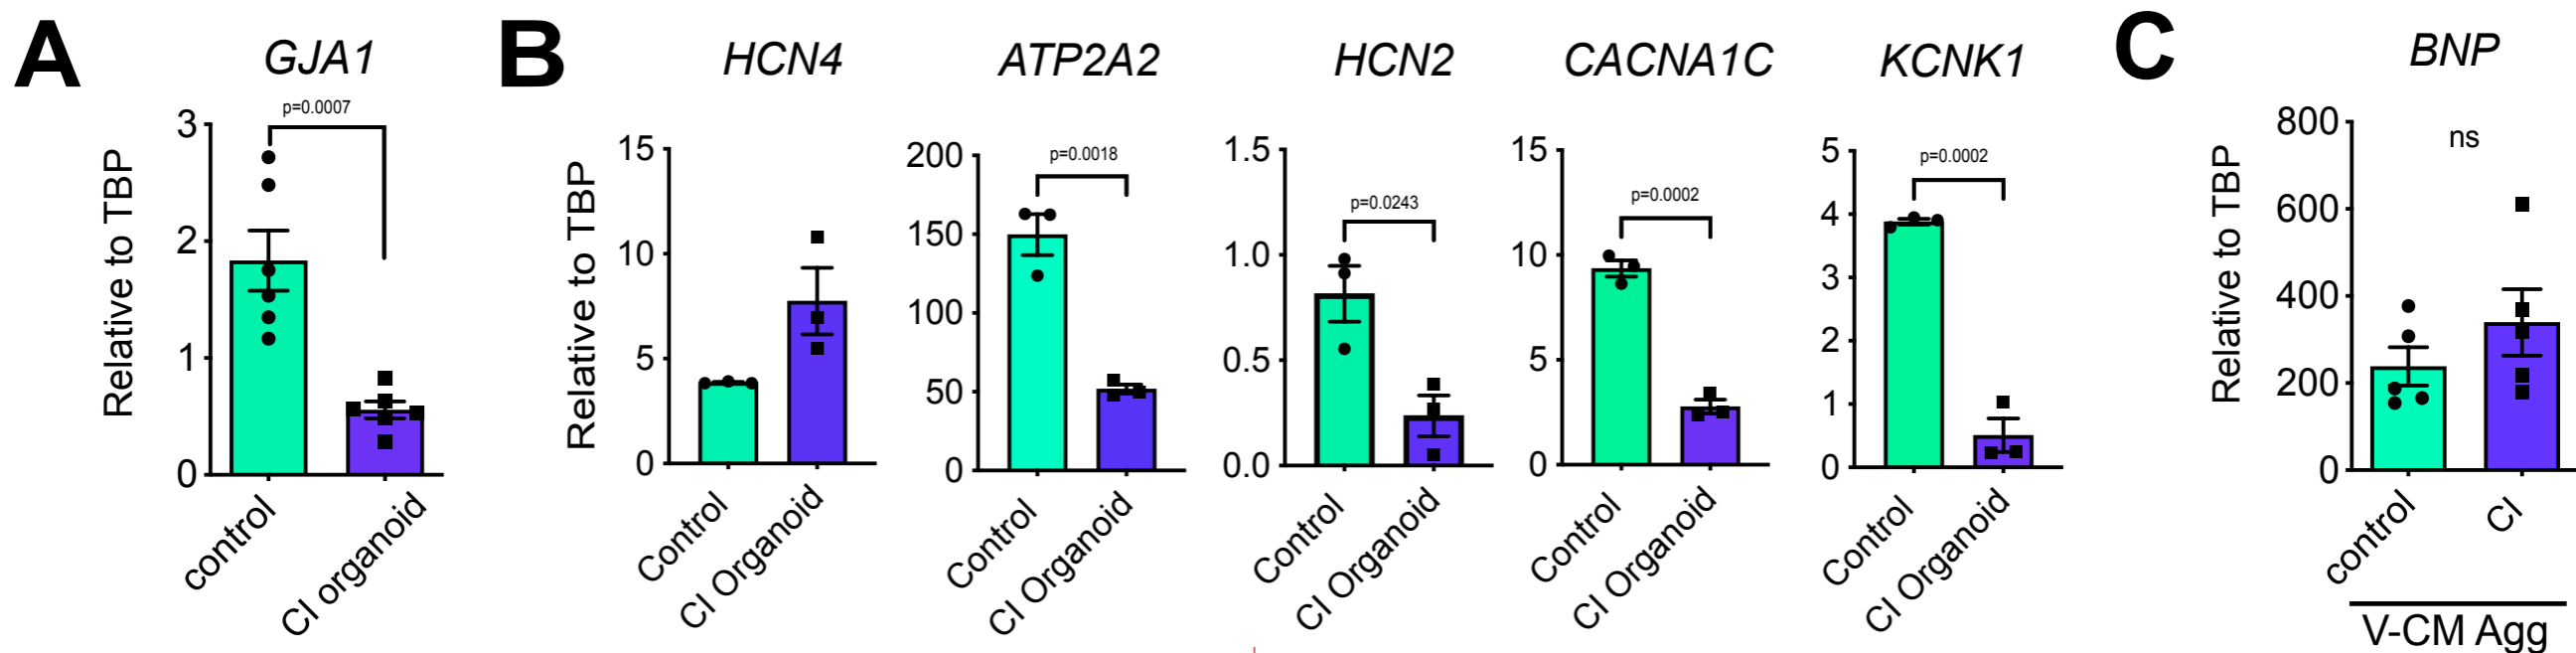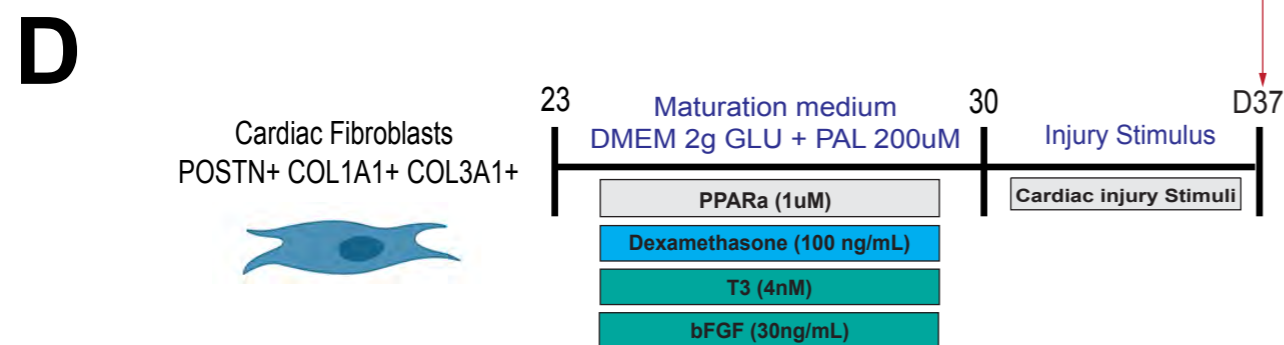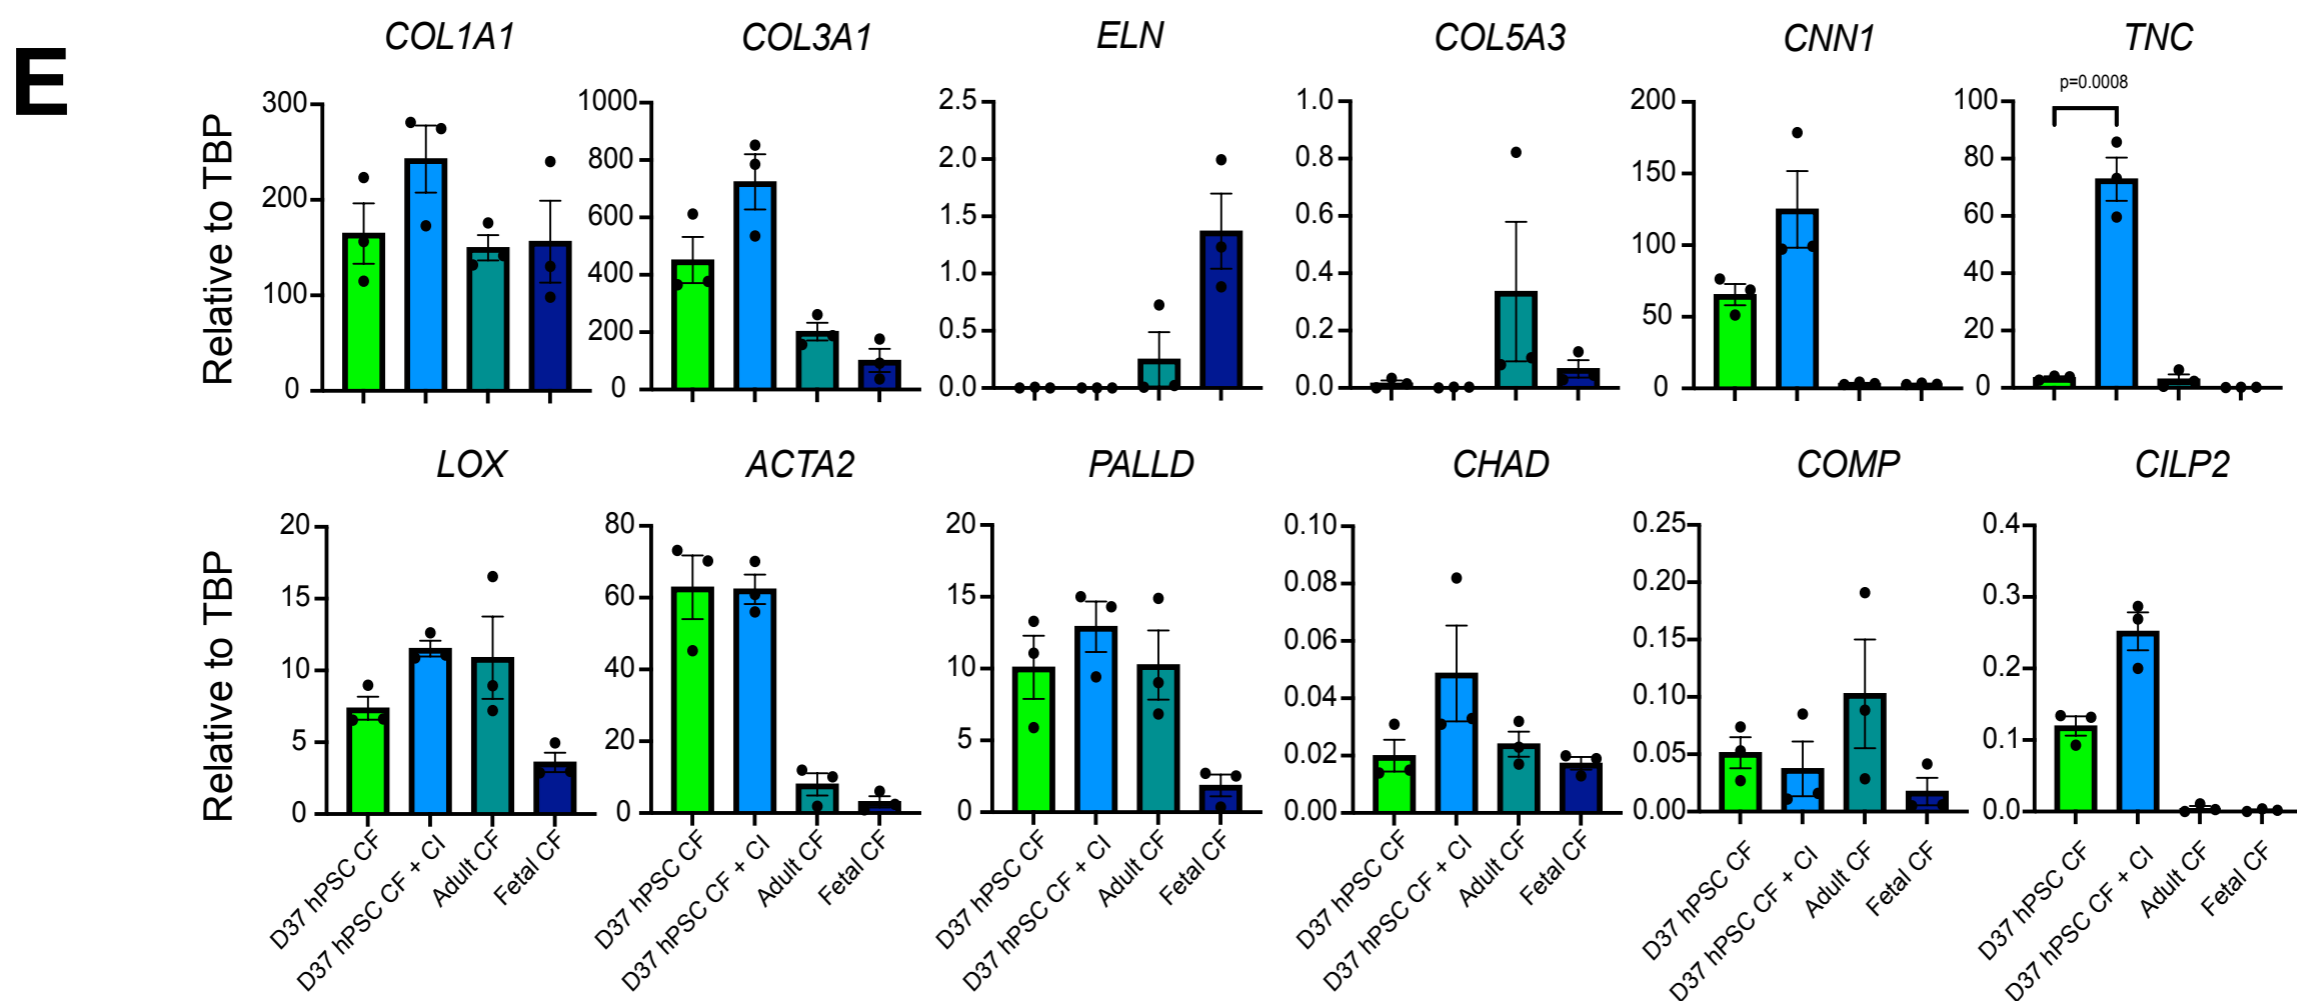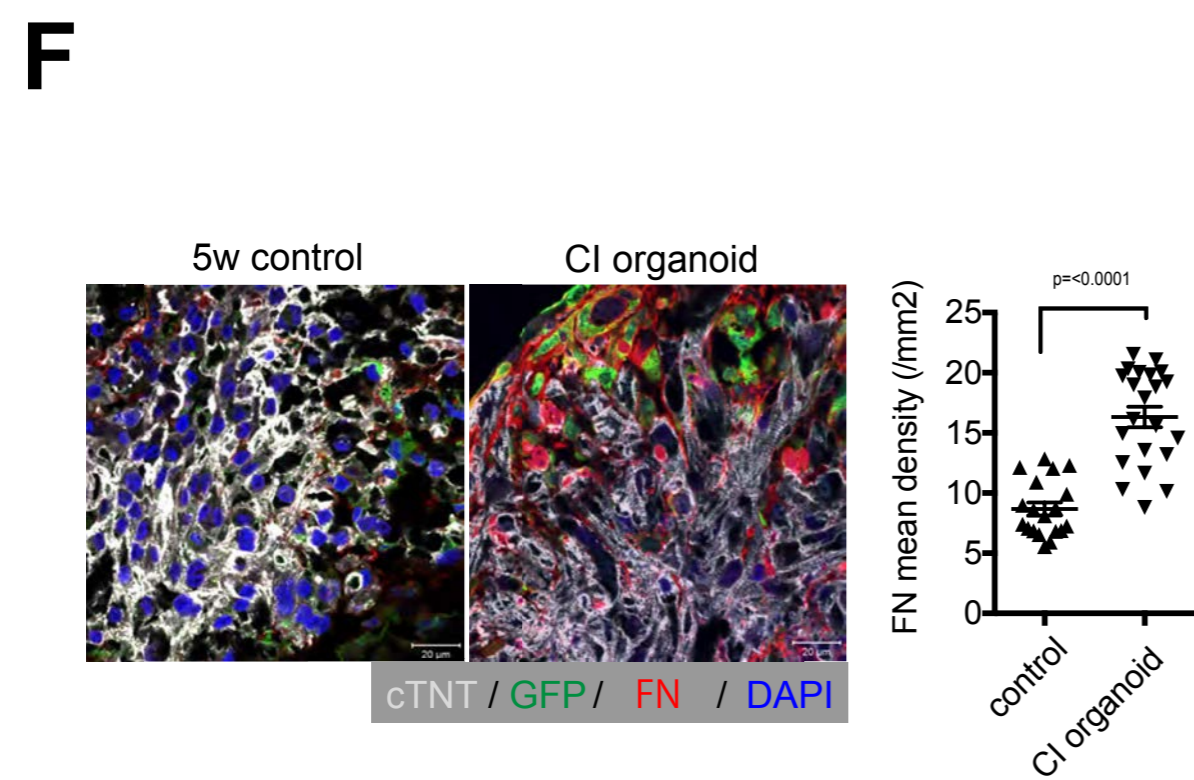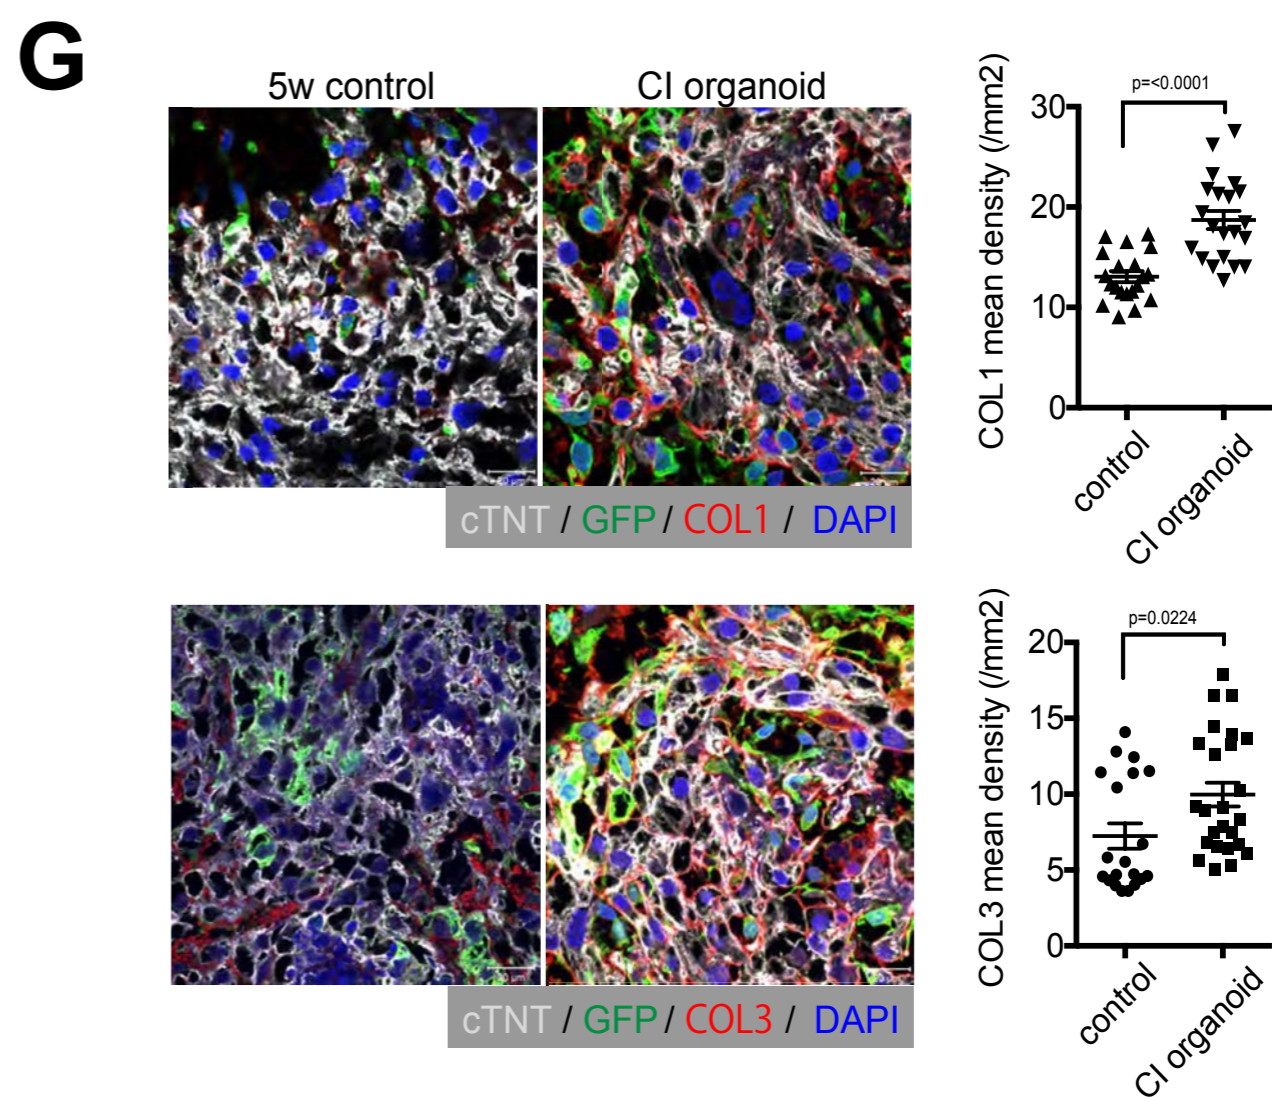

**Supplementary Figure 4. Modeling cardiac injury in cardiac organoids.** (A) RT-qPCR expression analyses of *GJAI* in the FACS isolated cardiomyocyte populations from the control and CI organoids (N=6 biologically independent samples). (B) RT-qPCR expression analyses of  $\text{Ca}^{2+}$  handling-related (*ATP2A2*) and ion channel-related (*HCN4*, *HCN2*, *CACNA1C*, *KCNK1*) in the FACS isolated cardiomyocyte populations from the control and CI organoids (N=3 biologically independent samples). (C) RT-qPCR expression analyses of heart failure marker (*BNP*) in the ventricular cardiomyocyte aggregates (V-CM-Agg) cultured as indicated (N=5 biologically independent samples). (D) Left; Representative immunostaining of fibronectin (FN) in the control and CI organoids at 5 weeks of culture. Scale bar; 20um. Right; Quantification of the FN density in the two organoid populations (N=19 biologically independent samples). (E) Upper left; Representative immunostaining of collagen type 1 (COL1) in the control and CI organoids at 5 weeks of culture. Scale bar; 20um. Upper right; Quantification of the COL1 density in the two organoid populations (N=20 biologically independent samples). Lower left; Representative immunostaining of collagen type 3 (COL3) in the control and CI organoids at 5 weeks of culture. Scale bar; 20um. Lower right; Quantification of the COL3 density in two organoid populations (N=20 biologically independent samples). (F) Protocol to expose the cardiac injury stimuli in directly differentiated CFs derived from hPSC-epicardial cells. (G) RT-qPCR expression analyses of extracellular matrix (*COL1A1*, *COL3A1*), cytoskeleton (*ACTA2*, *PALLD*, *CNN1*), fibrosis-related (*TNC*, *LOX*), and matrifibrocyte-related (*CHAD*, *COMP*, *CILP2*) genes in the indicated populations (N=3 biologically independent samples for matrifibrocyte genes, N=6 biologically independent samples for others). Adult and fetal CF RNA was included as a reference (N=3 biologically independent samples each). CI organoid: cardiac injury organoid. CF: cardiac fibroblasts. Statistical analysis was performed by two-sided unpaired t-test. All error bars represent SEM. Created with BioRender.com

**A**

Organoid: control fibroblasts

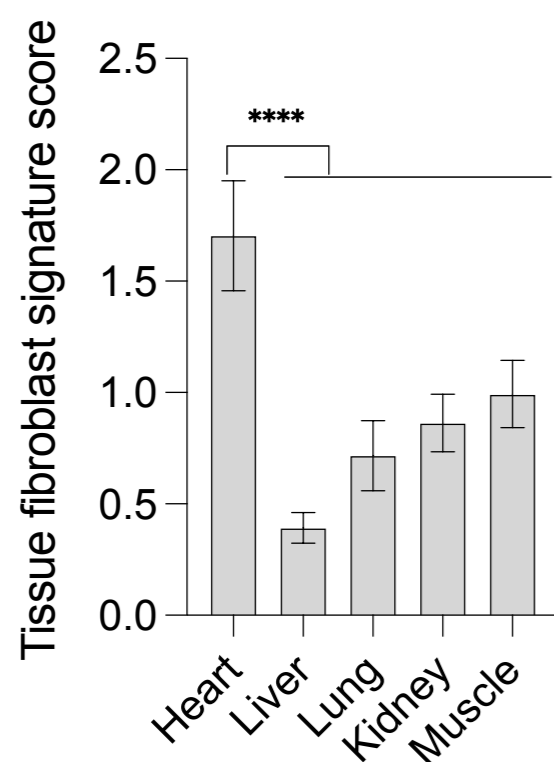

Signature from Cao et al.

**B**

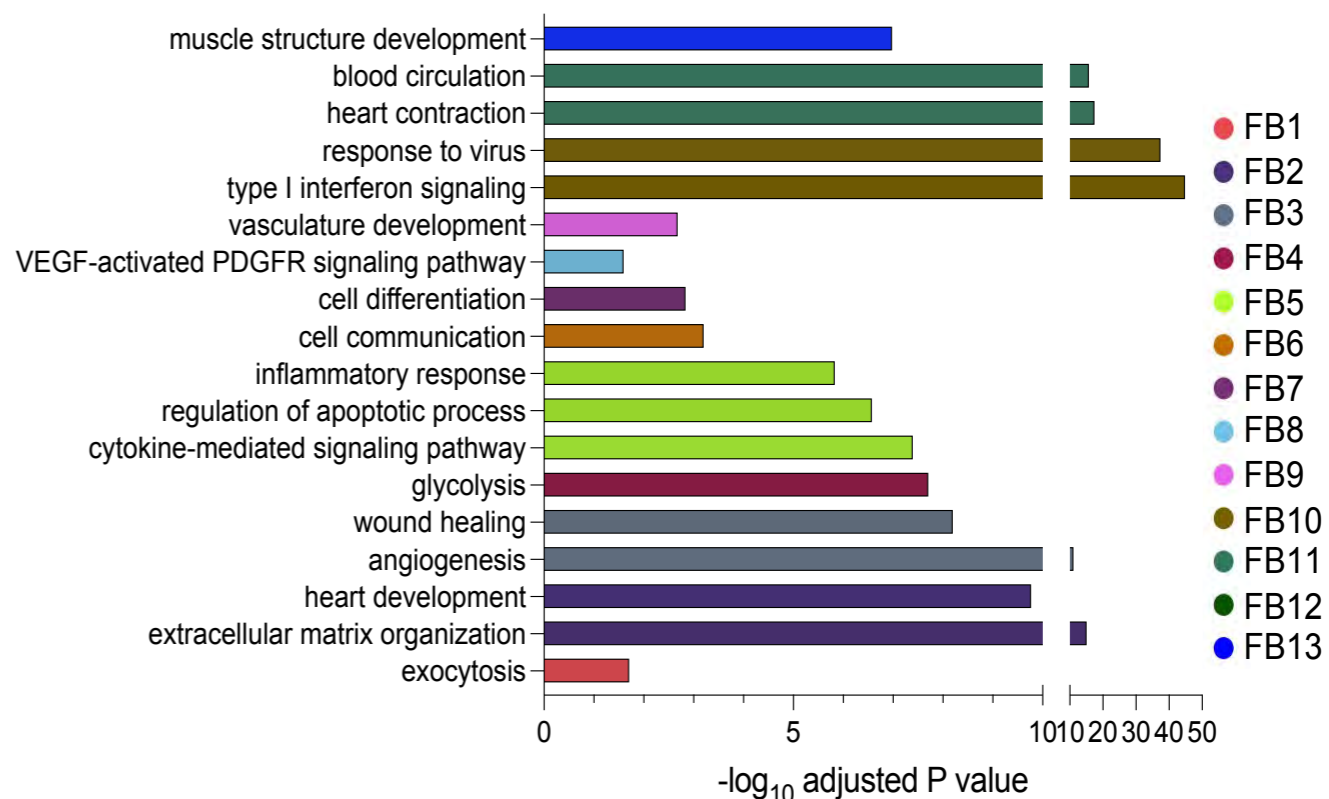

**C**

**In vivo:** control + human heart failure fibroblasts (Wang et al.)

**Organoid:** control + cardiac injury fibroblasts

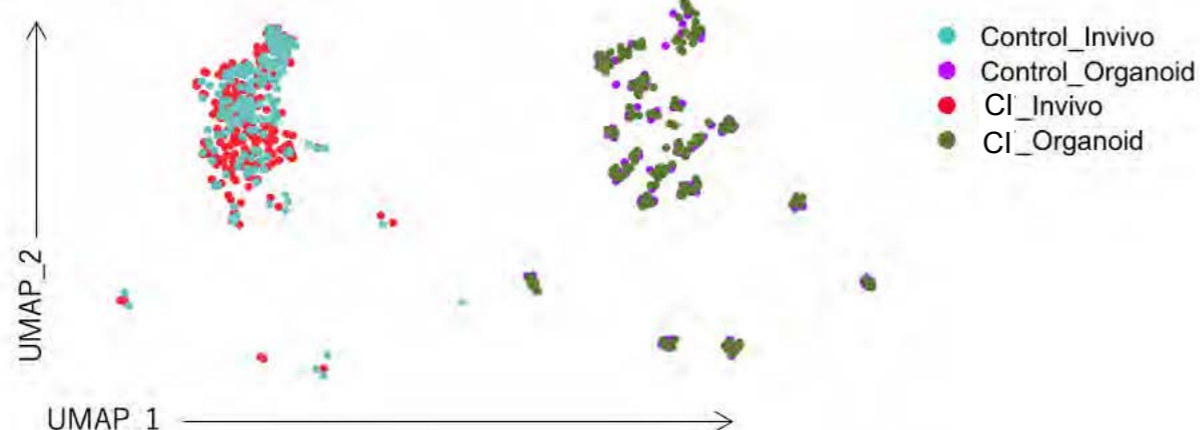

**D**

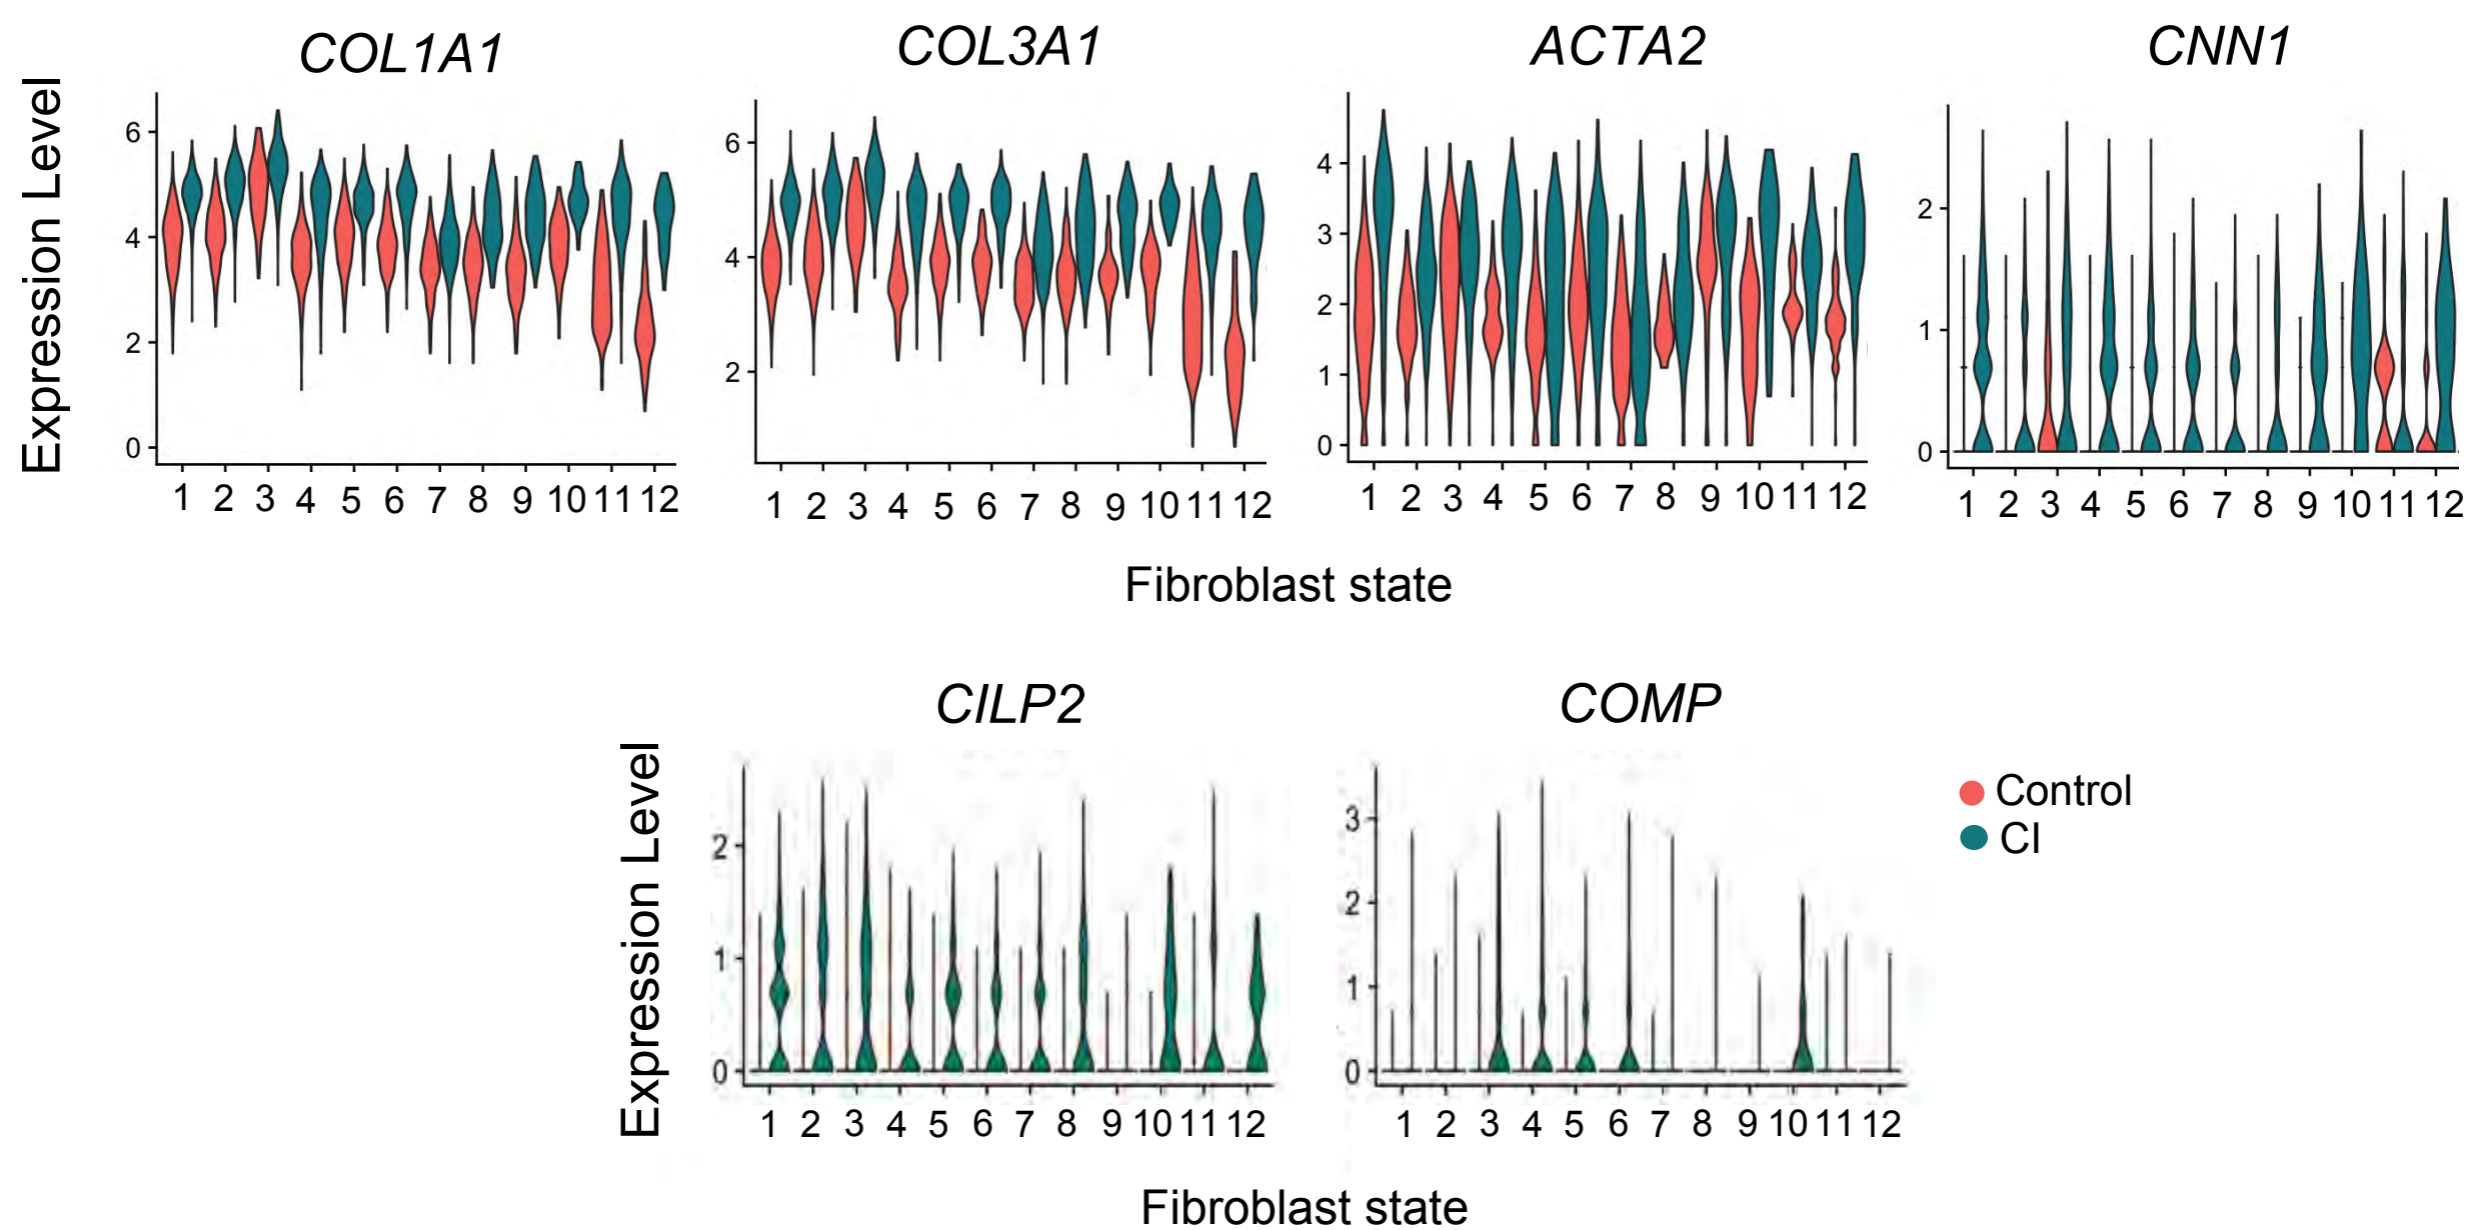

**Supplementary Figure 5. Single-cell RNA sequencing analyses of the cardiac organoids.** (A)

Flow chart of single-cell RNA sequencing sample workflow. RFP-positive and GFP-positive fractions of control and CI organoids were sorted and labelled individually using lipid-tagged antibodies, and subsequently pooled for sequencing using the 10x Genomics platform and MULTI-seq. Following sequencing, the data was demultiplexed to assign cells back to RFP or GFP fractions. (B) UMAP dimensionality reduction of total cells in control and CI samples split by RFP and GFP fractions. (C) UMAP plots showing expression of smooth muscle/pericyte and fibroblast-related genes (*RGS5*, *PDGFRB*, *ACTN1*, *CALD1*, *TPM2*, *COL1A1*, *COL3A1*, *FNI*, *POSTN*, *THY1*). (D) UMAP plots showing expression of adipocyte-related genes (*PPARG*, *KLF5*, *BMP2*, *CEBPA*, *CD24*, *DGAT2*). (E) Pathway enrichment analysis was performed for each cardiomyocyte cluster in Figure 5 (gProfiler, GO: Biological Processes). The top unique pathways in each cluster are displayed with their enrichment score ( $-\log_{10}$  of adjusted p-value). (F) Violin plots showing expression of *NPPA* and *NPPB* in each cardiomyocyte cluster in control and CI samples. (G) Integration analysis of cardiomyocyte population in control and CI organoid samples with cardiomyocytes from *in vivo* human coronary heart failure dataset (Wang *et al.*). Datasets were downsampled to 400 cells each to avoid biases associated with differential cell numbers. CM: cardiomyocyte, CI organoid: cardiac injury organoid.

**A**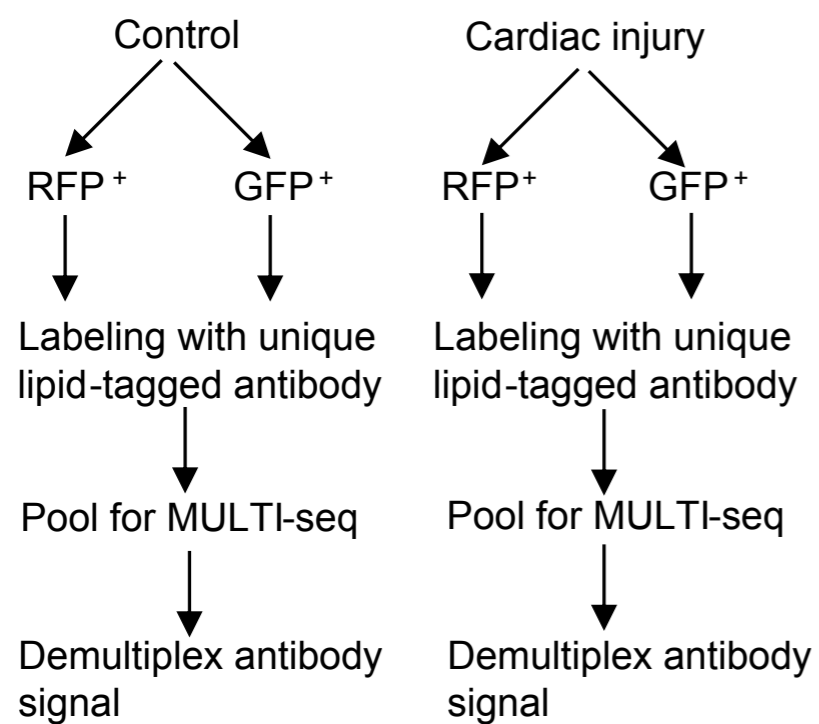**B**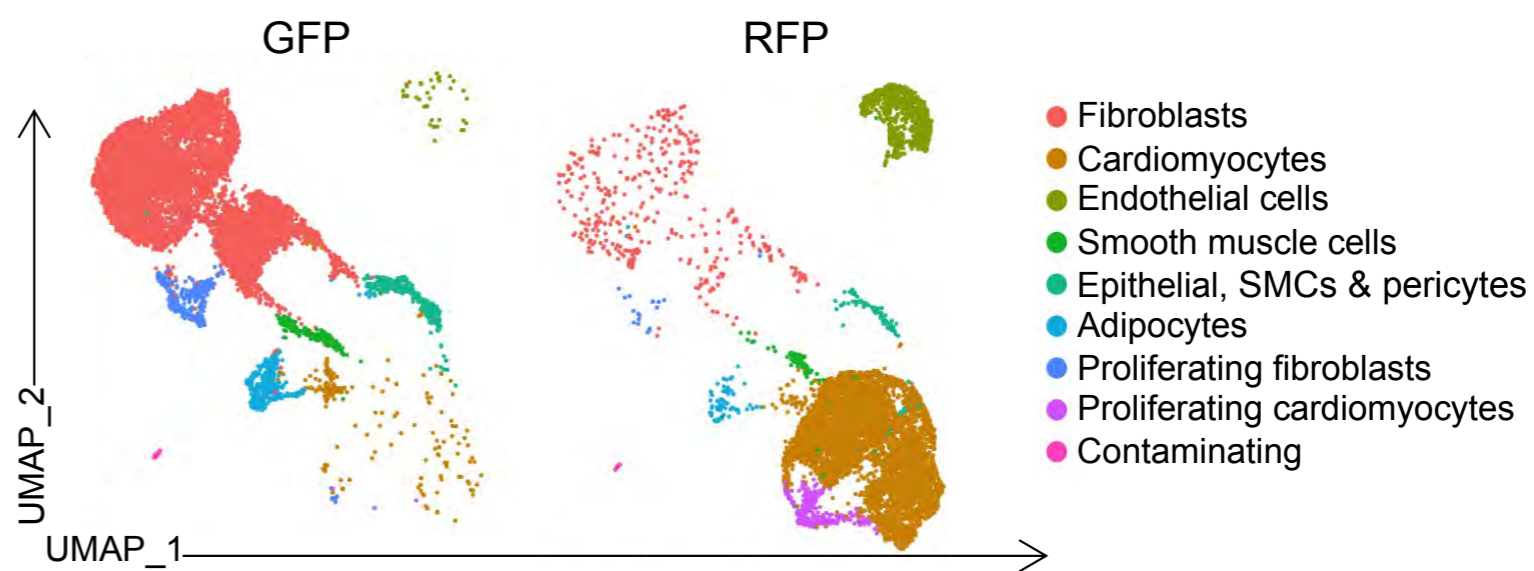**C**

Smooth Muscle/Pericyte

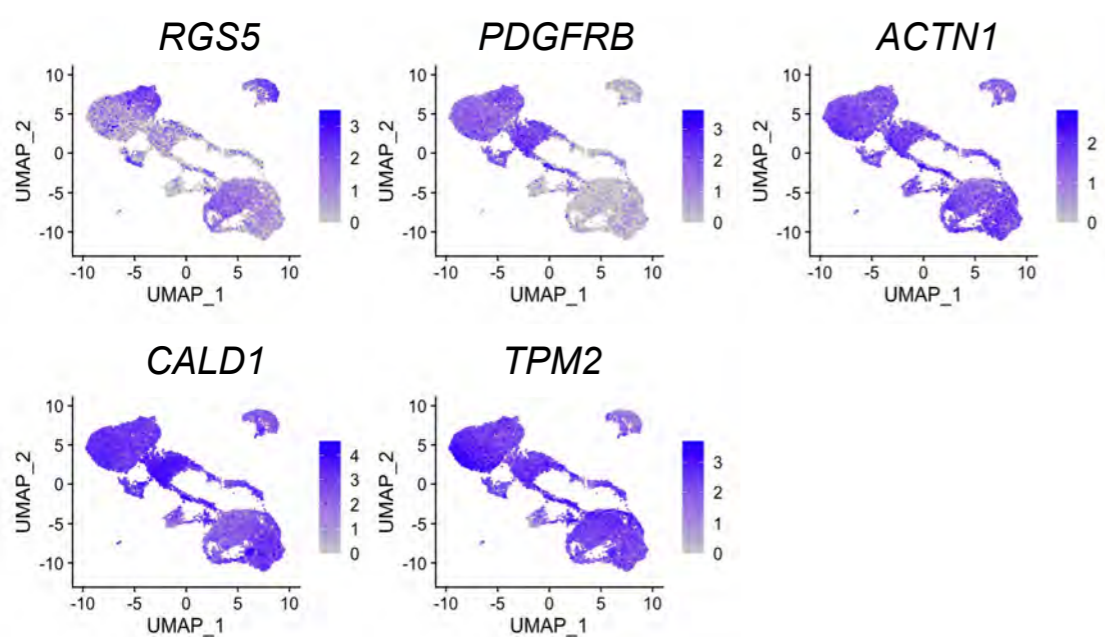

Cardiac Fibroblast

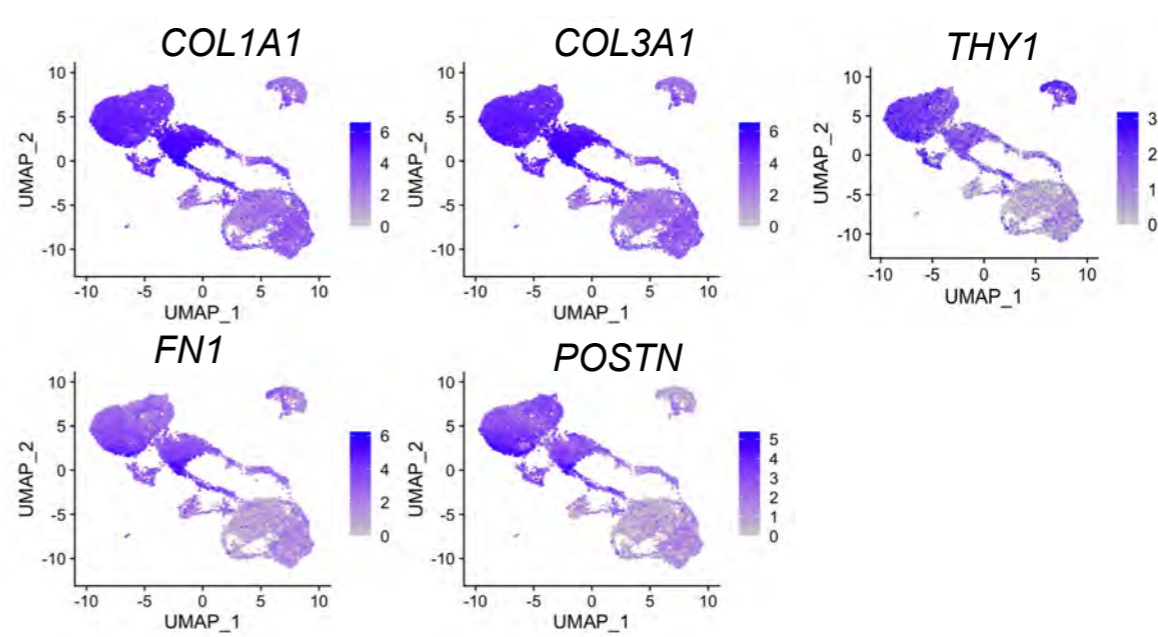**D**

Adipocyte

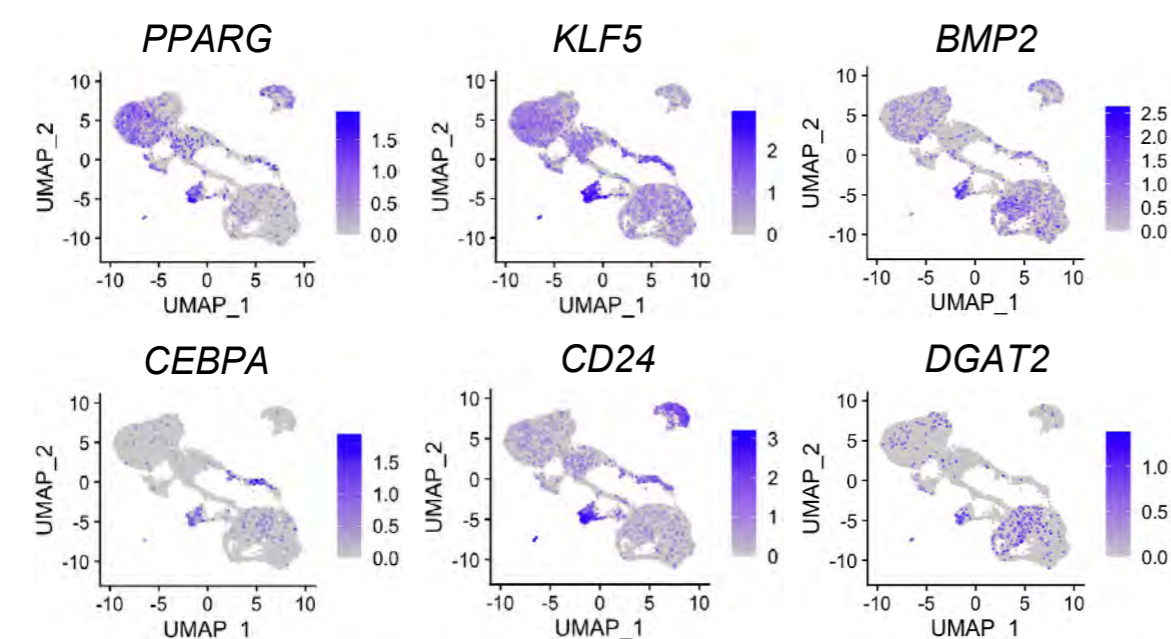**E**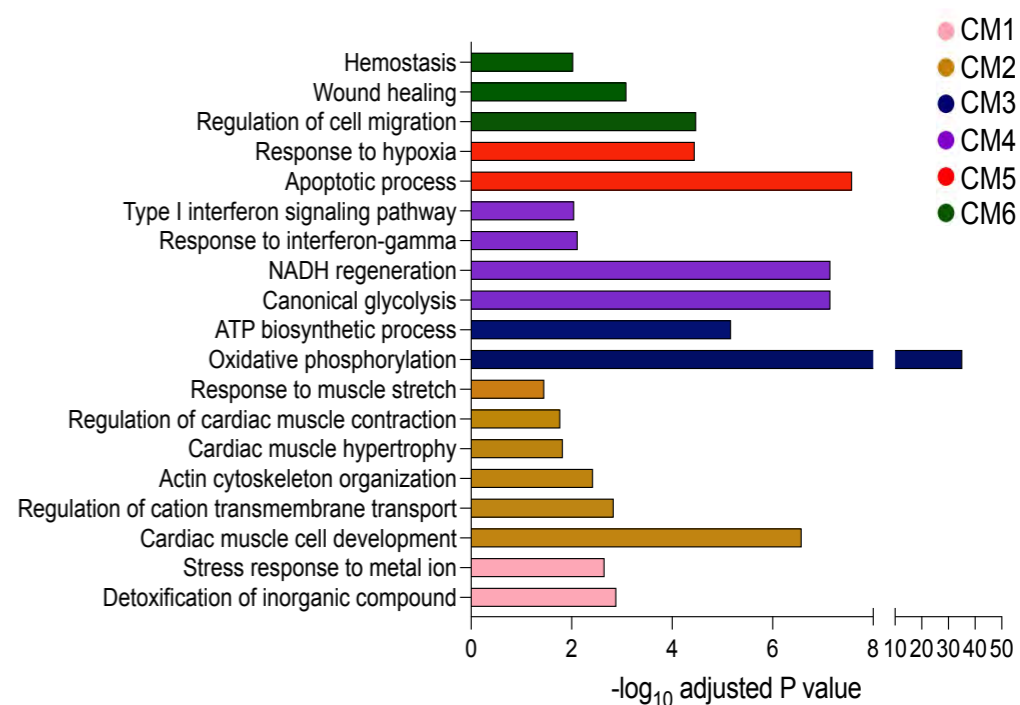**F**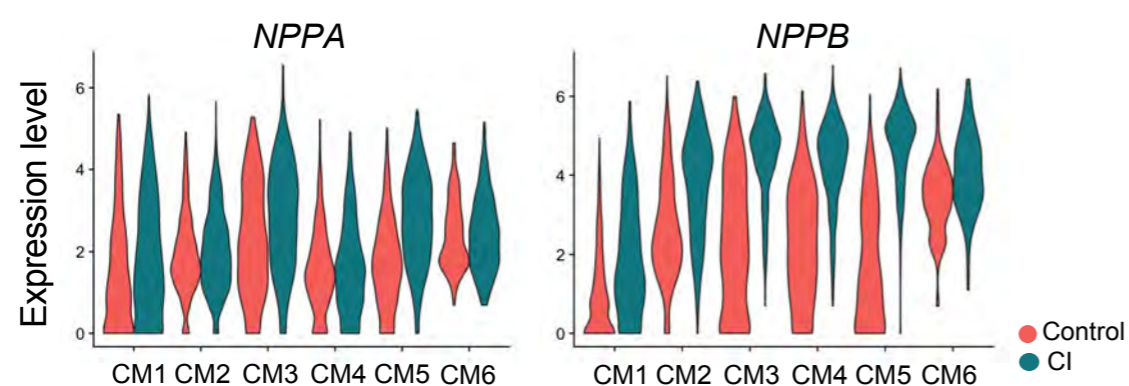**G**

**In vivo:** control + human heart failure cardiomyocytes (Wang *et al.*)

**Organoid:** control + cardiac injury cardiomyocytes

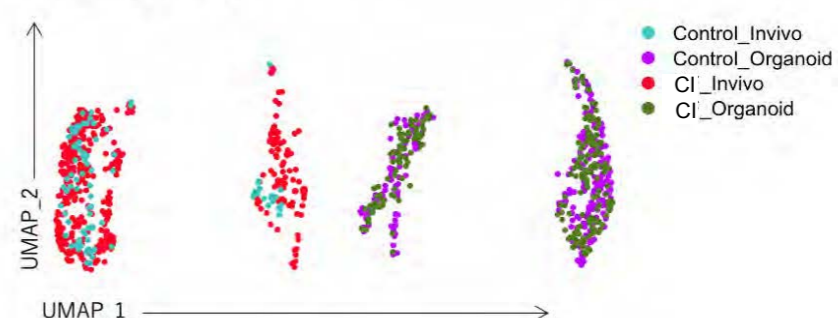

**Supplementary Figure 6. Molecular characterization of fibroblasts in the cardiac organoids.**

(A) Single-cell RNA sequence data of human fetal fibroblasts from 5 tissues (Cao *et al.*) were compared to identify tissue-specific fibroblast signatures. Each tissue-specific fibroblast signature was used to score control organoid fibroblasts. One-way ANOVA was performed for each tissue signature compared to the heart signature. (B) Pathway enrichment analysis was performed for each fibroblast cluster in Figure 6 (gProfiler, GO: Biological Processes). The top unique pathways in each cluster are displayed with their enrichment score ( $-\log_{10}$  of adjusted p-value). (C) Integration analysis of fibroblast population in control and CI organoid samples with fibroblasts from *in vivo* human coronary heart failure dataset (Wang *et al.*). Datasets were downsampled to 400 cells each to avoid biases associated with differential cell numbers. (D) Violin plots showing expression of fibrosis-related genes (*COL1A1*, *COL3A1*, *ACTA2*, *CNN1*, *CILP2*, *COMP*) in each fibroblast cluster in control and CI samples. FB: fibroblast, CI organoid: cardiac injury organoid.

**A**

WNTx fibroblast score  
Farbehi *et. al.*

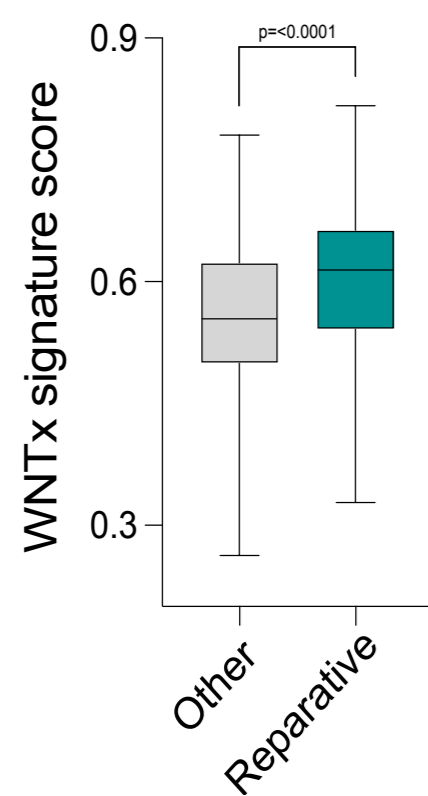**B**

Fibroblasts in mouse heart  
Farbehi *et. al.*

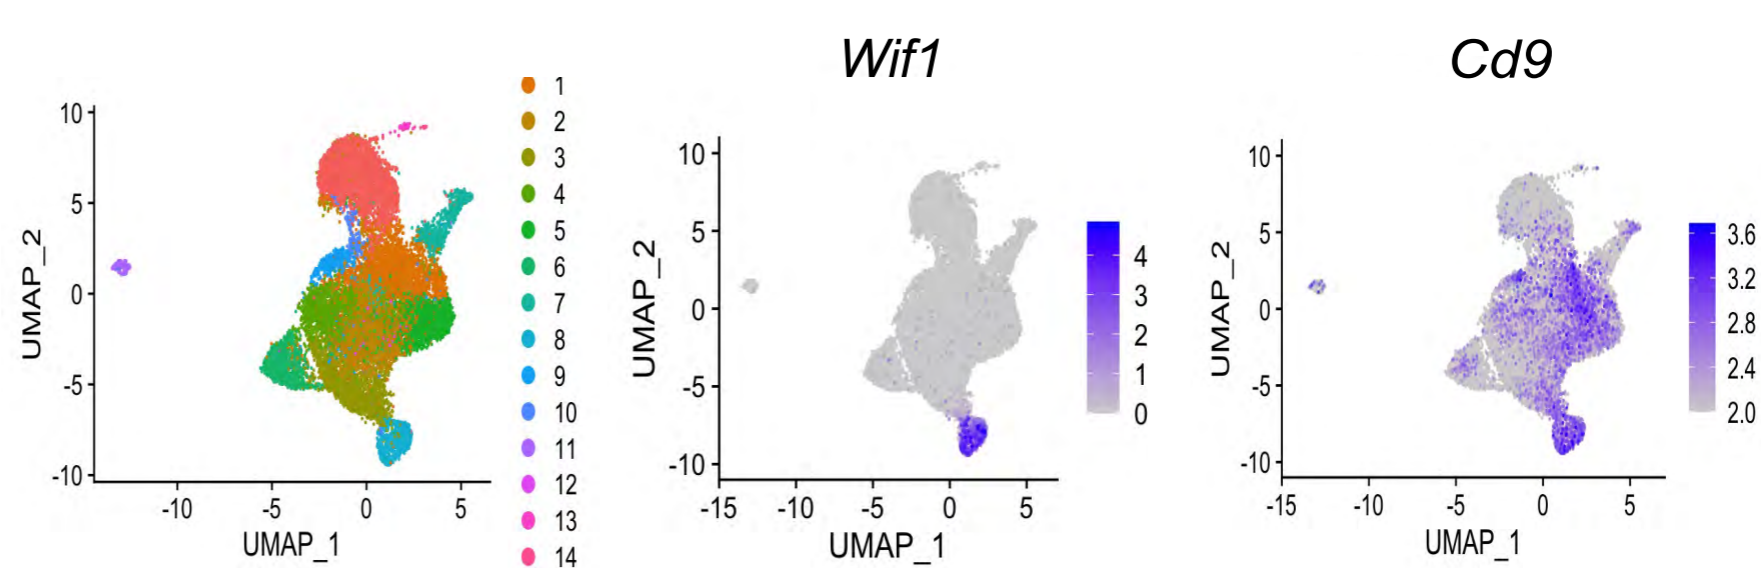**C**

Fibroblasts in mouse heart  
Ruiz Villalba *et. al.*

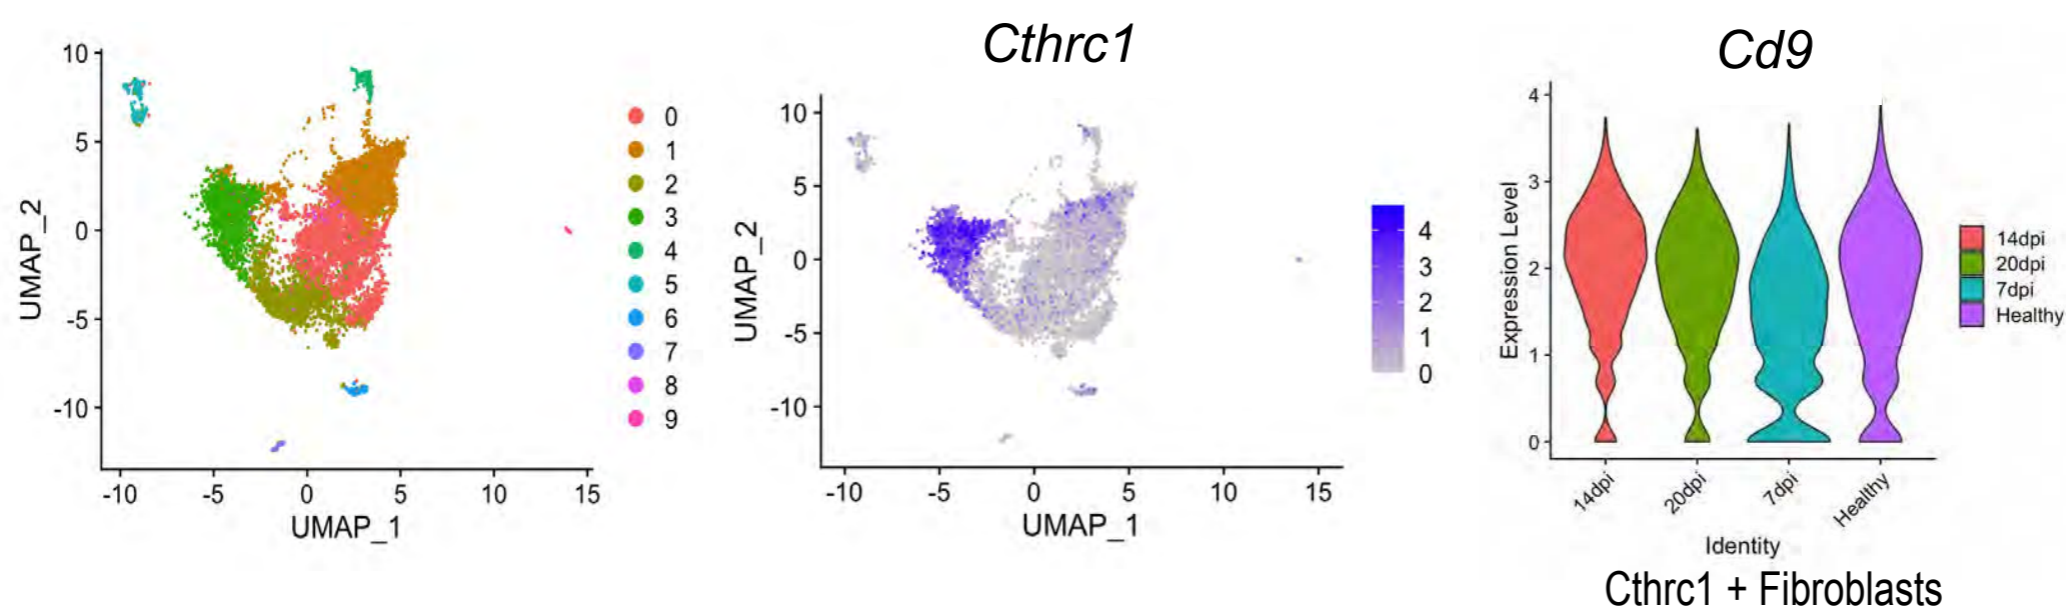

*Cthrc1* + Fibroblasts

**D**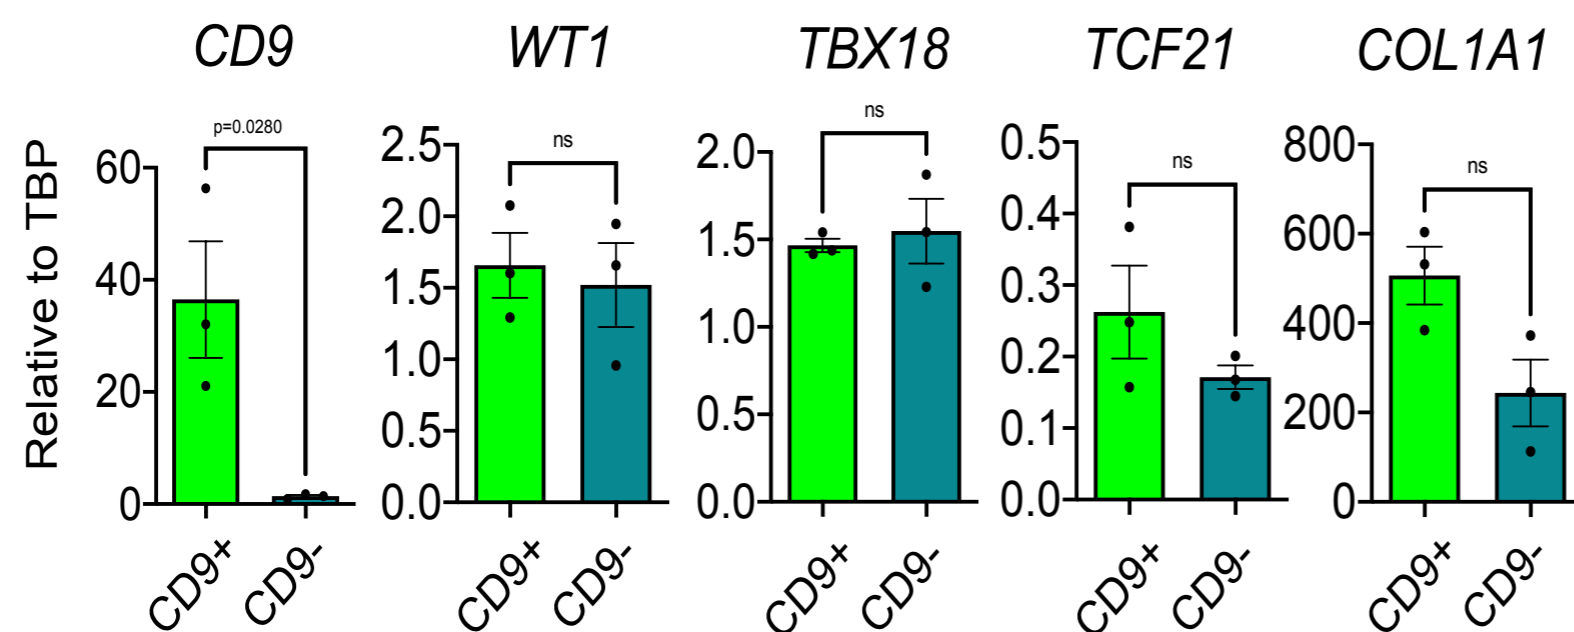

**Supplementary Figure 7. Identification of a CD9<sup>+</sup> reparative like fibroblast population (A)**

A signature for the WNTx fibroblast cluster defined by Farbehi *et al.* was generated by comparing the WTNx cluster to all other fibroblasts. “Reparative” and “other” fibroblasts from the CI organoids (see Figure 7) were scored with this signature. An unpaired t-test was performed to compare the two groups. (B) Clustering analysis of fibroblast populations and UMAP plots showing expression of *Wif1* and *Cd9* in mouse heart *in vivo* (Farber *et al.*) (C) Left; Clustering analysis of fibroblast populations and UMAP plots showing expression of *Cthrc1*. Right; Violin plots showing expression of *Cd9* in *Cthrc1*-positive fibroblasts at the indicated time points. All data are analyzed from the mouse heart dataset of Ruiz Villalba *et al.* (D) RT-qPCR expression analyses of indicated genes in the CD9<sup>+</sup> and CD9<sup>-</sup> cardiac fibroblast populations isolated from the CI organoids (N=3 biologically independent samples). CI organoid: cardiac injury organoid. Statistical analysis was performed by two-sided unpaired t-test.

**A**

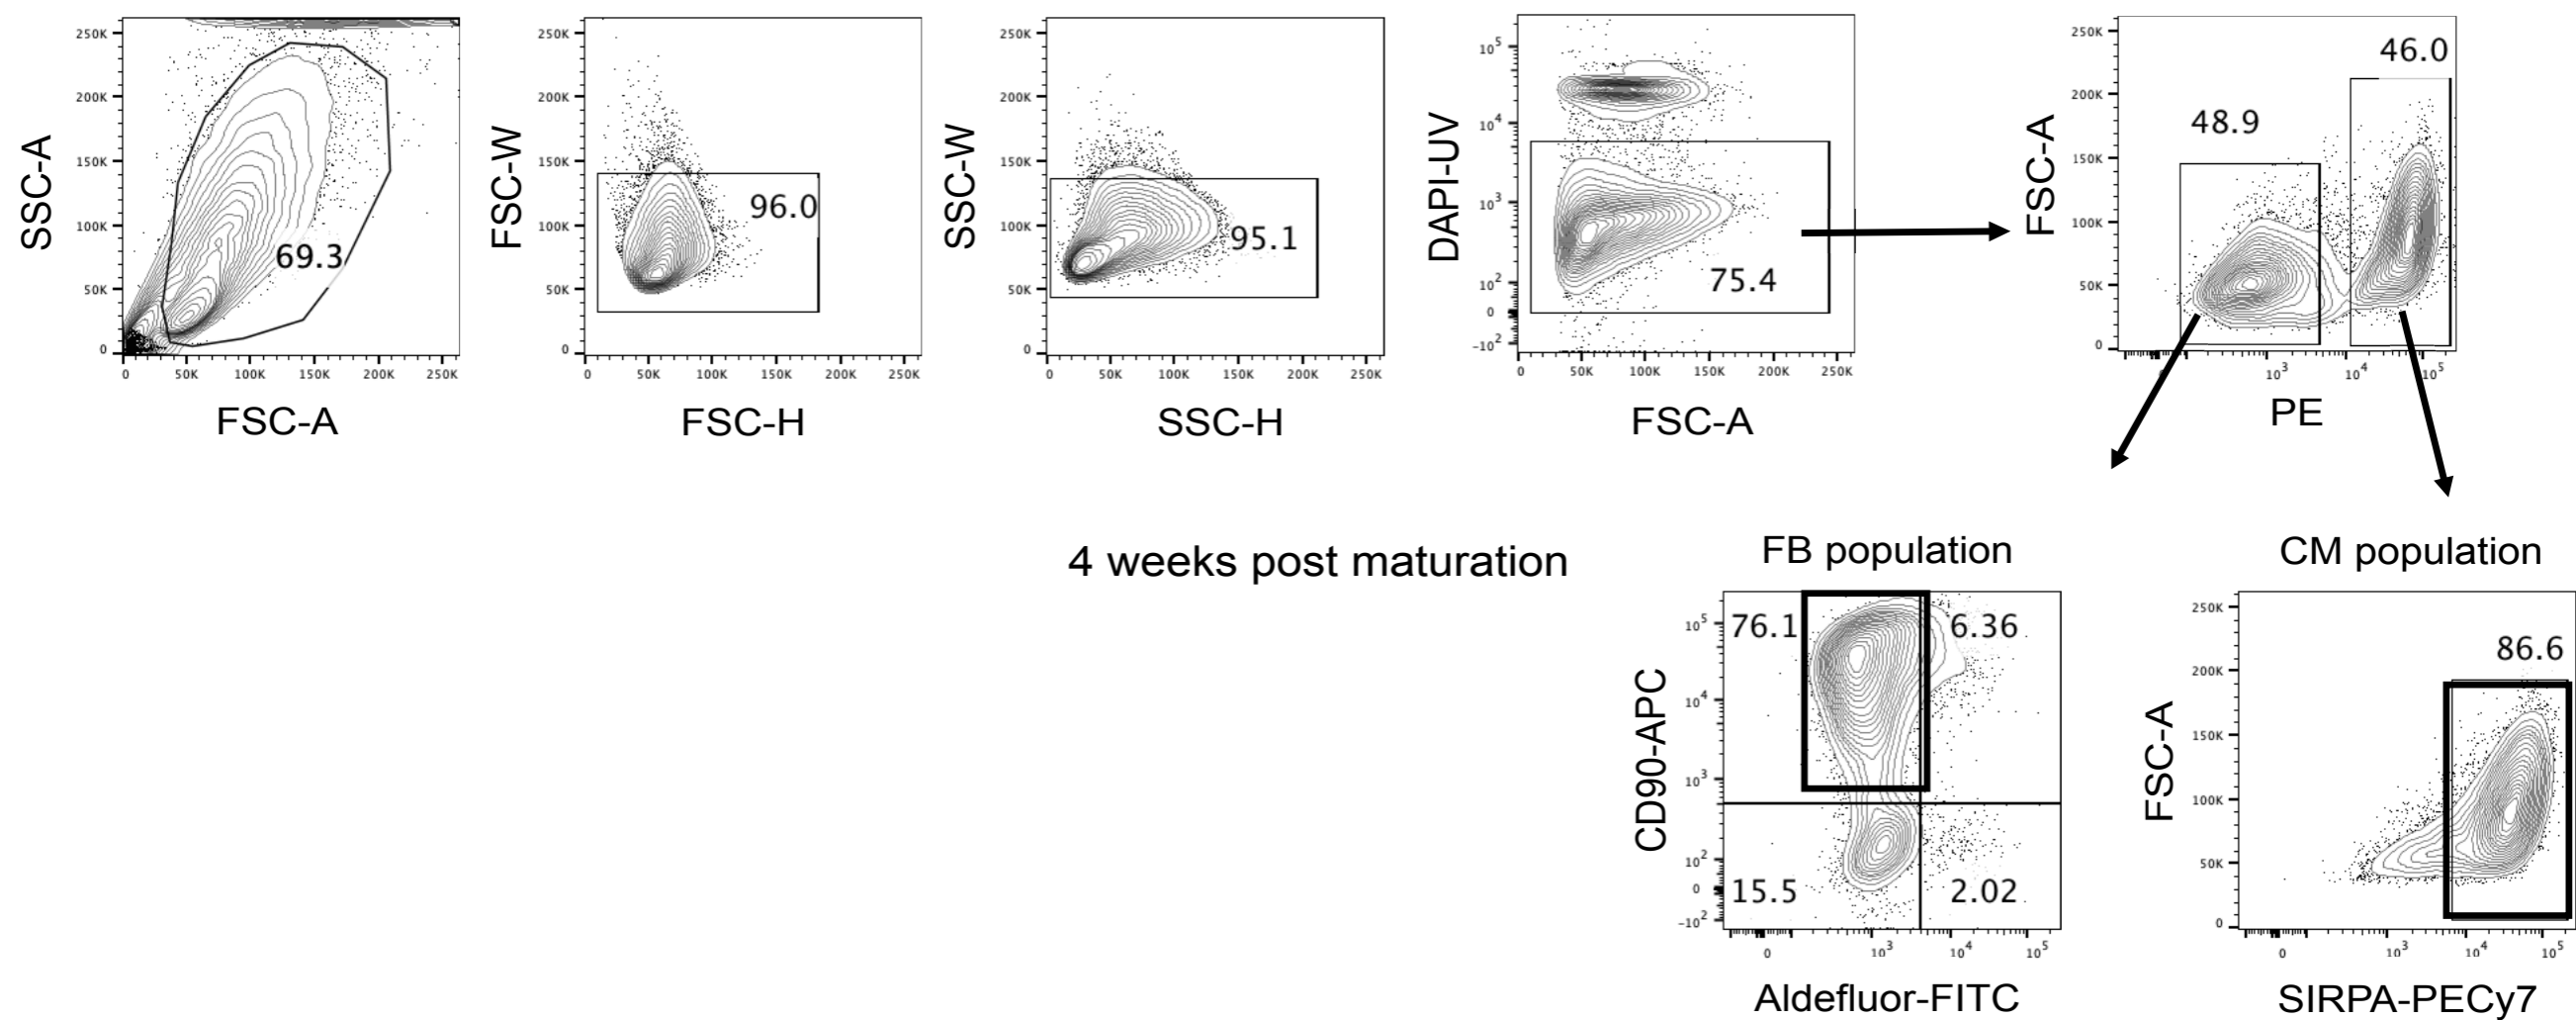

**B**

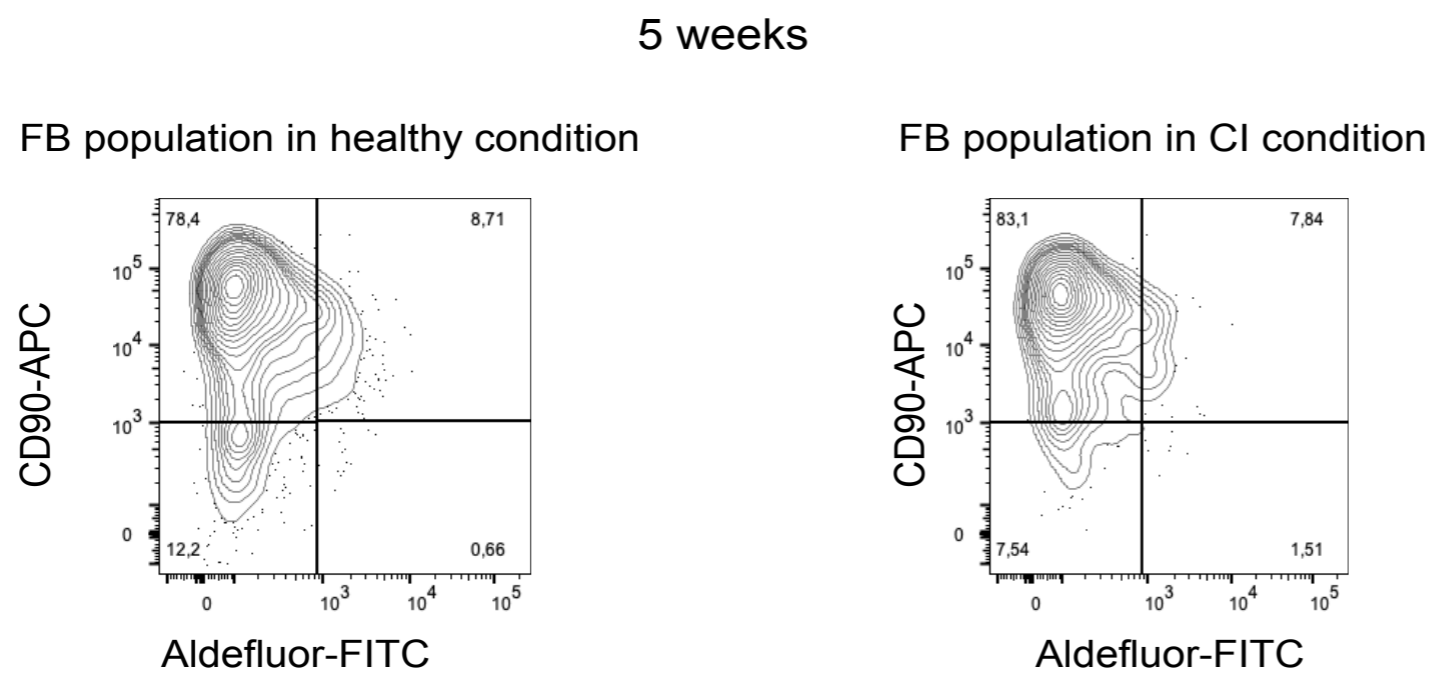

**C**

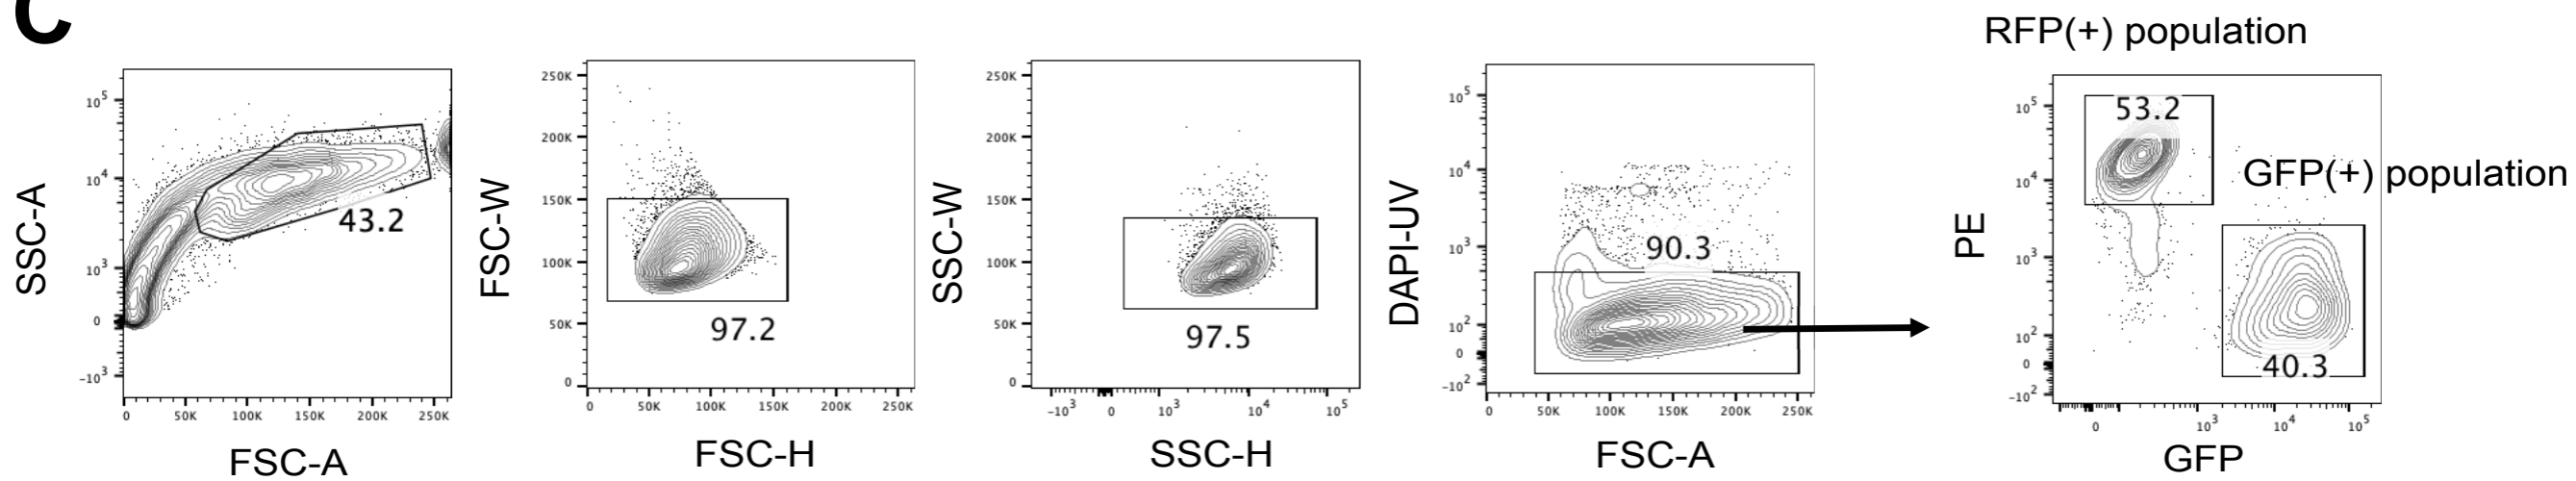

**Supplementary Figure 8. Gating strategy for flow-cytometric analysis.** (A) Gating strategy for sorting RFP(+) / SIRPA(+)-cardiomyocytes and CD90(+)-fibroblasts derived from epicardial cells in the cardiac organoid used in Figure 2-4 and Supplementary Figure 2-4. Representative flow cytometry result of CD90 and Aldefluor in EPDC population in the 4-week cardiac organoids are shown. (B) Representative flow cytometry analysis of CD90 and Aldefluor in EPDC population in the 5-week cardiac organoids with or without cardiac injury. (C) Gating strategy for sorting RFP-positive and GFP-positive fractions of the cardiac organoids for MULTI-seq shown in Figure 5, 6 and Supplementary Figure 5, 6.

# Supplementary material for: Modeling cardiac fibroblast heterogeneity from human pluripotent stem cell-derived epicardial cells
**Source:** Nat Commun. 2023 Dec 11;14:8183. doi: 10.1038/s41467-023-43312-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files:**

**Supplementary Data 1:** Differentially expressed genes in each cell type in the combined analysis of all cells in control and heart failure organoids.

**Supplementary Data 2:** Differentially expressed genes in CM6 heart failure vs control

**Supplementary Data 3:** Differentially expressed genes induced in HF vs control

**Supplementary Data 4:** Primer lists for RT-qPCR.

# Supplementary material for: Modeling cardiac fibroblast heterogeneity from human pluripotent stem cell-derived epicardial cells
**Source:** Nat Commun. 2023 Dec 11;14:8183. doi: 10.1038/s41467-023-43312-0
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Zen Blue 2.3 software (Carl Zeiss), Zen Black 2.3 software (Carl Zeiss), Seahorse XF24 analyzer and Wave software (2.6.1) (Agilent) FACS DIVA (8), CFX384 Touch real-time PCR detection system (Biorad), MetaMorph software (7.10) (Molecular devices), Zeiss LSM700 scRNAseq; 10X library prep chemistry was Chromium Single Cell 3'v3, sequenced on Illumina Nova seq 6000.

Data analysis

Images were analyzed using Zen Blue 3.5 software (Carl Zeiss), Zen Black 3.0 software (Carl Zeiss), and ImageJ (Fiji version) Software (1.52) (NIH).  
Graph and statistical analysis were generated using GraphPad Prism 9.0 (GraphPad Software).  
Flow cytometric data were analyzed using FlowJo 10.7 software (Tree Star).  
Seahorse data were analyzed using Seahorse Wave software (2.6.1) (Agilent).  
scRNAseq analysis was done using R (version 3.6), Seurat (4.3.0) Harmony R (v3)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data that support the findings in this study are available within the article and its Supplementary Information files, and from the corresponding author upon request. Raw scRNAseq data generated in this study has been deposited at the GEO database under accession code: GSE221500; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221500>.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                |
|--------------------------------------------------------------------|----------------|
| Reporting on sex and gender                                        | Not applicable |
| Reporting on race, ethnicity, or other socially relevant groupings | Not applicable |
| Population characteristics                                         | Not applicable |
| Recruitment                                                        | Not applicable |
| Ethics oversight                                                   | Not applicable |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed in in vitro experiment. We chose the corresponding sample size based on the literature which was sufficient to analyze significance between groups.                                                                                                        |
| Data exclusions | No samples were excluded from the analysis.                                                                                                                                                                                                                                                         |
| Replication     | All data were generated from more than 3 independent experiments and number of reproductions for each experimental finding is described in each figure legend.                                                                                                                                      |
| Randomization   | N/A                                                                                                                                                                                                                                                                                                 |
| Blinding        | For RNA sequencing, blinding was not necessary because data was analyzed based on unbiased clustering. The design of other experiments did not require blinding as the outcome was not dependent on the judgement of the investigator and could not be influenced by prior knowledge of the groups. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>anti-SIRPa-PeCy7 (Biolegend#323807, clone SE5A5) anti-cardiac isoform of cTNT (ThermoFisher Scientific #MA5--12960, clone 13-11), anti-myosin light chain 2 (Abcam #79935 polyclonal) anti-CD90-APC (BD PharMingen #559869, clone 5E10), anti-FN1 (Abcam #2413), anti-COL1 (Abcam #34710), anti-COL3 (Abcam #7778), anti-CD9-FITC (Abcam #18241), anti-MYH11 (Abcam #133567), anti-WT1 (Abcam #89901), anti-GFP (Rockland #60010215), Cx43 (Abcam #11370)</p> <p>goat anti-mouse IgG-APC (BD PharMingen #550826, polyclonal), donkey anti-rabbit IgG-PE (Jackson ImmunoResearch #711-116-152, polyclonal), donkey anti-mouse IgG-Alexa488 (ThermoFisher #R37114, polyclonal), donkey anti-rabbit IgG-Alexa555 (ThermoFisher #31572, polyclonal), donkey anti-rabbit IgG-Alexa488 (ThermoFisher #R37118, polyclonal), donkey anti-mouse IgG-Alexa555 (ThermoFisher #A31570, polyclonal) Aldefluor kit (Stem Cell Technologies #10700)</p> |
| Validation      | <p>Validation from supplier website. Antibodies were validated to react with human proteins by flow cytometric analysis. anti-SIRPA-PeCy7, anti-CD90-APC, CD9-FITC</p> <p>Validation from supplier website. Antibodies were validated to react with human proteins by immunohistochemical analysis rabbit anti-human cTNT, rabbit anti-CX43, anti-FN1, anti-COL1, anti-COL3, anti-GFP, anti-WT1, anti-MYH11</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                    |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | HES2 (WiCell) , HES2-RFP/GFP (Irion et al., 2007), human cardiac fibroblast (Lonza, #CC-2904; Promocell, #C-14036) |
| Authentication                                                    | Cells were authenticated based on their morphology, growth condition and specific gene expression.                 |
| Mycoplasma contamination                                          | Cell lines were tested negative for mycoplasma contamination.                                                      |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study.                                                       |

## Plants

|                       |                |
|-----------------------|----------------|
| Seed stocks           | Not applicable |
| Novel plant genotypes | Not applicable |
| Authentication        | Not applicable |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

The EBs were dissociated by incubation in Collagenase type 2 (0.5mg/ml) in HANKs buffer overnight at room temperature followed by TrypLE for 5 mins at 37 C. For cell-surface marker analyses, cells were stained for 30 min at 4 C in FACS buffer consisting of PBS with 5% fetal calf serum (FCS) and 0.02% sodium azide. For intracellular staining, cells were fixed for 20mins at 4 C with 4% PFA in PBS followed by permeabilization using 90% methanol for 20 mins at 4 C. Cells were washed with PBS containing 5% FCS and stained with unconjugated primary antibodies in FACS buffer overnight at 4 C. Stained cells were washed with PBS with 5% FCS and stained with secondary antibodies in FACS buffer for 30 mins at 4 C.

Instrument

LSR II Flow cytometer or LSRFortessa (BD) was used for analysis. For the sample preparation for scRNAseq, DAPI(-) live cells were sorted using FACSARIA RITT (BD).

Software

FACS DIVA was used for data collection, and FlowJo v10 was used for data analysis.

Cell population abundance

100,000

Gating strategy

Cells were first gated based on light scatter properties based on cell size (FSC-A) and granularity (SSC-A), and width parameter on forward scatter was used to gate out doublets. Negative cells were gated based on secondary only staining control. Cells stained with SIRPA, CD90, CD9 or ALDH were classified based on unstained negative cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

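The samples were 1 library of control cardiac organoids and 1 library of CI organoids, each after 5 weeks of culture. The authors prepared single-cell libraries with the 10x Genomics 3' chemistry, aligned the reads with STAR in Cell Ranger and counted UMIs per gene and droplet. The deposited values are these counts, as whole numbers without normalization, for 36603 features (36601 Ensembl genes and the transgenes eGFP and RFP). For each library, the authors deposited the counts of the droplets called as cells and those of all droplets, and the counts of called droplets were checked to be the same in both. The genome build is not stated in the paper's text, and no coordinates were used. The MULTI-seq tags, by which the study assigned cells to the RFP or GFP fraction and removed doublets and contaminating fibroblasts, were not used here. The paper states that single-cell data came from several independent experiments, and how the cells divide among them was not analysed here, so each condition counts as 1 sample.

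Droplets with fewer than 200 or more than 6000 genes, or more than 40% mitochondrial UMIs, were removed as in the paper's methods. The number over the limit on mitochondrial UMIs was 1399 in control and 227 in CI, and the number over the limit on genes was 202 and 461. A limit of 30% on UMIs of 41 dissociation genes, a list written by hand, removed 0 droplets in either library. Scrublet scores from scanpy then marked 909 control and 1377 CI droplets (8.53% and 10.5% of those called). Genes counted in at least 3 cells were kept, counts were normalized per cell and logged, and 3000 variable genes gave 30 principal components, 15 neighbours per cell and Leiden clusters at resolution 0.6. The study used SCTransform and Harmony, and Harmony was not used here. Clusters were named by the mean z-score of fixed marker genes over log2(CPM + 10), with a score of at least 0.5, a margin of 0.35 over the next cell type and 3 markers with at least 20 UMIs. A cluster of cells with few UMIs and none of its markers among its top 10 genes stayed unnamed. The marker genes were fixed before the data were examined, as were the gene lists other than the intestine list, the assignment of states, and all alternatives other than those named as added. The score and the margin were set after the scores were seen.

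For cardiomyocytes and fibroblasts, UMIs were summed over the cells of the type in each library and scaled to the total of the type. The sums rest on 39634502 and 38544654 UMIs in cardiomyocytes (control and CI) and on 19728720 and 63111083 UMIs in fibroblasts, so that control fibroblasts set the precision for fibroblast genes. A log2 ratio was given with the exact interval for a ratio of Poisson counts. A list was summarized by the median over its genes with at least 20 UMIs, with an interval from 2000 Poisson resamples and its percentile among 10000 random lists, each gene drawn from the 50 nearest in mean expression. Lists for glycolysis, response to hypoxia, T-tubule organization, oxidative phosphorylation, fatty acid beta-oxidation, maturation, collagens and angiogenesis were written by hand, because no ontology was at hand. Those for fibrosis and proteoglycans hold the genes that the paper names. Cell states came from the gene lists of Supplementary Data 2 and 3. A cell got the state with the highest standardized mean z-score, after removal of the genes that differ by 1.5-fold or more between the libraries. For the maturation comparison, the full lists without the maturation genes were used. Genes named in the text are those the paper names and, by a fixed rule, the 5 genes with the largest log2 ratio in each direction among genes with at least 500 UMIs and the same direction in every state with at least 50 UMIs of the gene. Other genes named, such as the marker genes, the leading genes of clusters and the members of a list with its highest or lowest values, fall outside this rule, and the last 2 kinds were chosen after their values were seen. Not every gene that this rule selects is reported here.

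No p-value was computed, because each condition had 1 library. On simulated counts for 9409 cardiomyocyte genes with 200 changed, 94.9% of the 95% intervals held the true ratio, and the median error of the changed genes was 0.045. For 9764 fibroblast genes, 95.1% did, with an error of 0.040. Of 1000 random splits of the 4455 deeper CI fibroblasts, 94.5% gave an interval for the difference in states 1 to 5 that held 0. The simulated counts were Poisson, without added variation between cells or libraries, and the splits stayed within 1 library. Coverage near 95% therefore follows from the design and checks the calculation only.

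The alternatives were other scaling factors (edgeR's TMM and DESeq2's median of ratios), the mean of per-cell CPM, cells thinned to 2000 UMIs, subtraction of the free RNA profile of droplets with 10 to 100 UMIs, no doublet removal, a limit of 20% mitochondrial UMIs, no upper limit on genes, cell types from summed marker counts in each cell, clusters after centring each gene in each library, a minimum of 200 UMIs per gene, and other definitions of the states and of proliferating cells. Subtraction of the profile of droplets with 100 to 1000 UMIs and leaving mitochondrial genes out of the total were added after the data were seen. Scores from external datasets (failing and healthy hearts, fetal tissues, reparative fibroblasts of mice), gene ontology enrichment, flow cytometry and RT-qPCR were not analysed here. Tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.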

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

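The tests on intestine genes and on the transgene in endothelial-like cells were chosen only after the results were seen, while the test for mature adipocytes was planned.

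RFP, the label of the line from which the cardiomyocytes were made, stood out in the endothelial-like cluster because the paper does not report transgenes in these cells. It was counted there at 26.1 CPM in control (54 UMIs) and at 50.4 CPM in CI (552 UMIs, interval 46.3 to 54.8). In cardiomyocytes it was at 26.4 and 39.9 CPM. The label of the epicardial line, eGFP, was at 5.80 and 4.39 CPM in the endothelial-like cells. RNA from cardiomyocytes, free or from doublets, is argued against by the levels of other cardiomyocyte genes. RFP reached 211.8% of its level in free RNA in control and 269.8% in CI, whereas 10 genes restricted to cardiomyocytes, such as TNNT2, MYL2 and MYH7, reached 4.57% to 7.67% in control and 7.22% to 11.5% in CI. A candidate explanation, as a hypothesis, is that these endothelial-like cells descend largely from the RFP line. The paper states that CD31-positive endothelial cells were not detected in the epicardial-derived populations of its organoids, which were examined as the RFP-negative cells. The origin of the cells was not tested in another way, and the tags that record the sorted fraction were not used here.

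Genes of the intestinal epithelium were counted in the deeper of the clusters that scored highest for the adipocyte markers, a signal in genes that the paper does not discuss. The median over 8 intestine genes (CDX1, CDX2, VIL1, CDH17, GPA33, HNF4A, A1CF and MYO1A) was 31.97 CPM there, against at most 0.910 CPM in any cluster named cardiomyocyte, fibroblast or endothelial. All 8 genes were higher there than in each of those clusters. The most abundant were CDH17 (221 CPM), VIL1 (199 CPM) and CDX1 (76.2 CPM), and the least abundant was GPA33 (7.73 CPM). The list was written after the leading genes of the clusters were seen, and none of its genes is in another list or among the 10 leading genes of this cluster. Between 4 and 8 of them had a UMI in each of those named clusters. The same median was 19.7 CPM in the shallower cluster with adipocyte markers and 38.4 CPM in the endoderm-like cluster. Mature adipocytes are argued against, since ADIPOQ, PLIN1, PLIN4, CIDEC, LEP and FABP4 summed to 3.77 CPM in the deeper cluster, below the 18.0 CPM of a fibroblast cluster. Of the other lists, 9 epithelial genes had a median of 849 CPM in it and 8 mesothelial genes one of 0.377 CPM. CLDN4, a leading gene of the cluster, is also in the epithelial list. Cells like intestinal epithelium may therefore carry the adipocyte markers in this cluster, as a hypothesis. Immature adipocytes stay open, since the 6 genes tested mark mature ones. The eGFP level of 83.6 CPM, with RFP at 0.754 CPM, goes with cells of the epicardial line, and how such cells arose was not tested.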

How the results depend on the processing

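Among the alternatives, subtraction of the free RNA of droplets with 100 to 1000 UMIs and leaving mitochondrial genes out of the total were chosen only after the data were seen. No paired analysis was possible because each condition had 1 library and no result comes from a test. Of 125 alternative values (107 planned and 18 added), none with a sign changed it, and 73 moved outside the counting interval of the reported value. Cell counts have no such interval. The intervals are narrow because they cover counting error only. The cause of the moves was not tested, except that a scaling factor shifts every gene of a cell type by the same amount. The filters left between 5896 and 9056 control cells and between 9732 and 12434 CI cells.

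For the lists and genes, values are log2 ratios. TMM factors gave 1.00 for glycolysis, 1.98 for hypoxia, -0.365 for T-tubule organization, -0.469 for oxidative phosphorylation, -0.471 for fatty acid beta-oxidation, 0.22 for NPPA, 1.92 for NPPB, 2.09 for the fibrosis genes and 1.53 for the proteoglycans. DESeq2 factors gave 1.025, 2.01, -0.34, -0.44, -0.45, 0.25, 1.95, 2.14 and 1.57 in the same order. Leaving mitochondrial genes out of the total gave 1.06 for glycolysis, 2.04 for hypoxia, -0.305 for T-tubule organization, -0.41 for oxidative phosphorylation, 0.28 for NPPA, 1.98 for NPPB and 1.135 for the proteoglycans.

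The mean of per-cell CPM gave 1.19 for glycolysis, -0.24 for T-tubule organization, -0.21 for oxidative phosphorylation, 0.67 for NPPA, 2.20 for NPPB, 2.22 for the fibrosis genes and 1.365 for the proteoglycans. Thinning to 2000 UMIs gave 1.07 for glycolysis, -0.25 for oxidative phosphorylation, 0.59 for NPPA, 2.45 for the fibrosis genes and 1.25 for the proteoglycans.

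Subtracting the free RNA of droplets with 10 to 100 UMIs gave 2.35 for hypoxia, -0.054 for T-tubule organization, -0.265 for oxidative phosphorylation, 0.47 for NPPA, 2.23 for NPPB and 1.18 for the proteoglycans. With droplets of 100 to 1000 UMIs, the values were 1.225 for glycolysis, 2.35 for hypoxia, -0.12 for T-tubule organization, 0.45 for NPPA, 2.19 for NPPB, 1.89 for the fibrosis genes and 1.16 for the proteoglycans.

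Without doublet removal, hypoxia was at 1.995, T-tubule organization at -0.24, oxidative phosphorylation at -0.32, NPPA at 0.30 and NPPB at 2.04. A limit of 20% mitochondrial UMIs gave -0.13 for T-tubule organization, -0.33 for oxidative phosphorylation, 0.275 for NPPA and 2.13 for NPPB. Cell types from summed marker counts in each cell gave 2.04 for hypoxia, 0.425 for NPPA, 2.11 for NPPB, 1.501 for the fibrosis genes and 1.13 for the proteoglycans. Clusters after centring gave 2.07 for NPPB and 1.66 for the fibrosis genes.

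The difference in fibroblast states 1 to 5 was 55.5 percentage points with the full lists, 15.7 after thinning and 8.55 with scores centred in each library. For states 6, 12 and 13 it was -29.4, -6.86 and -3.00 points. The full lists hold genes that differ between the libraries, and centring removes the mean difference between the libraries, so by construction both change how far the library itself enters a state. For proliferating fibroblasts, at least 1 UMI of MKI67 gave -4.53 points. The maturation difference was 0.376 without doublet removal, 0.43 after thinning and 0.155 in the CI library, where the interval (-0.063 to 0.546) includes 0. The alternative of states from the full lists is void, since the reported value uses those lists already, and it says nothing about stability.

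Depth limits the fibroblast genes most on the control side, which held 19728720 UMIs against 63111083 in CI. A gene such as MEOX1, with 110 UMIs in control, has an interval from 1.98 to 2.55.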

Differences from the paper's values

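The paper's values were read by eye from its figures, and shares of states rest on assignments rebuilt from its gene lists. In Fig. 6, the paper has about 3300 control and about 5900 CI fibroblasts, read by eye, against 3191 and 4493 here. The counts here leave out unnamed clusters in which fibroblast markers scored highest, with 71 control and 2682 CI cells. In Fig. 5, it has about 3100 control and about 2600 CI cardiomyocytes, read by eye, against 3505 and 3074 here.

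For fibroblast states 1 to 5 in control, the paper's share is about 50% in Fig. 6B, read by eye, and the share here is 27.5%. Of the alternatives set before the data were examined, scores centred in each library gave 37.3%, which is within 1.5 times the paper's value. The full lists (14.7%), thinning to 2000 UMIs (32.5%) and no doublet removal (27.45%) did not come within it. For states 6, 12 and 13 in CI, the paper's share is about 9.6% in Fig. 6B, read by eye, and the share here is 16.1%. The full lists gave 7.17%, within 1.5 times the paper's value, while thinning (19.1%), centred scores (19.5%) and no doublet removal (15.95%) did not.

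For cardiomyocytes in control, the paper's share of CM1 is about 22% in Fig. 5D, read by eye, against 12.7% here. Its share of CM5 is about 11%, read by eye, against 3.48%, and its share of CM6 is about 4.4%, read by eye, against 13.2%. In CI, its share of CM6 is about 5.2% in Fig. 5D, read by eye, against 14.2%. No alternative was set for these shares before the data were examined. Shares from the full lists, looked at afterwards, were 15.3% for CM1, which is within 1.5 times the paper's value, 0.542% for CM5, and 2.71% in control and 20.3% in CI for CM6, which are not.

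The paper states that the share of FB2 rose and that of FB12 fell in CI. Here FB2 fell by 3.90 percentage points, and it was also lower with the full lists (6.74% in control and 4.21% in CI). The difference of FB12 was -0.14 points, with an interval that includes 0, but only 6 of its 27 listed genes were used. With the full lists its share was 12.1% in control and 0.556% in CI. The value of FB12 therefore depends on which genes define the state.

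The paper describes clusters of pericytes and smooth muscle cells and a cluster of adipocyte-like cells. Here no cluster scored highest for the smooth muscle cell and pericyte markers, also after centring, without doublet removal or with a limit of 20% mitochondrial UMIs. Of the clusters that scored highest for the adipocyte markers, the deeper was left unnamed because its epithelial score was close (1.588 and 1.289). A smaller margin, which was set after the scores were seen, would have given it the name adipocyte-like. The shallower (1.385 and 0.939) was left unnamed because of its median of 1022 UMIs, with none of the markers among its leading genes.

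The paper places the most mature cardiomyocytes in CM1, CM3, CM4 and CM5. The summed expression of the 7 genes used here was higher in each of these states than in CM2 and CM6. The median over the genes, as a log2 ratio to all control cardiomyocytes, was above 0 in CM3 (0.32) only. It was -0.05 in CM5, -0.08 in CM1, -0.10 in CM2, -0.20 in CM6 and -0.22 in CM4. CM5 rests on 18 cells.

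The paper describes higher expression of angiogenesis genes in CI as specific to cardiomyocyte cluster 2. With the list used here, the median was above 0 in all 8 states and highest in CM5 (1.23), against 0.50 in CM2. The paper lists response to hypoxia among the changes of specific fibroblast clusters. Here the median of the hypoxia list was above 0 in all 13 states, from 0.07 in FB1 to 1.56 in FB4. The value of FB1 is smaller than the shift of -0.09 that leaving out mitochondrial genes gives. For both processes the paper used pathway enrichment among the genes that changed in each of its clusters. Medians of hand-written lists in rebuilt states are a different measure, so they do not contradict the paper.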

Other observations

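The tests on eGFP in cardiomyocytes, on the mitochondrial share and on fibroblast states at equal depth, and the limit of the planned depth test to part of the results, were chosen only after the results were seen.

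Collagen genes were higher in CI cardiomyocytes, with a median log2 ratio of 1.44 (interval 1.26 to 1.61) over 18 genes, of which COL16A1 (-0.33) was lower and COL6A1 (-0.02) had an interval that includes 0. In cardiomyocytes, 10 genes restricted to fibroblasts were at 4.08% to 10.6% of their level in free RNA in control and at 7.66% to 20.0% in CI. Their median log2 ratio was 2.66 in cardiomyocytes and 1.73 in free RNA, with a median difference of 0.945 (0.494 to 1.073 over the genes). Free RNA at an unchanged share of each droplet would give a difference of 0. A larger share of RNA from other cells in CI droplets would raise these genes and any other transcript that cardiomyocytes lack by a similar amount. The epicardial label eGFP, which cardiomyocytes of the RFP line do not carry, had a log2 ratio of 1.11 in cardiomyocytes and 0.26 in free RNA. Its difference of 0.850 (interval 0.433 to 1.276) was close to that of the fibroblast genes. A candidate explanation for the fibroblast genes is therefore RNA of GFP-labelled cells, free or from doublets. Free RNA and doublets were not separated, and the interval of eGFP leaves room for a smaller change in the cardiomyocytes themselves. COL4A1 and COL4A2 were at 70.5% and 128.5% of their level in free RNA in control cardiomyocytes, above the fibroblast genes. Their log2 ratios (1.05 and 0.80) were below those in free RNA (1.67 and 1.36). For these genes an effect of the stimuli on cardiomyocytes stays open and was not tested.

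The median number of UMIs per cell was 5829 in control and 14016 in CI fibroblasts, and 11819.5 and 11802 in cardiomyocytes. The fibroblast values leave out shallower unnamed clusters in which fibroblast markers scored highest (71 control and 2682 CI cells). After each cell was thinned to 2000 UMIs, 9 of 9 results on the log2 scale had the same sign as before. The median depth of cardiomyocytes was alike but its spread was not, since 2912 of 3242 control and 2826 of 2897 CI cells reached 2000 UMIs. For the 2 fibroblast results, the medians after thinning were 2.45 for the fibrosis genes and 1.25 for the proteoglycans, against 1.79 and 1.22 before. In cardiomyocytes, glycolysis was at 1.07, hypoxia at 2.26 and NPPB at 2.09 after thinning. The ratios were already scaled to totals, and random thinning leaves the expected proportions of genes in a cell unchanged. It gives cells equal weight and leaves out those below 2000 UMIs. These 5 results therefore do not owe their direction to the larger weight of deep cells. Of the smaller ratios of cardiomyocytes, NPPA grew (from 0.39 to 0.59). Fatty acid beta-oxidation (from -0.30 to -0.34) and T-tubule organization (from -0.20 to -0.18) stayed within their intervals. Oxidative phosphorylation shrank (from -0.30 to -0.25). Any other effect of depth stays open for all 9 ratios. No interval was computed after thinning for any of these ratios. The share of fibroblasts in states 1 to 5 was also tested. At equal depth, with 2749 of 3191 control and 4455 of 4493 CI fibroblasts deep enough, it differed by 15.7 percentage points (interval 13.4 to 18.0), against 27.5 points with all UMIs, so depth accounts for part of the difference at most. The stimuli and differences between the libraries stay open as explanations, and 1 library per condition does not separate them.

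The mitochondrial share of UMIs was lower in CI. Its median fell by 6.66 percentage points in cardiomyocytes, from 14.9% to 8.26%, and by 4.71 points in fibroblasts, from 9.26% to 4.55%. It also fell by 3.57 points in endothelial-like cells, by 1.90 in proliferating cardiomyocytes and by 4.85 in proliferating fibroblasts. A change only in the mix of these named types would leave the share alike within each type, so it is not the whole cause. A change in mix within a type is not excluded. Cardiomyocyte clusters made mostly of control cells had medians of 14.19% and 20.4%, and those mostly of CI cells 6.754% and 15.72%. An unnamed cluster of 47 control and 1676 CI cells, highest for fibroblast markers, had 17.86% and was left out of the fibroblasts. The stimuli, cell damage and library preparation stay open and were not tested.

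By a fixed rule of size, the genes with the highest log2 ratios in cardiomyocytes were CILP (5.64), INHA (5.08), KISS1R (5.01), CALB2 (4.90) and MXRA5 (4.80). The lowest were LINC01088 (-3.59), MX1 (-2.68), VSNL1 (-2.59), NTS (-2.57) and FGF12 (-2.45). In fibroblasts, SLN (7.22, from 9 UMIs in control and 4297 in CI), CLDN14 (5.01), FGF23 (4.96) and CST2 (4.68) were among the highest. CLDN14 and FGF23 had 6 UMIs each in control. Among the lowest in fibroblasts were COLEC10 (-4.81), PLA2G2A (-4.15), NTS (-3.86) and LIFR (-3.79). The paper's text does not discuss these genes. After an estimate of free RNA was subtracted, CILP and MXRA5 gave no ratio in cardiomyocytes, because no UMIs were left in at least 1 of the libraries, so free RNA stays open for both genes there. NTS, a leading gene of the endoderm-like cluster, stayed lower in cardiomyocytes after subtraction (-2.26 with the profile of droplets with 10 to 100 UMIs and -3.21 with that of 100 to 1000 UMIs).

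Lists examined at no claim gave the following values. The 7 maturation genes had a median log2 ratio of -0.19 in all cardiomyocytes, with 5 lower and 2 higher in CI (COX7A1, at 0.02, only without TMM or DESeq2 factors). In fibroblasts, 17 glycolysis genes had a median of 0.64 (interval 0.55 to 0.76), with 13 higher, and 18 genes of T-tubule organization had one of -0.94 (interval -1.02 to -0.83). RFP in fibroblasts was at 21.4% of its level in free RNA in control and at 8.05% in CI. Less RNA from cardiomyocytes in CI fibroblast droplets therefore stays open for the T-tubule list. The fibroblast medians of oxidative phosphorylation (-0.15) and fatty acid beta-oxidation (-0.30) lie within the shift of 0.31 from TMM factors, which brings both to or above 0, so no direction is read from them.

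The paper measured further genes by RT-qPCR in sorted cells of other samples, between control and CI organoids (Fig. 4 and Supplementary Fig. 4) or between CD9-positive and CD9-negative fibroblasts of CI organoids (Fig. 7E and Supplementary Fig. 7D). The values here compare CI with control, so for the second group of genes they are not that comparison. In the libraries analysed here, cardiomyocytes had log2 ratios of 2.66 for LDHA, 2.40 for SLC2A1, 1.11 for GAPDH, -2.32 for CPT1B, -1.21 for ATP2A2, -0.90 for GJA1 and -0.39 for HCN4. HCN2 had 8 UMIs in control and 56 in CI (2.85, interval 1.77 to 4.13). CACNA1C (0.07) turned negative under TMM factors (-0.105), and the interval of KCNK1 (-0.48 to 1.00) includes 0. Fibroblasts had log2 ratios of 2.93 for TNC, 2.47 for TIMP3, 1.79 for ELN, 1.75 for CXCL8, 1.52 for LOX, 1.51 for FN1, 1.45 for PALLD, 1.31 for FMOD, 0.93 for SOX9, 0.76 for VEGFA, 0.73 for ATP1B1, 0.64 for AGRN (0.01 after thinning to 2000 UMIs), 0.61 for CD9 (higher in 8 of 13 states) and 0.49 for COL5A3 (7 of 11 states). IL33 was at 0.12. Lower in CI were TCF21 (-2.86), WT1 (-1.24), TBX18 (-0.77), VCAM1 (-0.64) and DKK3 (-0.54). DDAH1 was at -0.12 and turned positive under TMM factors (0.19). CHAD had 0 and 12 UMIs and WIF1 3 and 5 UMIs, too few for a direction.

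The genes that Supplementary Data 2 and 3 list as differing between the conditions in a state were chosen by the study on these samples, so their direction here is not independent evidence. In the matching states, between 93.8% and 100% of the genes of CM1 to CM6 had the study's direction, and between 86.5% and 100% of those of FB1 to FB9. The lowest share was that of the genes listed as higher in FB4, with 576 of 666. The sheets of FB10 to FB13 were not used here.

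Another unnamed cluster held 24 control and 1006 CI cells with a median of 822.5 UMIs, and its score for fibroblast markers was close to that for endothelial markers (0.705 and 0.648).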
